# A common cellular response to broad splicing perturbations is characterized by metabolic transcript downregulation driven by the Mdm2–p53 axis

**DOI:** 10.1242/dmm.050356

**Published:** 2024-03-01

**Authors:** Jade E. Varineau, Eliezer Calo

**Keywords:** Craniofacial disorders, Splicing, P53

## Abstract

Disruptions in core cellular processes elicit stress responses that drive cell-state changes leading to organismal phenotypes. Perturbations in the splicing machinery cause widespread mis-splicing, resulting in p53-dependent cell-state changes that give rise to cell-type-specific phenotypes and disease. However, a unified framework for how cells respond to splicing perturbations, and how this response manifests itself in nuanced disease phenotypes, has yet to be established. Here, we show that a p53-stabilizing *Mdm2* alternative splicing event and the resulting widespread downregulation of metabolic transcripts are common events that arise in response to various splicing perturbations in both cellular and organismal models. Together, our results classify a common cellular response to splicing perturbations, put forth a new mechanism behind the cell-type-specific phenotypes that arise when splicing is broadly disrupted, and lend insight into the pleiotropic nature of the effects of p53 stabilization in disease.

## INTRODUCTION

mRNA splicing is a core process in cells, which creates proteomic diversity and can drive changes in cell state (Montes et al., 2019; Scotti and Swanson, 2016). Thus, altering splicing can have widespread effects on health and disease. The impacts of splice site mutations in a single gene generally have more localized effects on splicing, altering the amount, length or composition of the resulting protein, then impacting gene-specific downstream cellular pathways. However, how cells respond when splicing is broadly perturbed – through disruptions of core components in the splicing machinery or use of small molecule splicing inhibitors – is unclear.

Much of what is known about the cellular response to splicing perturbations is derived from the study of spliceosomopathies, developmental disorders caused by haploinsufficiency of a splicing factor (Beauchamp et al., 2020). Some of these disorders primarily impact tissues derived from the neural crest – structures of the lower face and jaw, retinas, limbs, and heart (Park et al., 2022). Individuals with these disorders possess an underdeveloped lower jaw, smaller facial structure and abnormalities of the ear, among other less-penetrant characteristics (Beauchamp et al., 2020). However, a common cellular response to splicing perturbations, which results in specific impacts to the neural crest, has not been fully classified.

Animal models of spliceosomopathies have illuminated our understanding of these disorders but have limitations in their insights into a common cellular response to splicing perturbations. One of the best-studied spliceosomopathies is mandibular facial dysotosis with microcephaly (MFDM), a disorder caused by haploinsufficiency of *EFTUD2,* a highly conserved GTPase in the U5 small nuclear ribonucleoprotein (snRNP) complex (Brenner and Guthrie, 2006, 2005; Fabrizio et al., 1997; Lines et al., 2012). Disease-associated mutations in *EFTUD2* are primarily missense mutations, predicted to result in EFTUD2 loss-of-function (Thomas et al., 2020). When modeling MFDM in zebrafish, fish heterozygous for *eftud2* do not display a phenotype; however, homozygous knock-out of *eftud2* results in an under-formed lower jaw, impaired brain development and widespread apoptosis throughout all regions of the neural crest (Deml et al., 2015; Lei et al., 2017; Wu et al., 2019). Similarly, mouse models of MFDM do not recapitulate the haploinsufficiency of *Eftud2*, and a neural-crest-specific double KO of *Eftud2* results in widespread apoptosis and a partially p53-dependent craniofacial phenotype (Beauchamp et al., 2022, 2021). These models highlight the importance of the neural crest as a primary cell type impacted by splicing perturbations. However, phenotypes observed in animal models are much more severe compared with those observed in affected individuals, thereby providing limited insight into the cellular alterations that occur when splicing is perturbed to a more-moderate level and relevant to human disease.

In addition to the neural crest, other cell types are sensitive to broad splicing perturbations. The use of splicing inhibitors in conjunction with more-typical therapeutic agents shows promise as an effective cancer treatment (Lee and Abdel-Wahab, 2016; Salton and Misteli, 2016; Zhang et al., 2019). Thus, it seems as though highly proliferative, migratory, multipotent cell types – like the neural crest or cancer cells – are uniquely sensitive to splicing perturbations. Identifying the cell-state changes that occur when splicing is broadly disrupted will illuminate the mechanism behind the sensitivity to splicing perturbations in these cell types.

The cellular response to broad splicing perturbations is mediated through the tumor protein p53 by a mechanism that has yet to be fully elucidated. In cells, knockdown (KD) of splicing factors and chemical inhibition of the spliceosome by small molecules results in p53 stabilization (Allende-Vega et al., 2013; Huang et al., 2018), and neural crest cells have a unique heightened sensitivity to p53 stabilization (Bowen et al., 2019; Calo et al., 2018). Despite this knowledge, a unifying link between splicing perturbations in general and stabilization of p53 has yet to be classified. Furthermore, the craniofacial phenotypes that arise from aberrant p53 stabilization are, to a certain extent, independent of caspase-9 and PUMA (officially known as BBC3), factors involved in the p53-mediated apoptosis pathway (Bowen et al., 2021). This suggests that p53 mediates its cell-type-specific impacts through a pathway other than canonical p53-mediated apoptosis and there may be other alternative cellular responses or altered cell death pathways at play when splicing is perturbed.

Here, we used mouse embryonic stem cells (mESCs) to understand the cellular response to moderate splicing perturbations. We classified an *Mdm2* alternative splicing event as a common event that arises in response to multiple splicing perturbations and directly links broad splicing disruption to p53 stabilization. Additionally, we found that splicing perturbations drive p53-dependent downregulation of glycolytic transcripts. Then, we expanded the study of splicing perturbations and metabolic alterations to a zebrafish developmental model. We demonstrated that, as in mESCs, *mdm2* is alternatively spliced in zebrafish and glycolytic transcripts are downregulated in response to widespread splicing perturbations. We also showed that craniofacial phenotypes resulting from inhibition of glycolysis phenocopy those of small-molecule splicing inhibition. Finally, we examined the downregulation of glycolytic transcripts in other contexts of p53 stabilization and propose this cell-state change as a chronic cellular response to prolonged p53 stabilization with relevance to disease phenotypes. All in all, our results define a common cellular response to splicing perturbations, and lend insight into the cell-type-specific impacts of this response.

## RESULTS

### *Eftud2* deficiency has dosage-dependent effects on alternative splicing of *Mdm2* in mESCs

To better understand the alternative splicing events and transcriptional cell-state changes that occur in response to splicing perturbations, we first focused specifically on the impact *Eftud2* deficiency has on mESCs. For this study, we chose to use mESCs grown in defined medium conditions using N2B27 medium supplemented with leukemia inhibitory factor (LIF) and additional kinase inhibitors as previously described (Thomson et al., 2011; Ying et al., 2008; Ying and Smith, 2003). These mESCs are highly proliferative and exhibit a pluripotent state, characteristics similar to those of neural crest cells (Bronner and LeDouarin, 2012; Ying and Smith, 2003). However, unlike neural crest cells, mESCs are less prone to apoptosis, allowing us to probe cell-state changes that occur in addition to, or instead of, apoptosis in response to broad splicing perturbations (Aladjem et al., 1998; Ayaz et al., 2022; Calo et al., 2018; Raj et al., 2022). This is an important consideration as apoptosis-independent mechanisms have been proposed to contribute to developmental phenotypes associated with splicing perturbations (Bowen et al., 2021), but these mechanisms have been difficult to study in animal models of spliceosomopathies.

We reasoned it would be important to study the cell-state changes that occur in response to weaker splicing perturbations, putatively more closely mimicking the haploinsufficient cellular response to splicing perturbations as it occurs in MFDM in affected individuals. Thus, we knocked down *Eftud2* with two independent small hairpin RNAs (shRNA1 or shRNA2). shRNA1 targets the 3′ UTR and has a 55–68% KD efficiency, as determined by qPCR. shRNA2 targets the coding sequence and has a 64–79% KD efficiency as determined by qPCR (Fig. 1A) (KD efficiency calculated by 2^−ΔΔCt^, see qPCR and sqRT-PCR in Materials and Methods). Use of either shRNA results in reduced levels of EFTUD2, as measured by western blotting (Fig. 1B). Consistent with previous literature, we observed higher p53 protein levels in response to shRNA treatment when compared to a non-targeting shRNA (nt-shRNA) as control (Fig. 1B) (Beauchamp et al., 2021; Wu et al., 2019). Using two independent shRNAs strongly argues that any common changes observed after KD are due to *Eftud2* deficiency, thereby allowing us to observe whether any alterations correlate with the KD level.

**Fig. 1.**
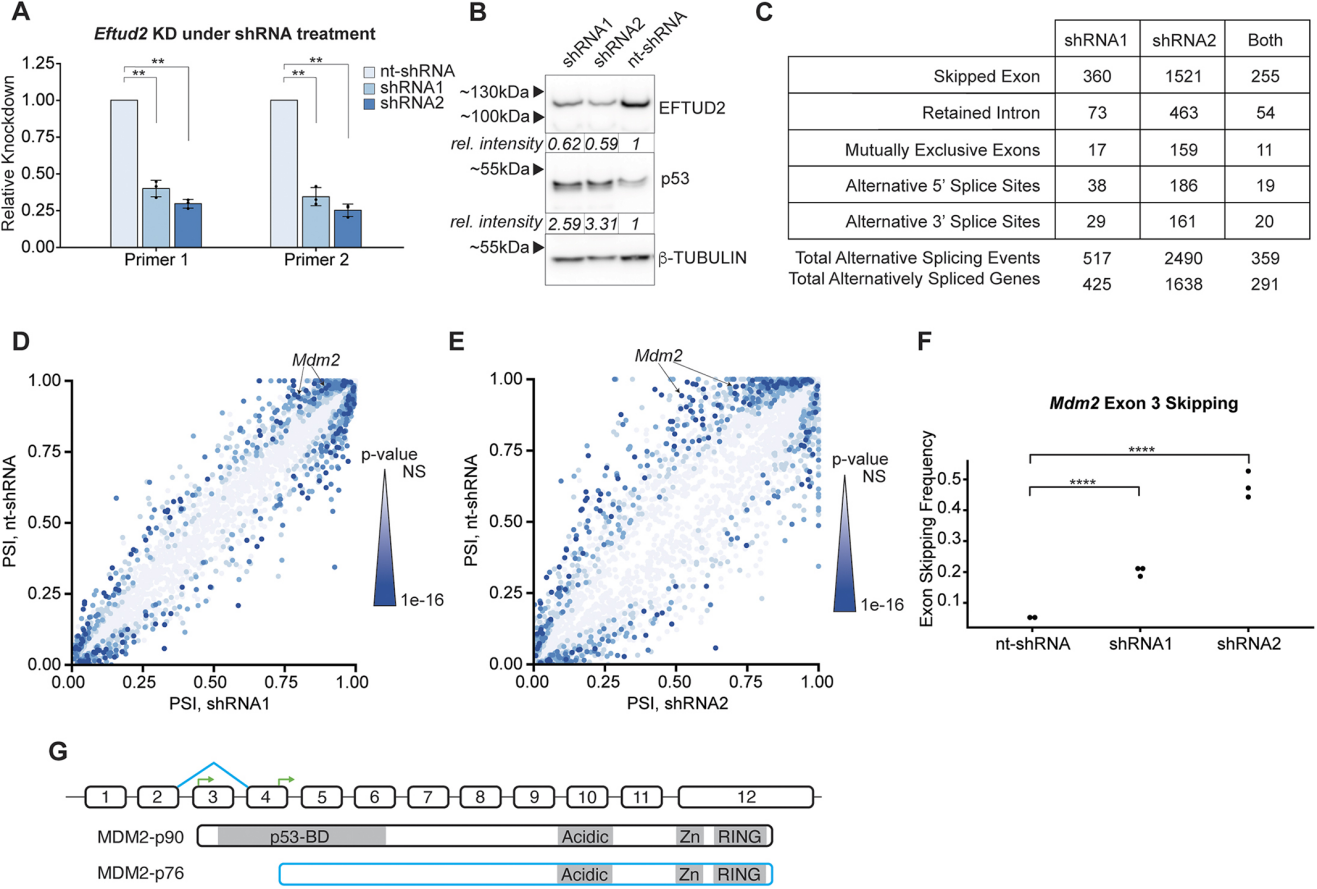
**Dosage-dependent alternative splicing of Mdm2 following *Eftud2* KD.** (A) Plotted are levels of knocked down *Eftud2* (*Eftud2* KD) as assayed by qPCR for two independent primer pairs for Eftud2, after using two independent *Eftud2-*targeting shRNAs (shRNA1 or shRNA2) or nt-shRNA as control. Bar graphs show 2^−ΔΔCt^, representing *Eftud2* KD compared to *Eftud2* levels after control treatment. Each biological replicate of shRNA KD was compaired pairwise to the corresponding nt-shRNA biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. Error bars represent ±standard deviation of biological replicates. Significance values were determined using Student's *t*-test on paired ΔCt values. ΔCt values were calculated by normalizing raw values to mitochondrial rRNA levels. **P<0.01. (B) Western blots of mESC lysates, showing levels of EFTUD2 and p53 after treatment with shRNA1 or shRNA2 to knock down *Eftud2* or with control nt-shRNA; levels of β-tubulin were used as loading control. Relative intensity values, standardized to those of β-tubulin and normalized to nt-shRNA, are listed below each protein band for both EFTUD2 and p53. (C) Summary of significant [false discovery rate (FDR)<0.01] alternative splicing events observed in response to shRNAs targeting *Eftud2,* calculated by using the rMATS tool. (D,E) Plotted are percent-spliced-in (PSI) of skipped-exon events detected by rMATs in mESCs treated with either shRNA1 (D) or shRNA1 (E) (*x*-axis) to knock down *Eftud2*, or with control nt-shRNA (*y*-axis). Plotted points represent skipped-exon events present in response to either KD, with a higher number of skipped-exon events in shRNA2 than in shRNA1. Darker colors indicate more-significant *P*-values, NS, not significant. Both *Mdm2* skipped-exon events were skipping Exon 3, defined as separate events by rMATS due to slight differences in the upstream exon. (F) Exon-skipping frequency ((defined as 1 minus the percent-spliced-in value calculated by rMATS) of *Mdm2* Exon 3 skipping event in mESCs treated with shRNA1 or shRNA2 to knock down *Eftud2*, or with nt-shRNA (control). Significance values were determined by rMATS with a likelihood-ratio test. ****P<0.0001. (G) Schematic of alternative *Mdm2* splicing events of interest (top) and their resulting protein products MDM2-p90 and MDM2-p76 (middle and bottom, respectively). Numbered boxes indicate exons. Blue diagonal lines connecting exons 2 and 4 indicate the exon-skipping event. Green bent arrows indicate start codons. Skipping of Exon 3 gives rise to an MDM2 isoform (i.e. MDM2-p76) that lacks the complete p53-binding domain. p53-BD, p53-binding domain; Acidic, acidic domain; Zn, Zinc finger domain; RING, really interesting new gene (RING) finger domain. Drawings are not to scale.

We transiently infected mESCs with either of the two *Eftud2-*targeting shRNAs or control nt-shRNA using lentiviral infection and collected the infected cells after three days of selection. Then, we performed RNA sequencing (RNA-Seq) on the infected mESCs using three biological replicates for each targeting shRNA and two biological replicates for the nt-shRNA. 

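The RNA-seq experiment comprised 8 libraries from R1 mESCs, a male mouse embryonic stem cell line grown without feeder cells. Cells were infected with lentivirus for 2 days and kept under selection for 3 days. The libraries were 3 biological replicates with shRNA1, 3 with shRNA2 and 2 with nt-shRNA, a hairpin without a target. Poly(A)-selected RNA was sequenced as 100 bp paired-end reads. The authors aligned the reads with STAR and deposited a table of the number of fragments that featureCounts 1.6.2 assigned to the exons of each of 55385 genes of the GENCODE M24 annotation (GRCm38), without normalization. The counting used no strand information and left out fragments that aligned to several places, so that counts of near-identical gene copies and of overlapping or antisense genes are uncertain. Total counts were 21711638, 19569525 and 27501491 for shRNA1 replicates 1 to 3, 21273977, 22199116 and 21485650 for shRNA2 replicates 1 to 3, and 28548237 and 29871048 for nt-shRNA replicates 1 and 2. The 10 genes with the most counts took between 4.64% and 5.80% of each library. From these counts, 17445 genes passed the expression filter of edgeR and were normalized by its TMM method, with factors between 0.935 and 1.036. Each shRNA was compared with nt-shRNA by edgeR's quasi-likelihood test in a fit over all 8 libraries, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. With 3 libraries against 2 there are 10 arrangements, so a one-sided exact permutation test of a single gene cannot go below 0.1, and the tests draw on a spread estimated across genes.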

RNA-Seq read mapping was carried out to maximize the number of splice junction reads to capture any splicing alterations that occur in response to *Eftud2* KD (see RNA sequencing and analysis in Materials and Methods). We then analyzed alternative splicing by using the rMATS computational tool (Shen et al., 2014).

As expected, we detected altered splicing in a wide variety of transcripts in response to *Eftud2* KD. Both *Eftud2* shRNAs resulted in widespread mis-splicing, with skipped exons the most common form of alternative splicing (Fig. 1C). We observed more-significant [false discovery rate (FDR)<0.01] alternative splicing events with shRNA2 than shRNA1, which is consistent with the higher level of *Eftud2* KD in response to using shRNA2 (Fig. 1A-C). Gene Ontology (GO) over-representation analysis for biological processes shows that alternatively-spliced genes were enriched for terms relating to RNA splicing and stability (Fig. S1A-D), consistent with previous findings for splicing factor perturbations (Alam et al., 2022; Wood et al., 2019; Wu et al., 2018).

As *Eftud2* deficiency has been associated with the activation of p53, we analyzed our alternative splicing analysis for splicing events that could link *Eftud2* KD to p53 activation. Gene ontology analysis demonstrated that there is no gene-set or pathway over-represented among alternative splicing events that immediately point to p53 (Fig. S1A-D). We then turned our focus to the significant exon skipping events in more detail. Among the set of highly significant exon skipping events, exon skipping events within *Mdm2* immediately stood out, as MDM2 is a negative regulator of p53. We found that the alternative splicing events in *Mdm2* demonstrate a marked increase compared with those after treatment with control shRNA, are highly significant and correlate with shRNA potency (Fig. 1D-F).

The alternatively spliced exon within *Mdm2*, i.e. Exon 3, contains the primary start codon of MDM2 as well as parts of the p53-binding domain. Thus, increased exon skipping results in an in-frame, N-terminally truncated MDM2 protein that uses an alternative downstream start codon and cannot bind p53 (Fig. 1G) (Cheng and Cohen, 2007; Giglio et al., 2010; Perry et al., 2000; Saucedo et al., 1999). Increases in the ratio of this alternative MDM2 isoform to full-length MDM2 reduce the number of MDM2–MDM4 heterodimers capable of targeting p53 for degradation, thereby stabilizing p53 (Giglio et al., 2010). We also detected an additional alternative splicing event in *Mdm2*, with altered ratio of Exon 4 skipping in response to *Eftud2* KD, which also is predicted to produce a non-p53-binding isoform (Fig. S2A-D). The *Mdm2* Exon 3 mis-splicing event is consistent with previously reported events of *Eftud2* splicing perturbation (Beauchamp et al., 2021) and, intriguingly, splicing perturbations of other genes (Alam et al., 2022; McElderry et al., 2019; Van Alstyne et al., 2018). Our results confirmed a *Mdm2* alternative splicing event that arises from *Eftud2* deficiency in a manner that correlates with its level of knock-down, and provides a direct link between splicing perturbations and aberrant p53 stabilization in response to *Eftud2* deficiency.

### Alternative splicing of *Mdm2* is a common event following broad splicing perturbations in mESCs

Next, we set out to investigate whether *Mdm2* alternative splicing is a common feature of splicing perturbations in mESCs. If so, this could provide a unified mechanism by which broad splicing perturbations result in p53 stabilization and downstream p53-dependent phenotypes.

To test this, we knocked down three additional splicing factors in mESCs, which have varying roles in the spliceosome: the U5 snRNP component *Txnl4a*, whose haploinsufficiency results in Burn–McKeown syndrome (Simeoni et al., 2005; Wieczorek et al., 2014); *Prpf8*, also a component of the U5 snRNP, essential for the catalytic step of splicing and linked to retinitis pigmentosa (Arzalluz-Luque et al., 2021; Galej et al., 2013; Grainger and Beggs, 2005); and *Sf3b4,* a core subunit of the U2 and U12 snRNPs, which is mutated in Nager syndrome (Devotta et al., 2016; Golas et al., 2003; Yamada et al., 2020). Analysis of semi-quantitative reverse transcription PCR (sqRT-PCR) showed that – like KD of *Eftud2* and compared to control treatment using nt-shRNA – specific KD of any the above splicing factors also resulted in increased presence of the Exon 3-skipping *Mdm2* transcript (Fig. 2A, see ΔE3). We also observed the expected increase in p53 levels when any of the above splicing factors was knocked down with shRNA (Fig. 2B). These results suggest that *Mdm2* alternative splicing and p53 stabilization arise even when disrupting different steps and components of splicing.

**Fig. 2.**
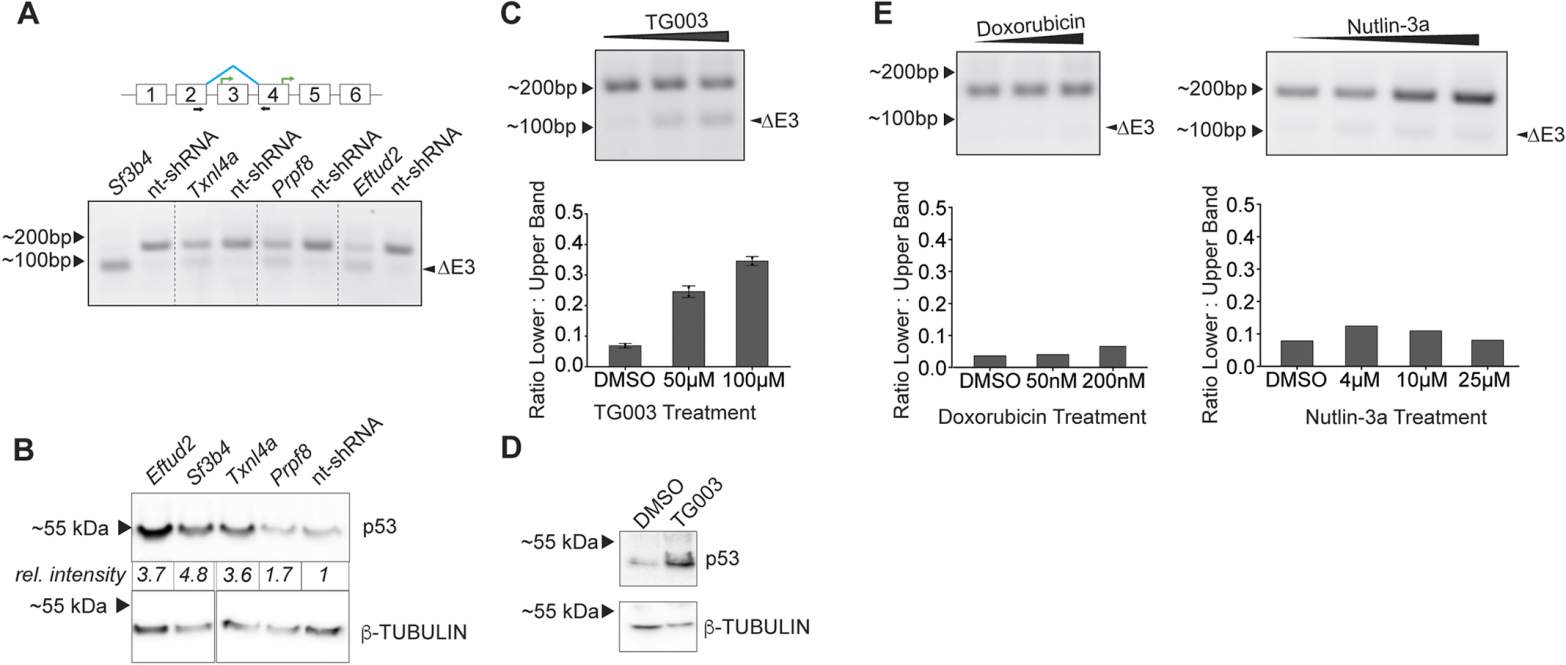
**Mdm2 alternative splicing occurs in response to various splicing perturbations.** (A) Top: Schematic of the region surrounding the *Mdm2* alternative splicing event. Black arrows represent primer binding sites. Green bent arrows represent start codons. Blue diagonal lines connecting exons 2 and 4 indicate exon-skipping events. Bottom: Agarose gel of semi-quantitative reverse transcription PCR (sqRT-PCR) to analyze alternative splicing of *Mdm2* in response to individual shRNA knockdown (KD) of splicing factors Sf3b4, Txnl4a or Prpf8. Approximate size of sqRT-PCR products is as indicated (∼200 bp, ∼100 bp). ΔE3 indicates the product resulting from *Mdm2* exon 3 skipping. (B) Western blotting of mESC lysates. mESCs were infected with different shRNAs specifically targeting splicing factors *Eftud2*, *Sf3b4*, *Txnl4a* or *Prpf8*, or with nt-shRNA (control) as indicated. Bands show levels of p53 (top); β-tubulin (bottom) was used as loading control. Relative intensity (*rel. intensity*) values standardized to β-tubulin and normalized to nt-shRNA are provided under each band. (C) Representative sqRT-PCR (top) of *Mdm2* alternative splicing in response to 4 h of TG003 treatment, and corresponding quantification of sqRT-PCR band intensities (bottom). Error bars represent  ±standard deviation of two biological replicates. (D) Western blot of p53 in response to TG003 treatment; β-tubulin was used as loading control. (E) sqRT-PCR of *Mdm2* alternatively spliced in response to 4 h-treatment with either Doxorubicin (left panels) or Nutlin-3a (right panels). The corresponding quantification of *Mdm2* sqRT-PCR band intensities is plotted below.

To understand whether *Mdm2* alternative splicing occurs in mESCs when splicing is more broadly inhibited, we made use of the potent Clk1 and Clk4 inhibitor TG003 that inhibits the phosphorylation and activation of serine/arginine (SR)-rich proteins, splicing factors involved in the regulation of many steps of splicing, thereby widely perturbing it (Allende-Vega et al., 2013; Ghosh and Adams, 2011; Lebecque et al., 2022; Muraki et al., 2004). To ascertain whether this widespread splicing inhibition induces *Mdm2* alternative splicing, we measured *Mdm2* transcript levels with sqRT-PCR. Indeed, we saw increased alternative splicing of *Mdm2* after treatment with TG003 in a concentration-dependent manner, resulting in stabilization of p53 (Fig. 2C,D). This ability of TG003 to induce *Mdm2* alternative splicing, in a concentration-dependent manner, demonstrates that *Mdm2* alternative splicing is a direct response to broad splicing perturbations.

*Mdm2* is part of a feedback loop with p53 because *Mdm2* is transcriptionally regulated by p53 and the p53 downstream effector ZMAT3 promotes this *Mdm2* alternative splicing event (Bieging-Rolett et al., 2020). As such, we set out to confirm that alternative splicing of *Mdm2* we observed was not due to p53 stabilization but due to broad splicing perturbations. We found that indirect activation of p53 through the DNA-damaging agent Doxorubicin or direct activation of p53 through the MDM2 inhibitor Nutlin-3a did not induce alternative splicing of *Mdm2* (Fig. 2E), confirming that the *Mdm2* alternative splicing event is selective to broad splicing perturbations, and is not downstream of p53 stabilization, in mESCs.

We further pursued the relationship between the p53-mediated regulation of *Mdm2* and alternative splicing by creating p53-null mESC cell lines using CRISPR-Cas9. We observed reduced *Mdm2* alternative splicing in a p53-null background in response to splicing perturbations induced by TG003 treatment or *Eftud2* KD (Fig. S3A,B). This suggests that, although some of the observed *Mdm2* alternative splicing is consistent with a p53 positive feedback loop, the initial alternative splicing event is not due to p53 stabilization but directly caused by broad splicing perturbations. Taken together, our results position *Mdm2* alternative splicing as an upstream event in the ability of cells to trigger a p53-dependent stress response to broad splicing perturbations in p53-expressing cells. In addition, these data point to a model, in which *Mdm2* alternative splicing is triggered by splicing disruption, serving as a sensor for the subsequent cellular response mediated through p53.

### *Eftud2* deficiency results in p53-dependent downregulation of metabolic transcripts

Previous studies have established that broad splicing perturbations result in p53-dependent apoptosis of the neural crest cells (Beauchamp et al., 2021; Lei et al., 2017). However, these experiments modeling splicing perturbations have been conducted in homozygous mutant animals, and genetic experiments in mice have shown that abrogation of p53-mediated apoptosis still results in craniofacial malformations (Bowen et al., 2021). This suggests that other mechanisms are at play in the cellular response to haploinsufficiency of splicing components. To explore what pathways these additional mechanisms could encompass, we strove to identify cell-state changes that occur in cells undergoing splicing perturbations.

We used the RNA-Seq data of *Eftud2* KD mESCs to analyze differential gene expression. Consistent with the KD efficiencies of the shRNAs, we found that, compared to control nt-shRNA, levels of differentially expressed genes were more significant following treatment with shRNA2 than shRNA1 (Fig. S4A). In addition, principal component analysis showed that differential gene expression of biological replicates does cluster according to the potency of the shRNA (Fig. S4B,C).

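The targeted transcript was measured in every library. *Eftud2* lies on chromosome 11 of GRCm38 from 102838473 to 102880985. Its normalized level was 262.3 and 255.7 CPM (counts scaled to a common library total) in the nt-shRNA libraries, 231.9, 229.2 and 225.3 CPM in the shRNA1 libraries, and 198.2, 202.1 and 234.7 CPM in the shRNA2 libraries. Each KD library was below both controls. The log2 fold change was -0.18 with shRNA1 (standard error 0.0678, adjusted p = 0.0514 from edgeR's quasi-likelihood test) and -0.29 with shRNA2 (standard error 0.0678, adjusted p = 0.00122). The difference between the 2 shRNAs, -0.11 on the log2 scale, did not pass the threshold (adjusted p = 0.164). In this fit, 2407 genes were higher and 2981 lower with shRNA1 than with nt-shRNA, and 4748 were higher and 5010 lower with shRNA2. Among them, 867 genes with shRNA1 and 2504 with shRNA2 changed more than 2-fold. A direct test of shRNA2 against shRNA1 called 2941 higher and 3263 lower genes. With the replicate number as a block, 2694 genes were higher and 3324 lower with shRNA1, 4898 were higher and 5136 lower with shRNA2, and the *Eftud2* log2 fold changes were -0.21 (adjusted p = 0.0206) and -0.33 (adjusted p = 4.9e-04). Deviations from the group means of same-numbered libraries correlated across genes by a mean r of 0.05 between shRNA1 and shRNA2, -0.02 between shRNA1 and nt-shRNA, and 0.01 between shRNA2 and nt-shRNA. Scaling by library size alone moved the shRNA1 results most, to 4101 higher and 1713 lower genes (70.5% of calls higher, against 44.7%) and to -0.06 for *Eftud2*. Of the 1999 genes of the paper's Table S3 for shRNA1 that were read here, 1998 were tested, and 1998 were called in the same direction. All 1193 genes read for shRNA2 were called in the same direction. The authors computed Table S3 from the same libraries, and only part of it was read. The match was therefore largely fixed in advance and checks the processing, not the biology.

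**Figure D1:**
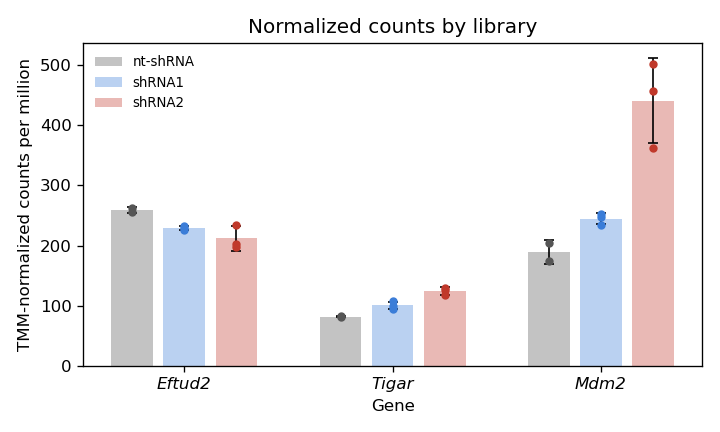
TMM-normalized counts (CPM) of 3 genes (*Eftud2*, *Tigar* and *Mdm2*) in each library; bars show the group mean, error bars the SD, and points the libraries (nt-shRNA n = 2, shRNA1 n = 3, shRNA2 n = 3). *Eftud2* averages 259 CPM with nt-shRNA, 228.8 CPM with shRNA1 and 211.6 CPM with shRNA2.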

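In a principal component analysis of log2 CPM values (prior count 2) of the 500 most variable genes, the first component held 77.0% of the variance and the next component 12.0%. On the first component the nt-shRNA libraries lay at -33.18 and -30.52, the shRNA1 libraries between -3.47 and 3.04, and the shRNA2 libraries between 16.30 and 24.99, so that the 3 groups did not overlap. The next component set shRNA1, between 9.03 and 10.67, apart from shRNA2, between -10.75 and -1.02, and from nt-shRNA, at -6.98 and -5.47. Over all tested genes the first component held 61.6% of the variance.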

As animal models of MFDM and other splicing perturbations have demonstrated activation of the p53 pathway (Beauchamp et al., 2021, 2022; Lei et al., 2017; McElderry et al., 2019), we examined the canonical p53 response in *Eftud2* KD cells. Indeed, analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway genes upregulated upon the more-potent *Eftud2* KD (shRNA2) demonstrated enrichment of the p53 signaling pathway, consistent with activation of the p53 pathway in response to splicing perturbations as previously described (Fig. 3A) (Beauchamp et al., 2022, 2021; Lei et al., 2017). 

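The KEGG gene lists were not used here. A list of 28 canonical p53 targets took the place of the p53 signaling pathway. It was written by hand before the counts were examined but after parts of the paper's Table S3 had been read, and none of its genes were among the rows read. Among the 1000 most significantly upregulated genes with shRNA2, 10 of the 28 targets were present, an odds ratio of 9.22 against all tested genes (95% confidence interval 3.79 to 21.12, Fisher's exact test, two-sided, p = 1.9e-06). With the replicate number as a block the odds ratio was 10.74 (Fisher's exact test, p = 1.8e-07). Leaving out the filter on low counts moved it most, to 29.27.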

The heightened p53 response was also visible for differential expression of canonical p53-transcriptional targets, as we observed slight upregulation of canonical p53 targets with shRNA2 (Fig. 3B, Figs S4A, S6A). However, although p53 is stabilized after KD in response to either shRNA1 or shRNA2 (Fig. 1B), the canonical p53 transcriptional response was not detected in response to KD in response to shRNA1 (Fig. 3C, Figs S4A, S5A-C, S6B). Thus, we set out to investigate other possible mechanisms through which p53 stabilization could affect a cell-state change after *Eftud2* KD in response to either shRNA.

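With shRNA2 the median log2 fold change of the 28 p53 targets was 0.43, with an SD of 0.131 between the 3 replicates (adjusted p = 1.2e-05, limma's camera test, two-sided, 36 tests). The replicate block gave 0.46 (adjusted p = 1.7e-06), and scaling by library size alone moved the median most, to 0.52. Of the targets called, 18 were higher and 4 lower, both over all genes and when the adjustment was made over the list alone. *Plk2* rose from 37.5 ± 7.86 CPM (SD, n = 2) to 145 ± 37.1 CPM (SD, n = 3), a log2 fold change of 1.95. *Ddit4l* had a log2 fold change of 1.28, *Mdm2* of 1.22 and *Zmat3* of 0.57, and each passed the threshold (largest adjusted p = 4.4e-06, edgeR). *Cdkn1a*, which encodes p21, did not change, with 213 ± 27.1 CPM (SD, n = 2) with nt-shRNA and 206 ± 10.4 CPM (SD, n = 3) with shRNA2 (adjusted p = 0.585, edgeR). *Bbc3* was lower (log2 fold change -0.34, adjusted p = 0.0242, edgeR), but it did not pass in 5 of the other settings (adjusted p up to 0.479), and GC content offsets, added after the data were seen, moved it to -0.08. *Dcxr* was the target furthest in the opposite direction (log2 fold change -0.83). In the fit with the block *Plk2* had 2.07, *Mdm2* 1.29 and *Bbc3* -0.40 on the log2 scale, and each of the genes named for shRNA2 kept its side of the threshold.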

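With shRNA1 the median log2 fold change of the same 28 targets was 0.01, with an SD of 0.011 between replicates (adjusted p = 0.131, limma's camera). The 1000 most significantly upregulated genes held 4 of them (odds ratio 2.75, 95% confidence interval 0.69 to 8.02, Fisher's exact test, p = 0.0736). Of the targets called, 8 were higher and 4 lower, and 10 and 4 with the adjustment over the list alone. With the replicate number as a block both list results passed the threshold, with a median of 0.04 (adjusted p = 0.0232, limma's camera) and an odds ratio of 4.51 (Fisher's exact test, p = 0.00444). Individual targets were higher in this comparison as well. *Ddit4l* had a log2 fold change of 1.00 (adjusted p = 1.4e-06, edgeR), *Plk2* of 0.84 (adjusted p = 4.5e-04) and *Mdm2* of 0.37 (adjusted p = 0.00715), whereas *Zmat3* (0.19, adjusted p = 0.065) and *Cdkn1a* (-0.07, adjusted p = 0.525) did not pass. In the fit with the block *Zmat3* passed (0.24, adjusted p = 0.0132, edgeR) and *Cdkn1a* did not (adjusted p = 0.436). With shRNA1, *Mdm2* did not pass in 1 of the other settings (adjusted p up to 0.0598), and *Zmat3* passed in 8 of them, the block included. *Trp53*, which encodes p53 and is not on the list, had a log2 fold change of 0.11 with shRNA1 (adjusted p = 0.328, and 0.15 with the block, adjusted p = 0.0905) and of 0.62 with shRNA2 (adjusted p = 2.6e-06, and 0.66 with the block). With shRNA1 it passed in 2 of the other settings, fits that left out 1 library included (lowest adjusted p = 0.00569). Its values there lay between 0.10 and 0.22, and between 0.03 and 0.19 when 1 library was left out. Between the shRNAs it differed by 0.51 (adjusted p = 2.8e-05, edgeR). In the direct test of shRNA2 against shRNA1 the median of the list was 0.36 (adjusted p = 7.4e-10, limma's camera), and 0.36 with the replicate block (adjusted p = 2.2e-10).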

**Fig. 3.**
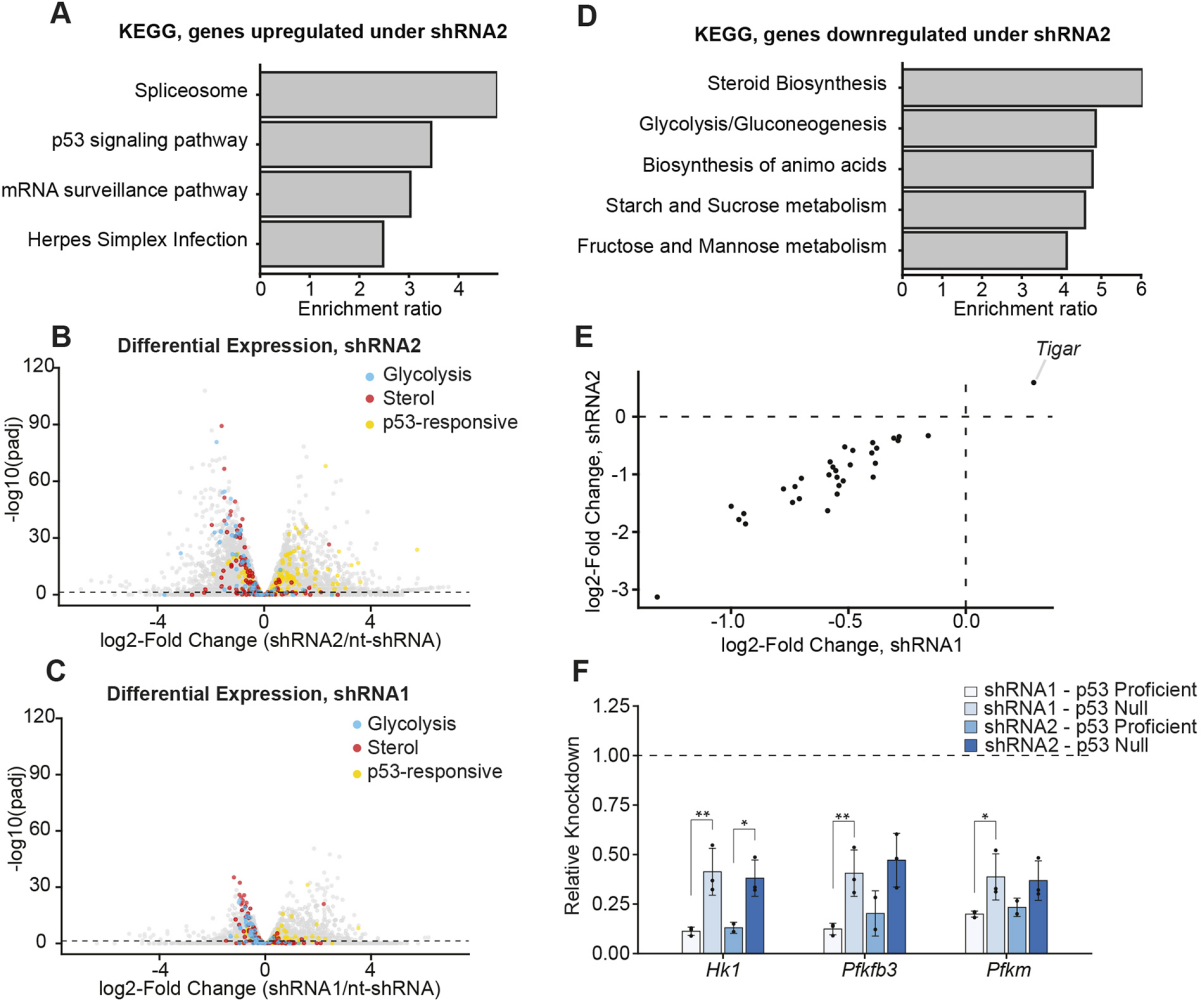
**RNA-seq reveals metabolic transcript downregulation in *Eftud2* KD mESCs.** (A,D) Over-representation analysis of 1000 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway genes, comparing those most significantly upregulated (A) or downregulated (D) under shRNA2 knockdown **(**KD) and under nt-shRNA. (B,C) Differential expression of all genes analyzed in A and D, comparing the effect of shRNA2 (B) or of shRNA1 (C) with that of nt-shRNA as assayed by DESeq2. Blue, genes involved in hexose sugar metabolism (Glycolysis); red, genes involved in sterol biosynthesis (Sterol); yellow, p53 transcriptional targets (p53 responsive). Components of gene sets and their compilation are described under Compilation of gene set lists in Materials and Methods. (E) Plotted is the log2-fold change of all glycolytic genes significantly differentially expressed in under both shRNA1 and shRNA2. (F) Quantification of qPCR analysis. Plotted is the downregulation of select glycolytic gene transcripts as indicated, following *Eftud2* KD in p53-expressing and p53-null cell lines. Bar graphs show 2^−ΔΔCt^, representing KD relative to control nt-shRNA in the given p53 status (denoted by the dotted line). Each biological replicate of shRNA KD was compaired pairwise to the corresponding nt-shRNA biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. Error bars represent  ±standard deviation of biological replicates. Significance values determined by Student's *t*-test on ΔΔCt values. ΔCt values calculated by normalizing raw values to mitochondrial rRNA levels. *P<0.05, **P<0.01.

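The paper's text names the Gene Ontology terms behind its glycolysis list but does not print the genes. Lists of 40 glycolysis genes and 22 sterol biosynthesis genes were therefore written by hand, before the counts were examined but after parts of the paper's Table S3 had been read. Of these genes 36 and 22 were tested, and the rows read held 3 of the glycolysis genes (*Pfkl*, *Tpi1* and *Pgk1*) and 4 of the sterol genes (*Hmgcs1*, *Lss*, *Cyp51* and *Msmo1*). With shRNA2, 20 glycolysis genes were among the 1000 most significantly downregulated genes, an odds ratio of 20.94 (95% confidence interval 10.27 to 43.43, Fisher's exact test, two-sided, p = 3.7e-16). The sterol list had 14 genes there, an odds ratio of 29.16 (11.38 to 80.32, p = 7.9e-13, Fisher's exact test). With shRNA1, 18 glycolysis genes (odds ratio 16.72, p = 1.3e-13, Fisher's exact test) and 18 sterol genes (odds ratio 75.37, p = 2.3e-19, Fisher's exact test) were among the corresponding 1000 genes. With the replicate number as a block, the odds ratios of the glycolysis list were 18.71 with shRNA2 and 20.94 with shRNA1, and those of the sterol list were 29.16 and 44.47.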

KEGG pathway analysis of genes downregulated upon *Eftud2* KD revealed transcript enrichment of genes involved in hexose sugar metabolism or sterol biosynthesis (Fig. 3D, Fig. S5D,E). Furthermore, Gene Ontology analysis showed that downregulated genes are enriched in a wide array of metabolism-related terms pertaining to sterol biosynthesis, sugar metabolism, nucleotide metabolism and alcohol metabolism (Fig. S5F). These metabolic signatures were observed after KD of *Eftud2* with the weaker shRNA1, as well as after KD with the stronger shRNA2 (Fig. 3B-D, Fig. S5D-F). 

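Gene Ontology annotations were not used here, and the genes were chosen by a rule set out in advance. *Cyp51*, on chromosome 5 of GRCm38 from 4081145 to 4104746, encodes lanosterol demethylase and fell from 199 ± 9.28 CPM (SD, n = 2) to 66.2 ± 5.08 CPM (SD, n = 3) with shRNA2, a log2 fold change of -1.58 (adjusted p = 1.1e-11, edgeR). *Dhcr7* had a log2 fold change of -1.48 (adjusted p = 1.2e-10) and *Hmgcs1* of -1.08 (adjusted p = 2.2e-10). *Acss1*, which encodes a mitochondrial acetyl-CoA synthetase, had a log2 fold change of -1.96, and *Atp1b2*, a sodium-potassium ATPase subunit, of -2.21, the smallest adjusted p-value of the comparison (8.5e-12). The block fit gave -1.63 for *Cyp51*, -1.54 for *Dhcr7*, -1.08 for *Hmgcs1*, -2.01 for *Acss1* and -2.30 for *Atp1b2*.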

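The median log2 fold change of the glycolysis list was -0.51 with shRNA1 (SD 0.110 between replicates, adjusted p = 2.8e-13, limma's camera) and -0.90 with shRNA2 (SD 0.132, adjusted p = 2.2e-17). The sterol list had medians of -0.61 (SD 0.075, adjusted p = 1.1e-27) and -0.78 (SD 0.021, adjusted p = 8.9e-17). With the replicate block the glycolysis medians were -0.59 (adjusted p = 5.2e-18) and -1.01 (adjusted p = 1.6e-21), and the sterol medians -0.61 (adjusted p = 2.2e-25) and -0.81 (adjusted p = 1.7e-15). Without the genes seen in Table S3 the medians were -0.48 and -0.80 for glycolysis and -0.52 and -0.70 for sterol biosynthesis. *Pgk1*, on the X chromosome from 106187100 to 106203699, fell from 716 ± 52.6 CPM (SD, n = 2) with nt-shRNA to 367 ± 41.5 CPM (SD, n = 3) with shRNA1 and 209 ± 20.2 CPM (SD, n = 3) with shRNA2. *Pfkp* (log2 fold changes -0.93 and -1.85) and *Aldoc* (-1.30 and -3.12) fell in the same order. The gene furthest against the list was *Eno4*, at 0.528 CPM in the controls, with a log2 fold change of 1.48 with shRNA2 (adjusted p = 5.1e-04, edgeR). In the fit with the block *Pgk1* had log2 fold changes of -1.04 and -1.86, *Pfkp* of -1.03 and -1.95, *Aldoc* of -1.52 and -3.33, and *Eno4* of 1.54 with shRNA2. Levels of genes with near-identical pseudogenes are uncertain, since fragments that aligned to several places were not counted.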

The commonality of this transcriptional signature emphasizes that it is the principal cell-state change in response to *Eftud2* deficiency in mESCs. These metabolic signatures have not been previously reported when modeling broad splicing perturbations.

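Of the genes called with both shRNAs, 4655 changed in the same direction and 7 in opposite directions. Those in the same direction were 2022 higher and 2633 lower genes, and 2340 and 3001 with the replicate number as a block. Among the 7, *Lin28a* had log2 fold changes of -0.60 with shRNA1 (adjusted p = 5.4e-04, edgeR) and 0.36 with shRNA2 (adjusted p = 0.0109), and -0.52 and 0.42 in the fit with the block. Both comparisons used the same 2 nt-shRNA libraries, so variation in these controls moves both fold changes the same way. How many genes would match in direction from that alone was not tested. The paper reasons that a signature shared by the weaker and the stronger KD is the principal change in cell state upon *Eftud2* deficiency.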

We then further examined alterations in metabolic transcripts after *Eftud2* KD by compiling all genes associated with given metabolic categories and examining their differential expression. This analysis revealed widespread downregulation of the vast majority (87–91%) of transcripts associated with sterol and glucose metabolism, in response to both stronger and weaker KD of *Eftud2* (Fig. 3B,C, Fig. S4A, S6C-F). 

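Among the genes of the written lists with an adjusted p-value under 0.05, 22 of 24 glycolysis genes were lower with shRNA1 (91.7%, Wilson 95% interval 74.2% to 97.7%) and 27 of 33 with shRNA2 (81.8%, 65.6% to 91.4%). The genes counted as higher with both shRNAs include *Tigar*, which the paper describes as a negative regulator of glycolysis. All 20 sterol genes called with shRNA1 and all 19 called with shRNA2 were lower (Wilson 95% intervals from 83.9% and from 83.2% to 100.0%). The fit with the replicate number as a block gave 92.3% and 84.4% for glycolysis, and scaling by library size alone moved the shRNA1 share most, to 87.0%. When the adjustment was made over each list alone, 25 glycolysis genes with shRNA1 and 27 with shRNA2 were lower, and 21 and 19 sterol genes. *Hk1*, *Pfkfb3* and *Pfkm* had log2 fold changes of -0.54, -0.70 and -0.52 with shRNA1 and -1.33, -1.41 and -1.10 with shRNA2, and in the block fit of -0.63, -0.79 and -0.59 and of -1.42, -1.50 and -1.17.

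**Figure D2:**
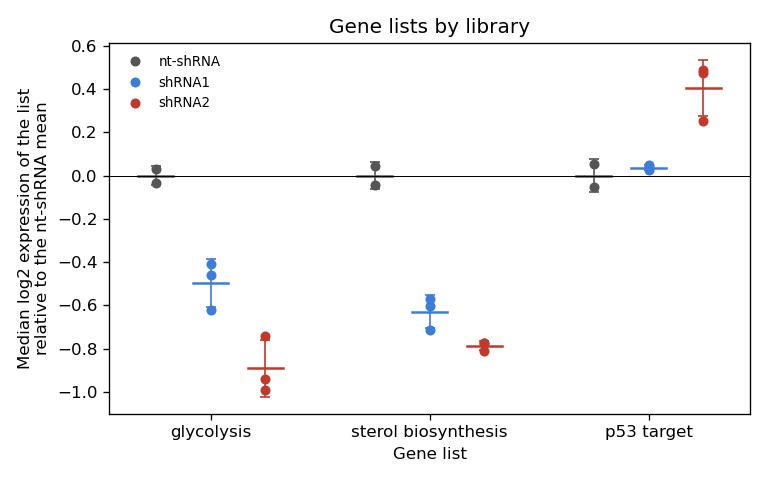
Median log2 expression of the glycolysis, sterol biosynthesis and p53 target lists in each library, relative to the mean of the nt-shRNA libraries; points are libraries, horizontal bars the group mean and error bars the SD (nt-shRNA n = 2, shRNA1 n = 3, shRNA2 n = 3). Glycolysis medians lie between -0.622 and -0.411 with shRNA1 and between -0.991 and -0.743 with shRNA2.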

Differential expression was increased after KD using shRNA2, consistent with the increased level of KD (Fig. 3E, Fig. S6E,F). 

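In the direct test of shRNA2 against shRNA1, the glycolysis list had a median log2 fold change of -0.45 (SD 0.089 between replicates, adjusted p = 1.0e-11, limma's camera), with 21 genes lower and 4 higher. The sterol list had a median of -0.17 (SD 0.019, adjusted p = 0.0107). With the replicate block these medians were -0.44 (adjusted p = 6.2e-15) and -0.17 (adjusted p = 0.0083). Without its 4 genes seen in Table S3 the sterol list no longer passed the threshold, with a median of -0.17 and an unadjusted p of 0.0659. Over the 24 glycolysis genes called with both shRNAs, the ratio of the shRNA2 to the shRNA1 log2 fold change had a median of 1.92 (SD 0.165 between replicates; replicate block 1.81) and a range of 0.829 to 2.66, and it was above 1 in 23 of them. Leaving out shRNA1 replicate 3 moved the median ratio most, to 1.69.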

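The calls of the 2 comparisons were joined to the alternative splicing events of the paper's Table S4, whose shRNA2 part was read here only in part, so that its numbers are lower bounds. With shRNA1, 1 of the 22 downregulated glycolysis genes had a listed event, a skipped exon in *Ldhb* (log2 fold change -0.77). So did 2 of the 20 downregulated sterol genes, *Fdps* (-0.98) and *Fdft1* (-0.85). With shRNA2 at least 6 of the 27 downregulated glycolysis genes (*Tpi1*, *Ldhb*, *Aldoa*, *Pkm*, *Hk1* and *Pfkp*) and at least 5 of the 19 downregulated sterol genes (*Fdps*, *Mvk*, *Lss*, *Erg28* and *Fdft1*) had an event. For comparison, 107 of all 2981 genes downregulated with shRNA1 (3.6%) and at least 415 of all 5010 downregulated with shRNA2 (8.3%) had an event. Genes with many reads offer more power to detect an event, and the 2 groups were not matched on expression. These gene names were chosen after the join.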

Very few of the downregulated metabolic transcripts also contained a significant alternative splicing event (Fig. S6G,H). Thus, most of the downregulation observed is due to indirect impacts of splicing perturbations.

Among the alterations regarding metabolic transcript levels, the downregulation of glycolytic transcripts is particularly striking, due to the importance of glycolysis in cell-state transitions in the neural crest and other developmental lineages. To properly undergo epithelial-to-mesenchymal-transition (EMT) the neural crest requires increased glycolysis, and inhibition of glycolysis results in migratory defects (Bhattacharya et al., 2020; Figueiredo et al., 2017). As such, the downregulation of glycolytic transcripts we observed could explain cell-type-specific phenotypes seen in response to *Eftud2* deficiency.

As phenotypes observed in response to *Eftud2* deficiency are partially p53-dependent, we reasoned that downregulation of glycolytic transcripts could be one such cell-state change that results from p53 stabilization. We observed upregulation of *Tigar*, a p53-activated fructose-2,6-bisphosphatase, which negatively regulates glycolysis (Bensaad et al., 2006) (Fig. 3E). Furthermore, p53 is known to regulate glycolysis and glycolytic transcripts through a myriad of other mechanisms (Liu et al., 2019). 

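*Tigar*, on chromosome 6 of GRCm38 from 127085116 to 127109557, had 81.8 ± 1.06 CPM (SD, n = 2) with nt-shRNA, 100 ± 6.46 CPM (SD, n = 3) with shRNA1 and 124.1 ± 6.47 CPM (SD, n = 3) with shRNA2. The log2 fold change was 0.29 with shRNA1 (standard error 0.0683, adjusted p = 0.00292, edgeR) and 0.60 with shRNA2 (standard error 0.0685, adjusted p = 5.3e-07). The replicate block gave 0.33 and 0.64. The direct difference between the shRNAs was 0.31 (adjusted p = 6.9e-04, edgeR).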

To test the relationship between glycolytic transcript downregulation and p53, we knocked down *Eftud2* in a p53-null background and performed qPCR on select glycolytic transcripts. Indeed, we observed that, after *Eftud2* KD, downregulation of select glycolytic transcripts was reduced in a p53-null background (Fig. 3F). This finding supports the model that downregulation of glycolytic transcripts is downstream of p53 stabilization in *Eftud2*-deficient cells and points to a pathway beyond the canonical p53 transcriptional response through which p53 can mediate cell-state changes in response to *Eftud2* deficiency.

To confirm that the changes in levels of glycolytic transcripts we observed are correlated with changes in cellular metabolism, we measured lactate levels in *Eftud2* KD mESCs in both p53-expressing and p53-null backgrounds. Lactate is an important cellular metabolite produced downstream of glycolysis, and we observed reduced lactate levels in *Eftud2* KD mESCs compared to nt-shRNA mESCs (Fig. S7A). This decrease was partially rescued in the p53-null background (Fig. S7A). Thus, decreased levels of select glycolytic transcripts point to changes in mESC metabolism in response to broad splicing perturbations.

Together, these *Eftud2* KD mESCs data revealed a signature of widespread metabolic downregulation at transcript level. We, therefore, hypothesized that *Eftud2* deficiency gives rise to a p53-stabilizing MDM2 isoform. In turn, this p53 stabilization might downregulate glycolytic transcripts. Interestingly, this signature of glycolytic transcript downregulation has not been observed in *Eftud2-*loss of function models (Beauchamp et al., 2021, 2022; Lei et al., 2017), underscoring the importance of studying disease-associated molecular signatures at varying degrees of splicing perturbation.

### Select glycolytic transcript downregulation is a p53-dependent common feature of splicing perturbations

We next hypothesized that the p53-dependent downregulation of glycolytic transcripts seen in response to *Eftud2* deficiency is a common response to broad splicing perturbations in mESCs. If our hypothesis is correct, we would expect to see a similar metabolic transcriptional signature in response to other broad splicing perturbations.

To examine whether downregulation of glycolytic transcripts is present in response to other splicing perturbations, we performed qPCR on select glycolytic transcripts after KD of the splicing factor genes *Txnl4a*, *Prpf8* or *Sf3b4* (Materials and Methods, see Infection with shRNAs). Specifically, we focused on three glycolytic transcripts – *Hk1*, which catalyzes the first step of glycolysis; *Pfkfb3*, which promotes allosteric activation of glycolytic flux and; *Pfkm*, one of the subunits that catalyzes a rate-limiting step in glycolysis (Lunt and Vander Heiden, 2011; Shi et al., 2017; Tanner et al., 2018). We found that KD of any of the above splicing factors always resulted in downregulation of glycolytic transcripts (Fig. 4A). To assay whether changes in the level of these transcripts correspond to changes in cellular metabolism, we measured lactate levels in mESCs expressing shRNAs targeting *Txnl4a*, *Prpf8* or *Sf3b4*. We found that all these splicing factor KDs reduce lactate levels compared to those of control nt-shRNA mESCs (Fig. S7B). In addition, we knocked down *Sf3b4* in p53-null mESCs and found that the degree of glycolytic transcript downregulation was reduced compared with that of p53-expressing cells (Fig. 4B). This p53-dependence is similar to our observation after *Eftud2* KD (Fig. 3F) and suggests that, in mESCs, p53-dependent downregulation of select glycolytic transcripts is a common response to splicing factor deficiency.

**Fig. 4.**
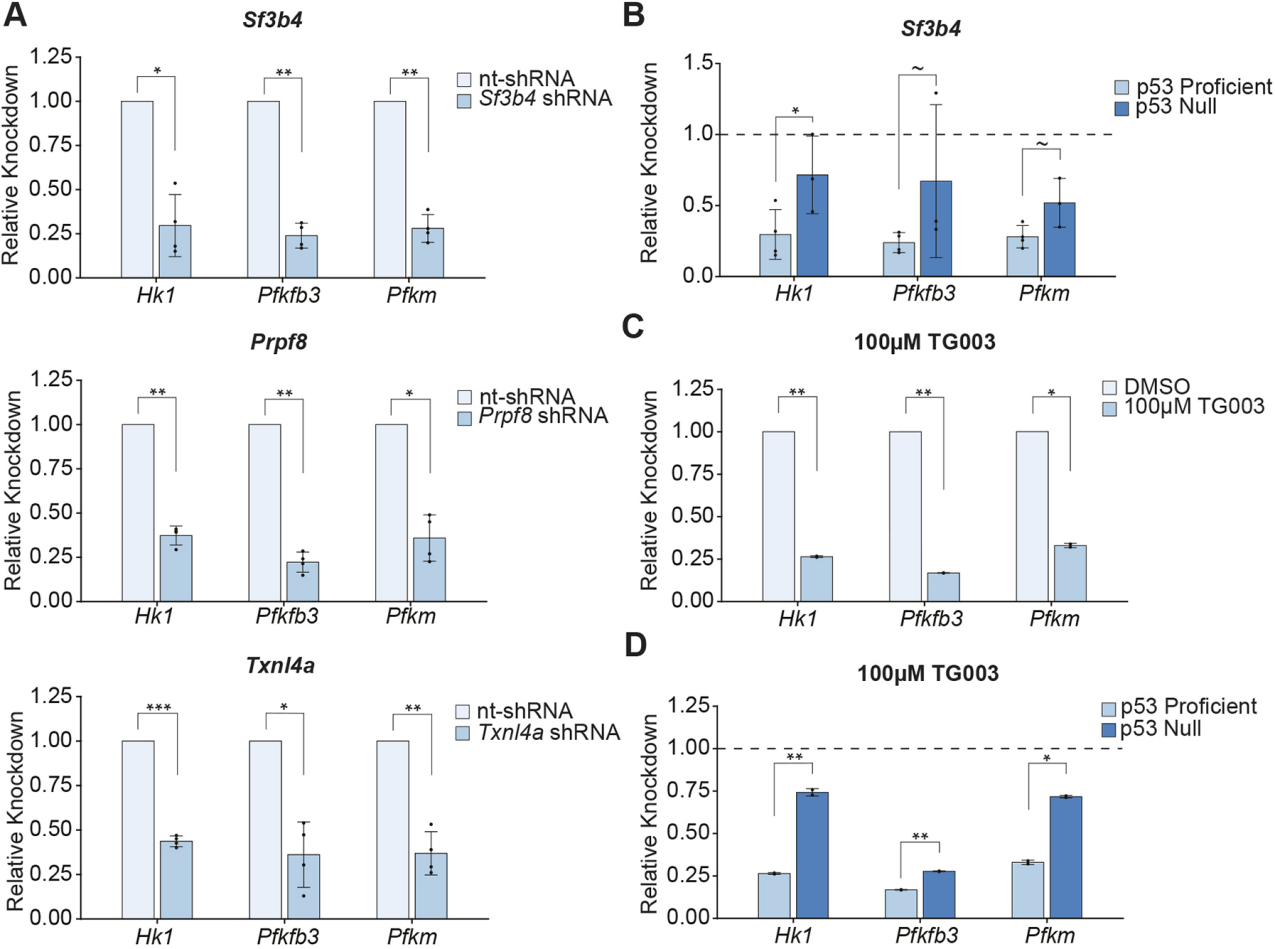
**Select glycolytic transcripts are downregulated under splicing perturbations.** (A) Quantification of qPCR of select glycolytic genes (*Hk1*, *Pfkfb3*, *Pfkm*) in mESCs infected with the stated shRNA. Bar graphs show 2^−ΔΔCt^, representing knockdown (KD) relative to control nt-shRNA treatment. Each biological replicate of shRNA KD was compaired pairwise to the corresponding nt-shRNA biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. (B) Quantification of qPCR of select glycolytic genes in mESCs infected with *Sf3b4* shRNA, in p53-expressing (p53 Proficient) and p53-null mESC lines. Bar graphs show 2^−ΔΔCt^, representing KD relative to control nt-shRNA treatment in the given p53 status (denoted by dotted line). Each biological replicate of shRNA KD was compaired pairwise to the corresponding nt-shRNA biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. (C) Quantification of qPCR of select glycolytic genes in mESCs treated with 100 µM TG003 for 3 days. Each biological replicate of TG003 treatment was compaired pairwise to the corresponding DMSO treatment biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. (D) Quantification of qPCR of select glycolytic genes in mESCs treated with 100 µM TG003 for 3 days, in p53-expressing (p53 Proficient) and p53-null cell lines. Bar graphs show 2^−ΔΔCt^, representing KD relative to control DMSO treatment in the given p53 status (denoted by dotted line). Each biological replicate of TG003 treatment was compaired pairwise to the corresponding DMSO treatment biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. Error bars represent ± standard deviation of biological replicates. Significance values determined by Student's *t*-test on paired ΔCt (A, C) or ΔΔCt (B, D) values. ΔCt values calculated by normalizing raw values to mitochondrial rRNA levels. *P<0.05, **P<0.01, ***P<0.001; ∼, not significant.

Furthermore, we found that treatment of mESCs with TG003 downregulates the level of glycolytic transcripts compared to that after control treatment, demonstrating that splicing stress in general leads to downregulation of select glycolytic transcripts in mESCs (Fig. 4C). Moreover, TG003 treatment of p53-null cells reduces the degree of glycolytic transcript downregulation (Fig. 4D). This finding emphasizes that downregulation of glycolytic transcripts was a response to splicing stress that is partially p53 dependent.

Together, our results revealed that downregulation of glycolytic transcript occurs downstream of p53 stabilization in the cellular stress response to broad splicing perturbations in p53-expressing mESCs.

### Inhibition of glycolysis phenocopies craniofacial defects of broad splicing perturbations in zebrafish embryos

The phenotypic consequences of broad splicing perturbations have been linked to p53-mediated apoptosis (Beauchamp et al., 2021, 2022; Lei et al., 2017; McElderry et al., 2019) but the link between splicing and other cell-state changes relevant to developmental disorders are unclear. Thus, we aimed to explore how the cellular response to broad splicing perturbations manifests itself by using a zebrafish developmental model.

To determine whether there is a cellular response to splicing perturbations in zebrafish, we treated zebrafish embryos 6 hours post fertilization (hpf) with varying concentrations of TG003 to broadly inhibit splicing. Consistent with our observations in mESCs, we found that an exon located at the 5′ end of *mdm2* is skipped in a concentration-dependent manner in response to treatment with TG003 (Fig. 5A). This *mdm2* alternative splicing event gave rise to a transcript that, as in mESCs, was predicted to produce an in-frame mdm2 isoform that lacks much of the sequence encoding the p53-binding domain. This finding emphasizes that *Mdm2* alternative splicing is a cellular response to broad splicing perturbations, which is conserved across species. Furthermore, we found that p53 is stabilized in zebrafish embryos treated with TG003, as commonly observed in zebrafish models of spliceosomopathies (Fig. 5B). We next investigated whether TG003-treated zebrafish exhibit the partially p53-dependent downregulation of select glycolytic transcripts. To this end, we injected 2-cell-stage zebrafish embryos with a previously used morpholino targeting p53 (Langheinrich et al., 2002), treated the embryos with TG003 and used whole embryos to perform qPCR for certain glycolytic transcripts. As in mESCs, this TG003 treatment resulted in the downregulation of many glycolytic transcripts in bulk zebrafish extracts (Fig. 5C). This downregulation was reduced in p53-morphant zebrafish that had been treated with TG003 (Fig. 5C), in which p53 stabilization was no longer observed (Fig. 5B), suggesting that, like in mammalian cells, metabolic cell-state changes occurred downstream of splicing perturbations and p53 stabilization in zebrafish. Altogether, these data demonstrated that, after treatment with TG003, a common response to broad splicing perturbations, as delineated in mESCs, also exists in zebrafish embryos.

**Fig. 5.**
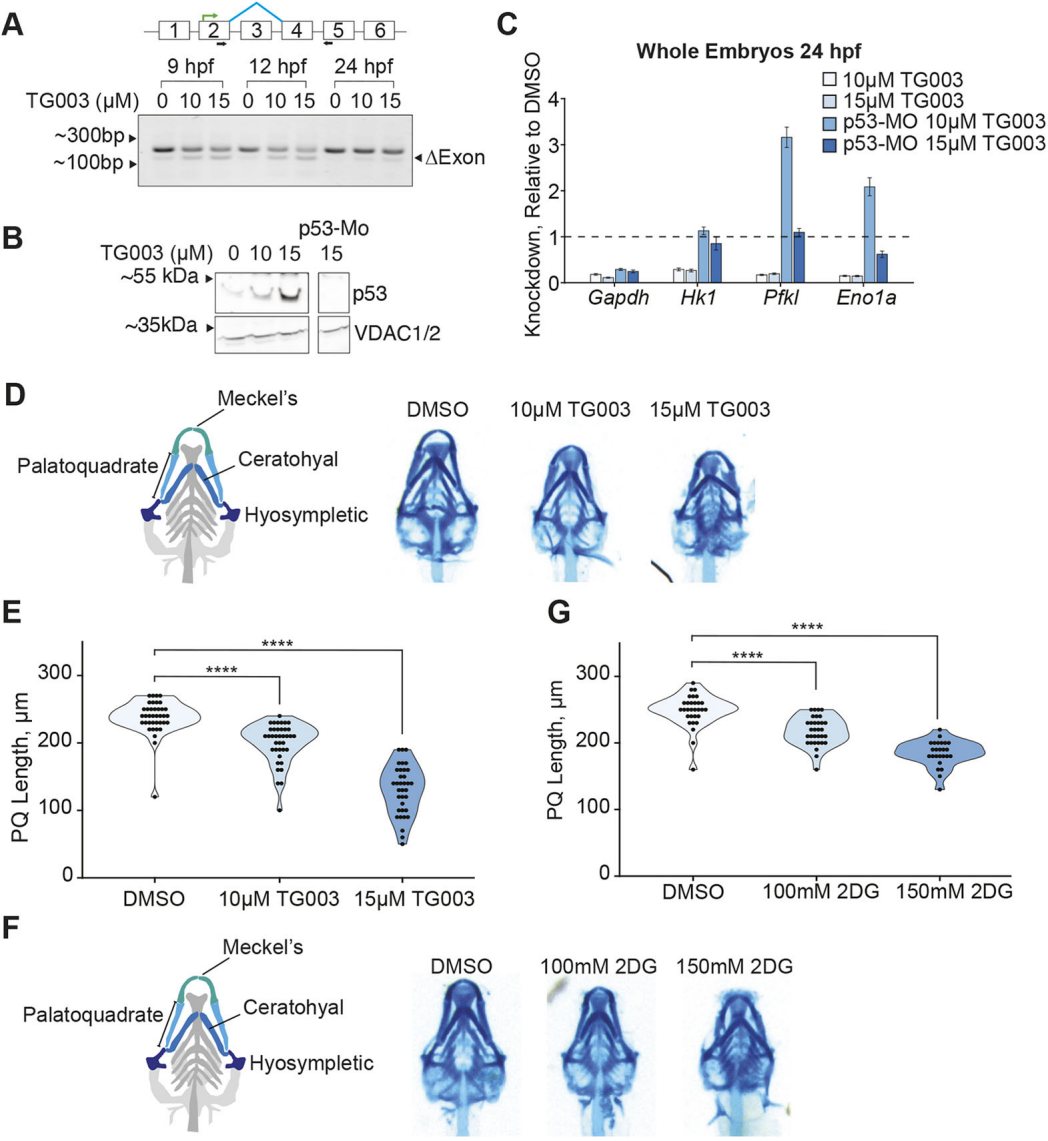
**Small-molecule glycolysis inhibition phenocopies small-molecule splicing inhibition in zebrafish.** (A) Top: Schematic of *mdm2* alternative splicing locus in zebrafish. Black arrows represent primer binding sites for sqRT-PCR. Green bent arrows represent start codons. Blue diagonal lines indicate exon-skipping event. Bottom: Agarose gel showing alternative splicing of *mdm2* in TG003-treated zebrafish. Semi-quantitative reverse transcription PCR of *mdm2* alternative splicing events in bulk zebrafish extracts (*n*=7 zebrafish/sample) using the primers designated by black arrows in the schematic. Zebrafish were treated at 6 hpf with DMSO, or with 10 or 15 µM of the splicing inhibitor TG003. Samples were collected 3, 6 and 18 h after treatement (i.e. 9, 12 and 24 hpf, respectively). (B) Western blot of p53 in bulk zebrafish protein extracts (*n*=8 zebrafish/sample) at 15 hpf treated with varying concentrations of TG003 as described in A, or p53-morphant zebrafish treated with 15 µM TG003. Levels of VDAC1/2 were used as loading control. (C) Quantification of qPCR for select highly expressed glycolytic transcripts in bulk zebrafish RNA extracts (*n*=7-8 zebrafish/sample) at 24 hpf, treated as described in A. Both p53-morpholino-injected and non-injected samples are shown. Bar graphs show 2^−ΔΔCt^, representing knockdown (KD) levels relative to control DMSO treatment in the given p53 status (denoted by the dotted line). ΔCt values normalized to mitochondrial RNA ND3-ND4L. Error bars represent the ±standard error of three technical replicates. (D) Representative images of Alcian Blue stained 5 dpf zebrafish that were treated with the indicated concentrations of TG003 at 6 hpf as described in A. (E,G) Quantification of palatoquadrate (PQ) bone length in zebrafish at 5 dpf, after treatment with TG003, 2DG or DMSO (control) as indicated. n∼30 per drug condition. ****P<0.0001. Significance values were determined by two-tailed Student's *t*-test (F) Schematic of the zebrafish viscerocranium (left) with first-arch structures indicated, and representative images of ventral views of the zebrafish viscerocranium (right) stained with Alcian Blue at 5 dpf after treatment with 2DG (100 or 150 mM) or DMSO as indicated at 6 hpf, showing underdeveloped lower jaw in 2DG-treated embryos and decreasing palatoquadrate length with increasing concentrations of 2DG.

As many spliceosomopathies present as defects in neural crest-derived cell types, we examined whether TG003-treated zebrafish embryos exhibited malformations in the neural crest-derived craniofacial cartilage. Indeed, as TG003 concentration increased, palatoquadrate length decreased, which is indicative of an underdeveloped lower jaw (Fig. 5D,E). This observed phenotype is not an overall scaling down of the craniofacial complex because the impact on palatoquadrate length was greater than the on other features of craniofacial morphology, such as jaw width (Fig. S8B). Furthermore, the palatoquadrate specificity of this phenotype was partially rescued in p53-morphant embryos, as a decrease in palatoquadrate length correlated more with changes of other craniofacial features (Fig. S8C). These findings are consistent with partial rescues observed in p53-deficient conditions for zebrafish models of other cranial malformations (Lau et al., 2016; Noack Watt et al., 2016), and support a role of p53 in cell-type-specific impacts of broad splicing perturbations. This craniofacial phenotype is analogous to the phenotype of an underdeveloped lower jaw seen in individuals with certain spliceosomopathies, as well as in animal models of these spliceosomopathies. It is noticeable that the phenotypes we observed are less severe than those seen in homozygous knock-out animal models, emphasizing the value of using small molecules to fine-tune the level of splicing disruption and produce more-moderate phenotypes that more resemble those seen in humans. In addition, by recapitulating the lower-jaw phenotype by using a small-molecule splicing inhibitor instead of targeting a single splicing factor, our data suggest that the observed phenotypes of spliceosomopathies are due to a common cellular response to splicing perturbations.

We next tested whether the defects we observed in the craniofacial cartilage of TG003-treated zebrafish embryos are correlated to impaired behavior of the neural crest during development. We did this by using hybridization chain reaction (HCR) to visualize the distribution of *sox10* mRNA in 15 hpf zebrafish embryos that had been treated with TG003 (15μM) or DMSO as control from 6 hpf. In addition to overall defects in embryo morphology, we observed a reduction of *sox10* signal in the anterior part of TG003-treated zebrafish as compared to control-treated embryos (Fig. S8D), suggesting that part of the craniofacial phenotype we observed is due to defects in early neural-crest development.

Finally, we hypothesized that the downregulation of glycolytic transcripts observed in response to treatment with TG003 may be partially responsible for the craniofacial phenotype observed in zebrafish, as cranial neural crest cells are uniquely dependent on aerobic glycolysis for successful EMT (Bhattacharya et al., 2020; Figueiredo et al., 2017). To further investigate this role of glycolysis in the craniofacial phenotype that arises under splicing perturbations, we treated 6 hpf zebrafish embryos with 2DG, a small molecule that inhibits early glycolysis at the hexokinase-catalyzed step (Aft et al., 2002). Notably, 2DG-treated embryos also exhibit a phenotype consistent with an underdeveloped lower jaw, similar to that observed in TG003-treated embryos, in which the palatoquadrate length decreased with increasing concentrations of 2DG (Fig. 5E,F). This phenotype does not correlate with broad changes within the remaining craniofacial structure (Fig. S8E), suggesting that palatoquadrate development was selectively impacted when glycolysis was inhibited. Thus, like splicing perturbations, inhibition of glycolysis in early zebrafish predominately impacted cell types derived from the neural crest.

Together, these results are consistent with a model in which at least part of the neural crest-cell-specific effects of splicing perturbations were mediated through downregulation of glycolytic transcripts and the resulting altered metabolic cell-state. More generally, our data obtained using zebrafish embryos support a model in which the common cellular response that arises upon broad splicing perturbations – consisting of *mdm2* alternative splicing, p53 stabilization and impaired metabolism – is responsible for some of the neural crest-cell-specific effects of spliceosomopathies.

### Glycolytic transcript downregulation is a common and persistent signature of long-term p53 stabilization in mESCs

Other craniofacial disorders similar to MFDM arise in response to other types of cellular perturbation, most notably following disruption of the ribosome-associated machinery, as seen in Treacher Collins syndrome (Dixon et al., 2006). The similarities between select ribosomopathies and spliceosomopathies are likely due to the uniquely heightened sensitivity of neural crest cells to p53 stabilization, as nucleolar stress also results in increased p53 stabilization (Olausson et al., 2012; Yang et al., 2018). Owing to these similarities, we hypothesized that downregulation of glycolytic transcripts is a common response to p53 stabilization in cells.

To test this, we induced p53 stabilization with two small molecules, the MDM2 inhibitor Nutlin-3a or the anthracycline Doxorubicin (Vassilev et al., 2004; Aubel-Sadron et al., 1984). We then performed qPCR for select glycolytic transcripts, and found that, similar to what we had observed in response to splicing factor perturbations (Fig. 4), select glycolytic transcripts were downregulated after p53 stabilization (Fig. 6A, Fig. S9A). Furthermore, in p53-null cells, the downregulation of glycolytic transcripts following Doxorubicin treatment was reduced when compared to p53-expressing cells (Fig. 6B). In addition, we compared our data with previously published RNA-seq libraries constructed from Doxorubicin-treated mESCs (Grow et al., 2021). Analysis of these data showed a signature of glycolytic and metabolic transcript downregulation (Fig. 6C,D). This signature is no longer present in p53-null mESCs treated with Doxorubicin (Fig. S9B,C). These results show that downregulation of glycolytic transcripts is a common response to p53 stabilization in mESCs.

**Fig. 6.**
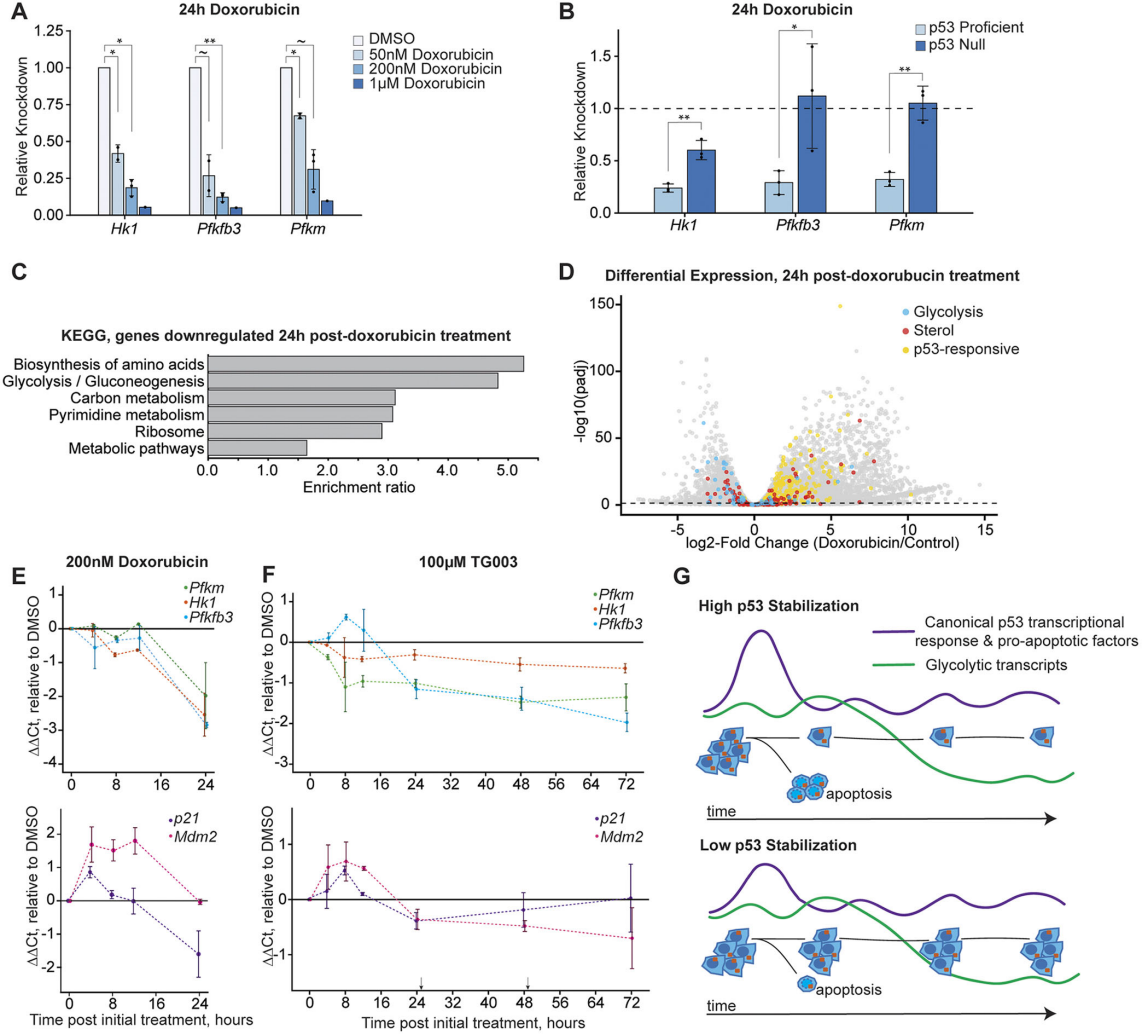
**Downregulation of select glycolytic transcripts is a common and prolonged response to p53 stabilization.** (A) Quantification of qPCR of select glycolytic genes (*Hk1*, *Pfkfb3*, *Pfkm*) in mESCs treated for 24 h with Doxorubicin at concentrations as indicated. Bar graphs show 2^−ΔΔCt^, representing knockdown (KD) relative to control DMSO treatment. Each biological replicate of Doxorubicin treatment was compared to DMSO treatment to calculate KD levels, and each biological replicate is the average of three technical replicates. Significance values determined by Student's *t*-test on ΔCt values. ΔCt values calculated by normalizing raw values to mitochondrial rRNA levels. *P<0.05; **P<0.01; ∼, not significant. (B) Quantification of qPCR of select glycolytic genes in mESCs treated with 200 nM Doxorubicin for 24 h in p53-expressing (p53 Proficient) and p53-null cells. Bar graphs show 2^−ΔΔCt^, representing KD relative to control DMSO treatment in the given p53 status (denoted by the dotted line). Each biological replicate of Doxorubicin treatment was compaired pairwise to the corresponding DMSO treatment biological replicate to calculate KD levels, and each biological replicate is the average of three technical replicates. Error bars represent ±standard deviation of biological replicates. Significance values determined by Student's *t*-test on ΔΔCt values. ΔCt values calculated by normalizing raw values to mitochondrial rRNA levels. *P<0.05, **P<0.01. (C) Over-representation analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway genes downregulated in Doxorubicin-treated mESCs compared to those in control-treated mESCs as published previously (Grow et al., 2021). (D) Differential expression of all genes analyzed in C, comparing differential gene expression in Doxorubicin-treated mESCs and control-treated mESCs 24 h after treatment. Components of gene sets and their compilation are described under Compilation of gene set lists in Materials and Methods. Blue, genes involved in hexose sugar metabolism (Glycolysis); red, genes involved in sterol biosynthesis (Sterol); yellow, p53 transcriptional targets (p53 responsive). (E) Quantification of qPCR of the indicated genes of samples taken at the indicated timepoints. Cells were treated with 200 nM Doxorubicin at 0 h. ΔCt, ΔΔCt as defined in B. Values plotted are ΔΔCt, representing log2-Fold KD from DMSO. Plotted is the average of two biological replicates, error bars represent the ±standard deviation of biological replicates. Each biological replicate is the average of three technical replicates. (F) Quantification of qPCR of the indicated genes of samples taken at the indicated timepoints (*x*-axis). Cells were treated with 100 µM TG003 at 0 h, 24 h and 48 h (with samples of 24 h and 48 h timepoints taken before addition of TG003). ΔCt, ΔΔCt as defined in B. Values plotted are ΔΔCt, representing log2Fold KD from DMSO. Points are the average of two biological replicates. Error bars represent the ±standard deviation of biological replicates. Each biological replicate is the average of three technical replicates. (G) Model of cellular responses to p53 stabilization. Following high levels of p53 stabilization, most cells undergo p53-mediated apoptosis, leaving fewer remaining cells that undergo other p53-dependent cell-state changes. Following lower levels of p53 stabilization, fewer cells undergo apoptosis, with remaining cells showing lower levels of metabolic (glycolytic) transcripts.

Although we observed parts of the p53 pathway being activated following *Eftud2* KD and Doxorubicin treatment (Figs 3B and 6D), we did not observe upregulation of apoptotic signaling pathways under these p53-stabilizing conditions, despite the well-known association with apoptosis (Beauchamp et al., 2021; Kurata et al., 2008; Lei et al., 2017). This is likely because both RNA-seq experiments were designed to capture long-term cell-state changes, and, thus, samples were not collected until at least 24 hours after treatment stabilizing p53. 

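A hand-written list of 16 p53-regulated apoptosis genes, none of them in the rows of Table S3 read beforehand, had a median log2 fold change of -0.07 with shRNA1 (SD 0.026 between replicates, adjusted p = 0.952, limma's camera) and 0.06 with shRNA2 (SD 0.058, adjusted p = 0.106). With the replicate number as a block the medians were -0.07 (adjusted p = 0.767) and 0.06 (adjusted p = 0.0908). With shRNA1, 2 of the genes called were higher and 2 lower, and with shRNA2, 6 were higher and 3 lower. The adjustment over the list alone gave the same counts. *Fas* rose with a log2 fold change of 2.75 from 0.490 CPM, *Perp* with 1.33 and *Cycs* with 0.57 with shRNA2, while *Pmaip1* (-0.37, adjusted p = 1.6e-04, edgeR) fell, *Bbc3* was lower but did not pass in 5 of the other settings, and *Casp9* did not change (-0.07, adjusted p = 0.471, edgeR). The block fit gave 2.89 for *Fas*, 1.41 for *Perp*, 0.60 for *Cycs*, -0.38 for *Pmaip1* and -0.09 for *Casp9*.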

In response to many methods of p53 stabilization, the signatures of p53-mediated apoptosis and the canonical p53 transcriptional response would have waned by this timepoint (Jiménez et al., 2022; Purvis et al., 2012). These data suggest that downregulation of glycolytic transcripts is a slower, more persistent cellular response to p53 stabilization.

To further investigate the interplay between glycolytic transcript downregulation and canonical p53 target genes, we analyzed in more detail the timescale of transcript regulation in response to treatment with Nutlin-3a, Doxorubicin or TG003. Consistent with previous studies, the canonical p53 transcriptional targets of *Cdkn1a (p21)* and *Mdm2* were upregulated 4–8 h after drug treatment, and decreased quickly to pre-stabilization levels by 12 h (Fig. 6E,F, Fig. S9E). However, select glycolytic transcripts were not consistently downregulated until 24 h after drug treatment and this downregulation persisted well past the decline of p53-target genes (Fig. 6E,F, Fig. S9D,E).

Together, these data suggest a model whereby p53-mediated downregulation of glycolytic transcripts is a persistent cellular response to prolonged low-level p53 stabilization that arises under moderate splicing perturbations (Fig. 6G). Thereby, when splicing is broadly perturbed, p53 is stabilized and the canonical p53 transcriptional response is activated quickly, causing some cells to undergo apoptosis. The cells that do not undergo apoptosis enter a prolonged phase of reduced glycolytic transcript levels that can alter cell processes. The resulting cell-state changes could lead to the cell-type-specific phenotypes observed in disorders caused by widespread splicing disruption or in disorders caused by aberrant p53 stabilization, more generally.

## DISCUSSION

By examining splicing and transcriptomic alterations that occur in response to different disruptions of the splicing machinery, our work uncovered a unifying mechanism for a common cellular response to splicing perturbations. We defined a p53-stabilizing alternative splicing event in *Mdm2* as a common occurrence in response to broad splicing perturbations. The resulting stabilization of p53 propagates cell-state changes marked by transcript level downregulation of crucial genes involved in several metabolic pathways. The observed downregulation of transcript levels was not due to an alternative splicing event of a metabolic transcript, as previously observed when perturbing select splicing factors (Calabretta et al., 2016; Christofk et al., 2008; Jourdain et al., 2021; Su et al., 2017) but, rather, a widespread non-apoptotic response to p53 stabilization in cells when splicing in general was perturbed. These findings have important implications for how we view and understand broad splicing perturbations, and the pleiotropic effects of p53 in developmental disorders.

### Alternative splicing of Mdm2 serves as a sensor for the cellular response to broad splicing perturbations

The observed cellular responses to broad splicing perturbations exhibit many of the features ascribed to well-defined stress responses. For example, when ribosome biogenesis is disrupted, cells undergo nucleolar stress, a well-classified stress response that integrates the signals of stress at the p53-signaling node, and drives downstream cell-state changes mediated through p53 stabilization (Deisenroth and Zhang, 2010; Liao et al., 2021). Genetic models of nucleolar stress, termed ribosomopathies, exhibit partially p53-dependent phenotypes and, in some cases, primarily impact cell types derived from the neural crest, (Dixon et al., 2006; Falcon et al., 2022; Jones et al., 2008; Kampen et al., 2020), similar to what is observed in spliceosomopathies (Beauchamp et al., 2020). The parallels between the cellular and organismal responses to broad perturbations in the splicing machinery, and the better classified stress response of nucleolar stress suggest that splicing perturbations also result in a unified cellular stress response propagated through the p53 node. When classifying the cellular response to splicing perturbation, identification of the method through which the cell senses this stress and transmits the signal to p53 is of utmost importance.

Here, we found that a previously classified *Mdm2* splice variant commonly arises in mESCs and zebrafish embryos in response to broad splicing perturbations. Previous work has identified that this Mdm2 alternative splicing event arises after splicing perturbations of *dhx15* in zebrafish, *Eftud2* or *Snrpb* in mice and *SMN* in neuron models of spinal muscular atrophy (Alam et al., 2022; Beauchamp et al., 2021; McElderry et al., 2019; Van Alstyne et al., 2018). Our work discovered additional circumstances under which this event occurs to multiple splicing factors and broad small-molecule splicing inhibition in mESCs, and to broad small-molecule splicing inhibition in zebrafish. In addition, we found that the magnitude of the *Mdm2* alternative splicing event correlates with the degree of splicing perturbations. The Mdm2 isoform arising from this alternative splicing event lacks the p53-binding domain; thus, the increased frequency of this *Mdm2* alternative splicing event results in p53 stabilization (Cheng and Cohen, 2007; Giglio et al., 2010; Perry et al., 2000; Saucedo et al., 1999). From these data, we propose that under splicing stress, *Mdm2* acts as a sensor, transmitting splicing perturbations to p53 stabilization. This sensing mechanism, thereby, allows downstream cell state changes mediated by p53.

### Understanding cell-type-specific impact of splicing perturbations in developmental disorders

Although illuminating, previous literature investigating the impact of splicing factor deficiency on development made use of animal models that fail to recapitulate the haploinsufficiency seen in affected individuals with spliceosomopathies. As such, these animal models exhibit severe phenotypes and molecular signatures that are dominated by p53-mediated apoptosis (Beauchamp et al., 2021; Lei et al., 2017). However, it is likely that in response to milder levels of splicing factor perturbation these phenotypes are less severe and that other molecular signatures relevant to human disease exist besides apoptosis. In cells, we found that splicing perturbations result in downregulation of metabolic transcripts, one such molecular signature that could have relevance to disease phenotypes. Furthermore, by treating zebrafish embryos with varying concentrations of splicing inhibitor, we were able to observe milder organismal phenotypes and analyze what may occur in response to lower levels of splicing perturbation. Our data show that zebrafish treated with small-molecule splicing inhibitor phenocopy the craniofacial malformations observed in zebrafish treated with small-molecule glycolysis inhibitor. These data are consistent with previous findings, reporting that neural crest precursors of these craniofacial tissues are sensitive to reduced levels of glycolysis (Bhattacharya et al., 2020; Figueiredo et al., 2017), thus supporting a model whereby some of the phenotypes seen in conjunction with craniofacial spliceosomopathies are due to metabolic alterations.

Notably, although part the phenotype observed after treatment with small-molecule splicing inhibitors is p53-dependent, some aspects of the phenotypes due to splicing perturbations are p53 independent. There might be p53-independent metabolic alterations, such as alternative splicing of metabolic transcripts, which arise in response to broad splicing perturbations that impact neural crest cell behavior. Furthermore, it is possible that phenotypes arising from defects at different time points during development have different dependencies on p53 and cell-state changes propagated by p53. The use of a small-molecule splicing inhibitor, which allows the degree and timing of splicing perturbation to be modulated, will enable future studies to more closely investigate which cell types or at which point in time within the developing organism exhibit p53-independent or -dependent impacts of splicing perturbations.

Beyond the craniofacial structures derived from the neural crest, some splicing factor deficiencies result in retinitis pigmentosa, a disorder marked by defects and cell death in the photoreceptors of the retina (Arzalluz-Luque et al., 2021). Intriguingly, similar to the neural crest, photoreceptors have a heightened dependence on increased glycolysis to enable proper functioning, and disturbances of the delicate glycolytic balance of rods and cones result in photoreceptor death in retinitis pigmentosa (Petit et al., 2018). The downregulation of glycolytic transcripts we observed under splicing stress in this work could also reveal the mechanism through which some splicing perturbations cause retina-specific phenotypes.

Furthermore, previous work has found that, in cell culture, treatment of certain cancer types with splicing inhibitors in conjunction with traditional therapeutic measures increases the efficacy of cancer targeting (Bashari et al., 2023; Fan et al., 2011). Similar to the other cell types commonly targeted by splicing perturbations, cancer cells require increased glycolysis to undergo cell-state changes as they transform into aggressive cancer types. Thus, the downregulation of glycolytic transcripts we observed might explain why inducing splicing stress in cancer cells enhances treatment. It will be valuable to study additional ways of how to manipulate splicing stress in cancer cells to improve treatment options.

Beyond glycolytic transcript downregulation, we observed other metabolic transcript alterations when splicing was perturbed. Following *Eftud2* KD, we found that genes associated with sterol and cholesterol metabolism are broadly downregulated. Notably, defects in sterol biosynthesis have been linked to ten different syndromes, all of which display malformations of the craniofacial skeleton (Porter and Herman, 2011). Although the role of sterol-related pathways are less well understood than glycolysis in the context of cancer and development, it has been observed that disrupting cholesterol biosynthesis perturbs the Wnt signaling pathway during development, leading to craniofacial defects (Castro et al., 2020; Quintana et al., 2017). Altering sterol metabolism could be another mechanism through which cells regulate growth, differentiation and migration under splicing stress, and through which splicing perturbations have cell-type-specific impacts.

As we did not perform full metabolomics of cells undergoing splicing stress, our work is limited in understanding the scope of metabolic rewiring that occurs. Furthermore, the mechanism through which metabolic transcripts are downregulated in response to broad splicing perturbations is unclear. In human cell lines, p53 is known to downregulate glycolysis through the transcriptional activation of *TIGAR* and *MIR34A*, and transcriptional and post-transcriptional repression of various glycolytic genes (Bensaad et al., 2006; Kim et al., 2013; Liu et al., 2019). However, due to the widespread nature of the transcript downregulation we observed, it is likely that multiple mechanisms, both p53-dependent and -independent are at play to produce a concerted cell-state change during the splicing stress response. Further metabolic classification is merited to study the altered energetic state, the mechanisms through which these changes arise and how p53 impacts these changes.

### Re-examination of the cellular response to p53 stabilization

p53 serves as the central node in many cellular stress responses besides splicing stress, and propagates widespread cellular changes downstream the initial stress trigger (Kaiser and Attardi, 2018). Although the method through which p53 is stabilized is unique to splicing stress, we also detected a similar downstream signature of glycolytic transcript downregulation in response to other inducers of p53 stabilization. Thus, our work raises the possibility that phenotypes resulting from aberrant p53 stabilization during other stress responses are attributed to metabolic cell-state changes.

Although p53 produces pleiotropic effects in cells, some cell types, including those that arise from the neural crest, exhibit unique sensitivities to a subset of the responses downstream of p53 (Bowen et al., 2021; Calo et al., 2018). By using mESCs, we captured a chronic non-apoptotic cell-state change that occurred after prolonged p53 stabilization, and which might be relevant to disorders of p53 stabilization during which cells impacted are less sensitive to p53-mediated apoptosis but more sensitive to metabolic perturbations. For instance, disruption of the apoptotic p53 response partially rescues phenotypes in the neural craniofacial lineages but does not rescue phenotypes in the chondrocyte lineages, even though p53 is aberrantly stabilized in all lineages (Bowen et al., 2021). Our data illuminate the possibility that the p53-mediated phenotypes in chondrocytes and other cell types sensitive to levels of metabolites are due to metabolic alterations, rather than apoptosis. Our work is not in conflict with other models of p53 stabilization in disease and development but, by considering multiple facets of the cellular response to p53 stabilization, we are afforded a more unifying view that could help explain complex organismal phenotypes.

Together, our work demonstrates a yet uncovered pathway through which cells respond to splicing stress and, more generally, prolonged periods of sub-lethal levels of aberrant p53 stabilization. Our work might pave the way for further studies examining the cell-type-specific nuances to the splicing stress response, and the interplay between the p53 pathway and metabolic alterations. Furthermore, our work underscores the importance of considering cell type, magnitude and duration of p53 stabilization when studying perturbed cell states in disease.

## MATERIALS AND METHODS

### Cell culture

R1 mouse embryonic stem cells (mESCs, American Type Culture Collection (ATCC), #SCRC-1011) were cultured in 5% CO_2_ on six-well plates (Genesee Scientific, #25-105), coated with poly-L-ornithine (Millipore-Sigma, P3655) and laminin (Corning/Fisher, #CB-40232) or 10 µg/ml fibronectin (Fisher Scientific, FC01010MG), in N2B27 medium supplemented with 1 µM PD0325901 (Sigma-Aldrich, #PZ0162), 3.3 µM CHIR99021 (Sigma-Aldrich, #SML1046), and 1% leukemia inhibitory factor (LIF; generated in-house from COS-1 cells engineered to secrete LIF) as previously described (Thomson et al., 2011; Ying et al., 2008; Ying and Smith, 2003).

N2B27 medium was composed of a 1:1 mixture of Dulbecco's modified Eagle medium (DMEM)/F12 (Thermos Fisher Scientific, #11320033) and Neurobasal medium (Thermo Fisher Scientific, #21103049), 1:100 N2 NeuroPlex medium (Gemini Bio, #400-163), 1:50 B27 without vitamin A (Gemini Bio, #400-161), 1:100 MEM non-essential amino acids solution (Thermo Fisher Scientific, #11-140-050), 1% penicillin/streptomycin/glycine (PSG, Gibco, #10378-016), 0.5% GlutaMAX supplement (Thermo Fisher Scientific, #35050061), 0.5% sodium pyruvate (Thermo Fisher Scientific, #11360070), 0.1% 2-mercaptoethanol (Gibco, #21985-023), and 0.1% w/v Albumax II (Thermo Fisher Scientific, #11021029).

HEK293FT cells (Thermo Fisher Scientific, #R70007) were cultured on tissue-culture plates (Genesee Scientific, #25-105) in DMEM (Genesee Scientific, #25-500)+10% fetal bovine serum (FBS) (Gemini Bio-products, 100-106)+1% PSG.

All cell lines were passaged with trypsin (Gibco, #25200072). All cell lines used were mycoplasma free.

mESCs were treated with indicated concentrations of TG003 (Selleck Chemical, #S7320), Doxorubicin (Cell Signaling Technology, #5927) or Nutlin-3a (Selleck Chemical #675576-98-4).

### Generation of p53-null cell lines

sgRNAs that target the CRISPR machinery to an early exon of p53 (Table S1) were ligated into pX459 (Addgene #62988). Plasmids were transfected into mESCs with Lipofectamine 2000 (Thermo Fisher Scientific, #11668027) and Opti-MEM (Thermo Fisher Scientific, #31985070). mESCs were selected on 1µg/mL puromycin (Gibco, #A11138-03) for 1 day, colonies were picked, genomic DNA screened for frameshift mutations predicted to cause premature termination codons and NMD-targeted p53 transcripts. p53-null status was validated using western blotting.

### RNA extraction, cDNA synthesis

RNA was extracted using Trizol (Thermo Fisher Scientific, #15-596-018), chloroform and subsequent isopropanol precipitation. cDNA was synthesized using Superscript Vilo MasterMix (Invitrogen #11755050).

### qPCR and sqRT-PCR

qPCR primers are listed in Table S1. qPCR was performed on Lightcycler machines, with KAPA SYBR Fast qPCR mastermix (Roche, #KK4600). Raw partial cycle threshold (ΔCt) values and standard errors of biological replicates are listed in Table S2. To calculate KD levels relative to control samples, 2^−∆∆Ct^ was calculated, where ∆∆Ct is the difference in ∆Ct values between control and experimental samples. Significance was determined by two-sided Student's *t*-test on ∆Ct or ∆∆Ct values, depending on the comparison being made. sqRT-PCR was performed with primers listed in Table S1, band intensities were quantified in Fiji by taking the sum of the pixel intensities within the band region using the gel analyzer tool.

### Lactate measurement in cells

Cells were lysed on ice and lactate production was measured using the L-Lactate Assay Kit (Colorimetric/Fluorometric) (Abcam, #ab65330) according to manufacturer instructions. All lactate measurements were standardized to protein concentration in the lysate, as measured with Pierce Detergent Compatible Bradford Assay Kit (Thermo Fisher Scientific, #23246).

### Western blotting

Cells were scraped into cold PBS, and resuspended in RIPA buffer supplemented with PMSF (Thermo Fisher Scientific, #36978) and cOmplete protease inhibitor cocktail (Sigma Aldrich, #11697498001). Extracts were agitated in cold, centrifuged, and supernatants used for western blotting. Blots were run in T-G running buffer (1× Tris-Glycine+1% SDS), transferred into 1× T-G+20% methanol, and blocked in 5% milk in PBS-Tween. Membranes were incubated overnight at 4°C with primary antibody, washed with PBS-Tween, and incubated for 1 h at room temperature with secondary antibody. Membranes were washed, secondary antibody was detected by chemiluminescence using SuperSignal West Femto maximum sensitivity substrate (Thermo Fisher Scientific, #34096), and imaged with Azure Biosystems C Series Capture.

Antibodies used were: anti-p53 (1:1000, Cell Signaling #2524 1C12), anti-β-tubulin (1:2000, Thermo Fisher Scientific, #ma5-15308), anti-EFTUD2 (1:2000, Abcam, #ab72456), zebrafish anti-p53 (1:500, GeneTex, #gtx128135), anti-VDAC1/2 (1:500, Cell Signaling, #10866-1-AP), goat anti-rabbit HRP (1:10,000, Invitrogen, #32260), goat anti-mouse HRP (1:10,000, Invitrogen, #32230).

### Infection with shRNAs

shRNAs targeting *Eftud2* (shRNA1 – Sigma Aldrich, #TRCN0000294567, shRNA2 – Sigma Aldrich, #TRCN0000306704), *Sf3b4* (Sigma Aldrich, #TRCN0000379192), *Txnl4a* (Sigma Aldrich, #TRCN0000123687), *Prpf8* (Sigma Aldrich, #TRCN0000109106) or non-targeting (nt-) shRNA (Addgene, 30323) were transfected with lentiviral envelope and packaging plasmids (Addgene, psPAX2 12260, pMD2.G 12259) into HEK293FT cells using Lipofectamine 2000 (Thermo Fisher Scientific, #11668027). Virus-containing medium from HEK293FT cells was collected and used to infect mESCs on two subsequent days. Each day mESCs were incubated in a mix of virus-containing and standard mESC medium (1:1) for 4 hours before changing the medium to standard mESC medium alone. Cells were then washed with cold PBS and collected for analyses.

### RNA sequencing and analysis

cDNA libraries were prepared using NEBNext Ultra II with Poly(A) Selection (New England Biolabs, #E7760S). RNA-Seq was performed using Illumina NextSeq500, 100 bp paired-ends reads. Quality Control was performed using FastQC.

Sequences were aligned to the reference genome assembly mouse mm10 genome (GRCm38) by using STAR Aligner (Dobin et al., 2013), using alignEndsType/EndToEnd to disable soft-clipping for downstream splicing analyses. Aligned reads were sorted with featureCounts (Liao et al., 2014), specifying for paired end reads.

Differential expression analysis was done via DESeq2 (Love et al., 2014; https://bioconductor.org/packages/release/bioc/html/DESeq2.html), excluding low-count transcripts. The DESeq2 matrix is presented in Table S3. Alternative splicing was assayed by using rMATS (Shen et al., 2014; https://rnaseq-mats.sourceforge.io/), with significance cut-offs for analyses being a false discovery rate (FDR)<0.01. Filtered rMATS output is presented in Table S4.

### Gene Ontology and pathway analysis

Gene Ontology (GO) over-representation analysis and PANTHER Pathway analysis were completed using WebGestalt (Liao et al., 2019).

Background reference sets were compiled from all genes detected in DESeq2 (https://bioconductor.org/packages/release/bioc/html/DESeq2.html), all genes detected in rMATS output and all genes detected in rMATS Exon Skipping output.

For differential expression analysis, the top 1000 most significantly down- or upregulated genes were plotted. For the overlap sets, all down or all up-regulated genes were used as input. For rMATS analysis, genes that had at least one significant Alternative splicing or skipped exon event were included. We did not account for multiple alternative splicing events in the same gene.

Analysis was performed using the Bonferroni multiple test correction, with an FDR cut-off of 0.05. Terms with FDR<0.05 were sorted on enrichment ratio, and the top five to ten terms are displayed. Gene Ontology and PANTHER categories were removed from analyses if a given category contained <5 or >2000 genes.

### Compilation of gene set lists

The glycolysis GO terms GO:0030388, GO:0006003, GO:0006002, GO:0019255, GO:0051156, GO:0019682, GO:0060096 were combined to encapsulate all genes in pathway. We excluded terms from the resulting list whose designated role was only regulatory or only as ‘Pentose Phosphate Pathway’. This yielded a list of 64 genes we designated to be core factors in the glycolysis pathway.

The sterol gene list was compiled as a combination of GO:0016125, GO:0008203, GO:0016126, GO:0006695, excluding terms whose role was only designated as regulatory.

The p53 responsive gene list was compiled from previous literature, specifically focusing on genes known to be positively regulated by and promoters bound by p53 in mESCs (Bowen et al., 2019; Lee et al., 2010; Li et al., 2012).

### Zebrafish handling and husbandry

Zebrafish were handled according to the vertebrate animal handling protocol. AB (wild-type) zebrafish were used for all experiments. For morpholino experiments, 2-cell-stage zebrafish were injected with 1–2 nl 500 µM p53-morpholino (5′-GCGCCATTGCTTTGCAAGAATTG-3′, GeneTools PCO-ZebrafishP53-100). Non-injected embryos were used as control.

At 6 hpf, zebrafish were treated with TG003 or 2-deoxy-D-glucose (2DG, Sigma-Aldrich, # D8375-1G). Water quality conditions were: dissolved oxygen = 6.50±0.25 mg/L, salinity = 0.0 practical salinity unit (PSU) pH 7.2, conductivity = 520µS/cm), temperature = 28°C. Drug was washed out at 24 hpf (i.e.18 hours after treatment) and no additional drug was added. Water was changed every subsequent day, and fish were collected at 5 days post fertilization (dpf) for cartilage staining.

Fish were fixed, bleached and stained with Alcian Blue as described previously (Dingerkus and Uhler, 1977; Sakata-Haga et al., 2018). Fish were imaged using a Leica M205 FCA stereo microscope, using the same settings for all samples (bright-field, exposure = 1 ms). Lengths of craniofacial structures were analyzed using Fiji, by an investigator to whom the treatment groups had been anonymized.

### Hybridization chain reaction

15 hpf zebrafish embryos were fixed overnight in 4% paraformaldehyde at 4°C and dehydrated in methanol. Embryos were rehydrated and hybridization chain reaction (HCR) was carried out per manufacturer instructions (Molecular Instruments) with the *sox10* (NM_131875) probe. Samples were imaged on an Olympus FV1200 confocal laser scanning microscope.

### Statistics

Statistics for RNA-Seq analysis were performed using DESeq2 and rMATS, with *P*-value cut-offs set at padj<0.05 and FDR<0.01, respectively. All other statistical analyses were carried out in R. For qPCR analysis, significance was assayed using two-tailed Student's *t*-test on biological replicates (each biological replicate is the average of three technical replicates) with *P*<0.05 deemed significant. For analysis of zebrafish craniofacial structure measurements, significance was assayed using two-tailed Student's *t*-test with *P*<0 .05 deemed significant.

## Supplementary Material

10.1242/dmm.050356_sup1 Supplementary information

Table S3. DESeq2 output

Table S4. rMATS filtered output

# Supplementary material for: A common cellular response to broad splicing perturbations is characterized by metabolic transcript downregulation driven by the Mdm2–p53 axis
**Source:** Dis Model Mech. 2024 Mar 1;17(2):dmm050356. doi: 10.1242/dmm.050356
**Supplement:** Supplementary information

## Materials & Methods

### Cell Culture

R1 Mouse embryonic stem cells (mESCs, ATCC SCRC-1011) were cultured in 5% CO<sub>2</sub> on 6-well plates (Genesee Scientific, 25-105), coated with Poly-L-Ornithine (Millipore-Sigma, P3655) and Laminin (Corning/Fisher, CB-40232), or 10 µg/mL Fibronectin (Fisher Scientific, FC01010MG), in N2B27 media supplemented with 1 µM PD0325901 (Sigma-Aldrich, PZ0162), 3.3 µM CHIR99021 (Sigma-Aldrich, SML1046), and 1% Lif (Generated in-house from COS-1 cells engineered to secrete Lif) as previously described (Thomson et al., 2011; Ying et al., 2008; Ying and Smith, 2003)

N2B27 media is composed of a 1:1 mixture of DMEM/F12 (Thermo Fisher 11320033) and Neurobasal (Thermo Fisher 21103049), 1:100 N2 Neuroplex (Gemini Bio, 400-163), 1:50 B27 without Vitamin A (Gemini Bio, 400-161), 1:100 MEM NEAA (Thermo Fisher, 11-140-050), 1% Penicillin/Streptomycin/Glycine (PSG, Gibco, 10378-016), .5% Glutamax Supplement (Thermo Fisher, 35050061), .5% Sodium Pyruvate (Thermo Fisher 11360070), .1% 2-Mercaptoethanol (Gibco, 21985-023), and .1% w/v Albumax II (Thermo Fisher 11021029).

HEK293FT cells (ATCC) were cultured on TC-coated plates in Dulbecco's Modified Eagle Medium (DMEM, Genesee Scientific, 25-500) + 10% Fetal bovine serum (FBS, Gemini Bio-products, 100-106) + 1% PSG.

All cell lines were passaged with trypsin (Gibco, 25200072). All cell lines used were mycoplasma-free.

mESCs were treated with indicated concentrations of TG003 (Selleck Chemical, S7320), Doxorubicin (Cell Signaling Technology, #5927), or Nutlin-3a (Selleck Chemical 675576-98-4).

### p53-null cell lines generation

sgRNAs that target the CRISPR machinery to an early exon of p53 (Table S1) were ligated into pX459 (Addgene #62988). Plasmids were transfected into mESCs with Lipofectamine 2000 (Thermo Fisher, 11668027) and Opti-MEM (Thermo Fisher, 31985070). mESCs were selected on 1 µg/mL puromycin (Gibco, A11138-03) for 1 day, colonies were picked, genomic DNA screened for frameshift mutations predicted to cause premature termination codons and NMD-targeted p53 transcripts, and p53 null status validated via Western Blot.

### RNA Extraction, cDNA Synthesis

RNA was extracted using Trizol (Thermo Fisher 15-596-018), chloroform and subsequent isopropanol precipitation. cDNA was synthesized using Superscript Vilo MasterMix (Invitrogen 11755050).

### qPCR and sqRT-PCR

qPCR primers are listed in Supplementary Table S1. qPCR was performed on Lightcycler machines, with KAPA SYBR Fast qPCR mastermix (Roche, KK4600). Raw  $\Delta$ Ct values and standard errors for

biological replicates listed in Supplementary Table S2. sqRT-PCR was performed with primers listed in Table S1, band intensities quantified in Fiji by taking the sum of the pixel intensities in the band region using the gel analyzer tool.

#### Lactate Measurements in Cells

Cells were lysed on ice and lactate production was measured using L-Lactate Assay Kit (Colorimetric/Fluorometric) (Abcam, ab65330) according to manufacturer instructions. All lactate measurements are standardized to protein concentration in the lysate, as measured with Pierce Bradford Reagent (ThermoFisher Scientific 23246).

#### Western Blotting

Cells were scraped in cold PBS, and resuspended in RIPA buffer supplemented with PMSF (ThermoFisher Scientific, 36978) and cOmplete protease inhibitor cocktail (Sigma Aldrich, 11697498001). Extracts were agitated in cold, centrifuged, and supernatants used for Westerns. Blots were run in T-G running buffer (1x Tris-Glycine + 1% SDS), transferred in 1x T-G + 20% Methanol, and blocked in 5% milk in PBS-Tween. Membranes were incubated overnight at 4°C in primary antibody, washed with PBS-Tween, and incubated for 1 hour at room temperature in secondary antibody. Membranes were washed, secondary antibody detected via Chemi-luminescent detection with SuperSignal West Femto (ThermoFisher Scientific 34096), and imaged with Azure Biosystems C Series Capture.

Antibodies used - p53 (1:1000, Cell Signaling #2524 1C12),  $\beta$ -TUBULIN (1:2000, ThermoFisher Scientific ma5-15308), EFTUD2 (1:2000, Abcam ab72456), Zebrafish p53 (1:500, Genetex gtx128135), VDAC1/2 (1:500, Cell Signaling 10866-1-AP), Goat anti-Rabbit HRP (1:10000, Invitrogen 32260), Goat anti-mouse HRP (1:10000, Invitrogen 32230).

#### Infection with shRNAs

shRNAs targeting *Eftud2* (shRNA1 – Sigma Aldrich TRCN0000294567, shRNA2 – Sigma Aldrich TRCN0000306704), *Sf3b4* (Sigma Aldrich, TRCN0000379192), *Txn14a* (Sigma Aldrich, TRCN0000123687), and *Prpf8* (Sigma Aldrich, TRCN0000109106) and Non-targeting shRNA (Addgene, 30323) were transfected, along with lentiviral envelope and packaging plasmids (Addgene, psPAX2 12260, pMD2.G 12259) into HEK293FTs with Lipofectamine 2000 (Thermo Fisher, 11668027). Viral-containing media from HEK293FTs was collected, and incubated on mESCs for 4 hours, on 2 consecutive days. mESCs were selected under 2ng/ $\mu$ L of puromycin for 3 days. Cells were washed with cold PBS, and collected for downstream analyses.

#### RNA-Sequencing and Analysis

cDNA libraries were prepared using NEBNext Ultra II with Poly(A) Selection (New England Biolabs, E7760S). RNA-Seq was performed using Illumina NextSeq500, 100bp paired-ends reads. Quality Control was performed using FastQC.

Sequences were aligned to the mm10 genome using STAR Aligner (Dobin et al., 2013), using alignEndsType EndToEnd to disable soft-clipping for downstream splicing analyses. Aligned reads were sorted with featureCounts (Liao et al., 2014), specifying for paired end reads.

Differential expression analysis was done via DESeq2 (Love et al., 2014), excluding low-count transcripts. The DESeq2 matrix is presented in Supplementary Table S3. Alternative splicing was

assayed using rMATS (Shen et al., 2014), with significance cutoffs for analyses FDR < 0.01. Filtered rMATS output is presented in Supplementary Table S4.

#### Gene Ontology & Pathway Analysis

Gene Ontology Over-Representation Analysis and PANTHER Pathway analysis were completed using WebGestalt (Liao et al., 2019).

Background reference sets were compiled from all genes detected in DESeq2, all genes detected in rMATS output, or all genes detected in rMATS Exon Skipping output.

For Differential Expression analysis, the top 1000 most significantly down or up-regulated genes were plotted. For the overlap sets, all down or all up-regulated genes were used as input. For rMATS analysis, genes that had at least one significant Alternative splicing or SE event were included. We did not account for multiple AS events in the same gene.

Analysis was performed using the Bonferroni multiple test correction, with an FDR cutoff of 0.05. Terms with FDR < 0.05 were sorted on enrichment ratio, and the top 5-10 terms are displayed. Basic settings were set at Min # genes/cat 5; max 2000.

#### Compilation of gene set lists

Glycolysis GO terms GO:0030388, GO:0006003, GO:0006002, GO:0019255, GO:0051156, GO:0019682, GO:0060096 were combined to encapsulate all genes in pathway. We excluded terms from the resulting list whose role was only designated as regulatory or only designated as "Pentose Phosphate Pathway". This yielded a list of 64 genes we designated as core factors in the glycolysis pathway.

Sterol gene list was compiled as a combination of GO:0016125, GO:0008203, GO:0016126, GO:0006695 excluding terms whose role was only designated as regulatory

p53 responsive gene list was compiled from previous literature, specifically focusing on genes known to be positively regulated and promoters bound by p53 in mESCs (Bowen et al., 2019; Lee et al., 2010; Li et al., 2012)

#### Zebrafish handling & husbandry

Zebrafish were handled according to the vertebrate animal handling protocol. AB (wild-type) zebrafish were used for all experiments. For morpholino experiments, 2-cell-stage zebrafish were injected with 1-2nl 500μM p53-morpholino (GCGCCATTGCTTTGCAAGAATTG, GeneTools PCO-ZebrafishP53-100). Uninjected embryos were used as controls.

At 6 hpf, zebrafish were treated with TG003 or 2-Deoxy-D-Glucose (2DG, Sigma-Aldrich D8375-1G) in fish facility water. Drug was washed out at 24 hpf (18 hours-post-treatment), and no additional drug was added. Water was changed every subsequent day, and fish were collected at 5 dpf for cartilage staining.

Fish were fixed, bleached, and stained with Alcian Blue as described previously (Dingerkus and Uhler, 1977; Sakata-Haga et al., 2018). Fish were imaged using a Leica M205 FCA stereo microscope, with the same settings for all samples. Craniofacial structure length was analyzed, blind to treatment groups, on Fiji.

#### Hybridization Chain Reaction

15 hpf zebrafish embryos were fixed overnight in 4% PFA at 4°C, and dehydrated in methanol. Embryos were rehydrated, and HCR was carried out per manufacturer instructions (Molecular Instruments) with the *sox10* (NM\_131875) probe. Samples were imaged on an Olympus FV1200 Laser Scanning Confocal Microscope.

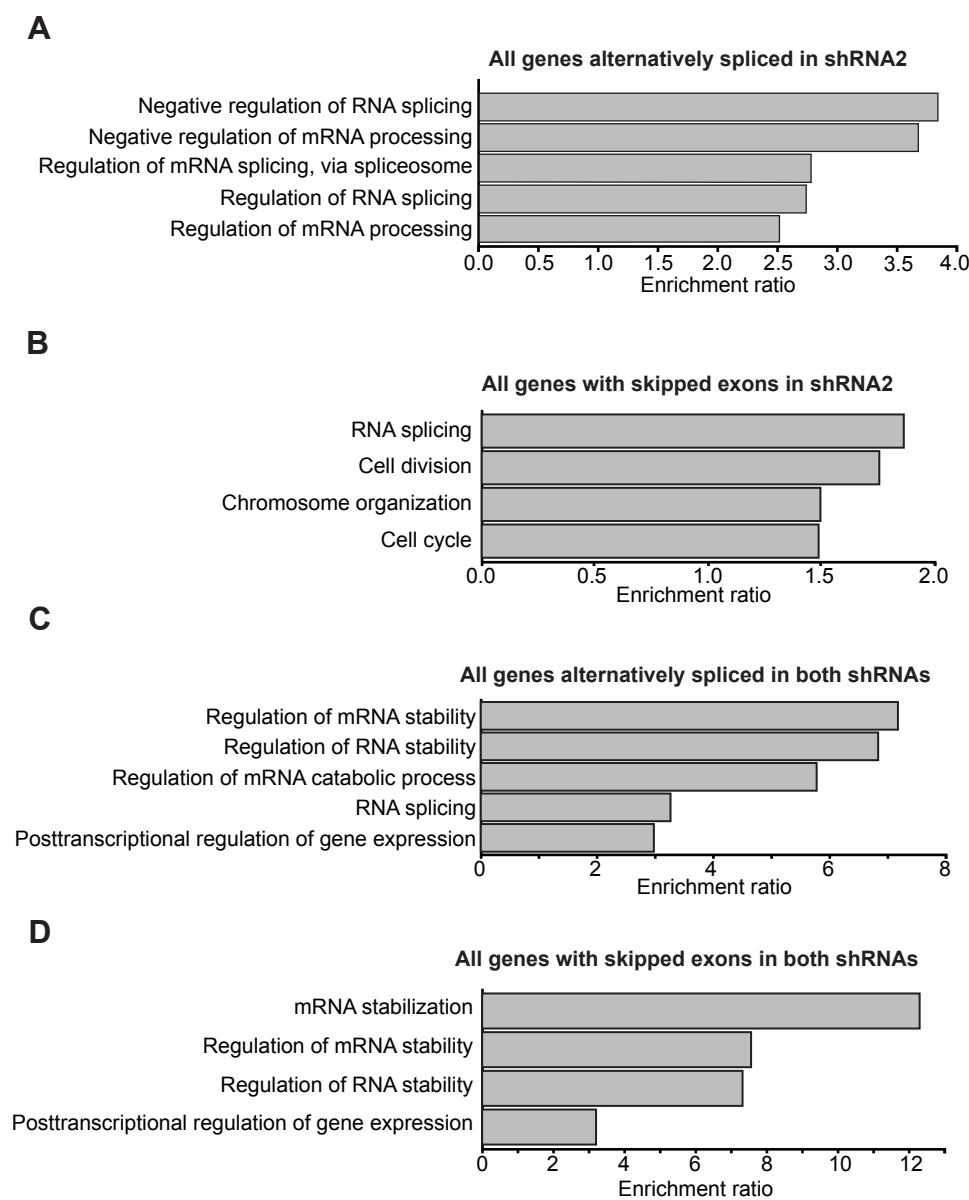

**Fig. S1. Gene Ontology analysis of alternatively spliced genes under *Eftud2* KD**

- A. Gene Ontology Biological Process of the set of genes alternatively spliced (all five types of alternative splicing detected in rMATS) under shRNA2 KD. There are no significant GO terms for shRNA1 KD.
- B. Gene Ontology Biological Process of the set of genes containing a significant Exon-skipping event under shRNA2 KD. There are no significant GO terms for shRNA1 KD.
- C. Gene Ontology Biological Process of the set of genes alternatively spliced (all five types of alternative splicing detected in rMATS) under both shRNAs used when compared to control.
- D. Gene Ontology Biological Process of the set of genes containing a significant Exon-skipping event under both shRNAs used when compared to control.

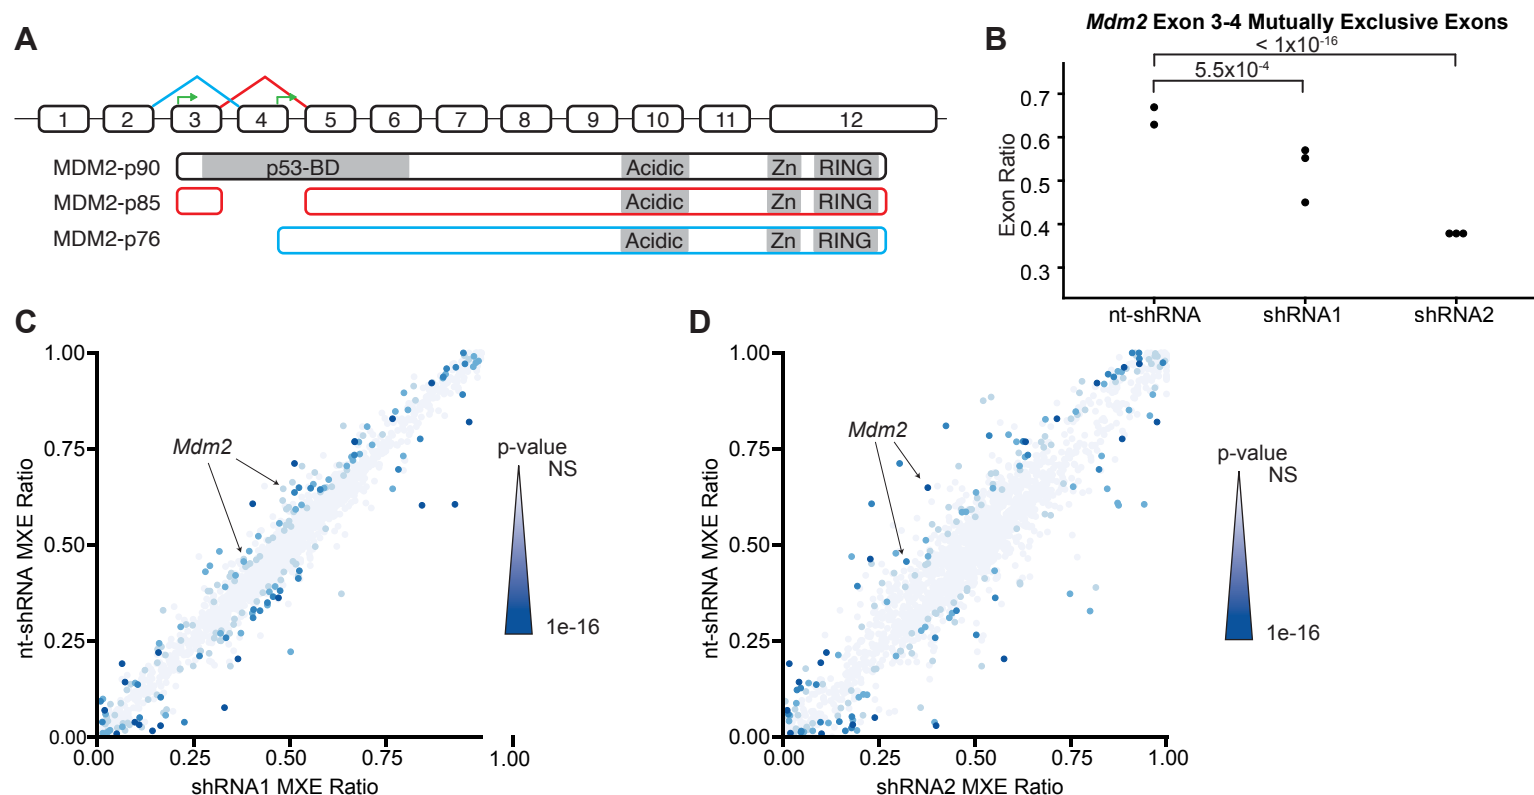

**Fig. S2. *Mdm2* Mutually Exclusive Exon event detected under *Eftud2* KD**

- Diagram of the mutually exclusive exon event (MXE) detected by rMATs in *Mdm2* and resulting isoforms with select protein domains annotated. The MXE event gives rise to isoforms that lack portions of the p53-Binding Domain. p53-BD, p53-Binding Domain; Acidic, Acidic Domain; Zn, Zinc Finger; RING, RING Domain.
- The ratio of Exon 3 inclusion and Exon 4 skipping to Exon 3 skipping and Exon 4 inclusion as detected by rMATs.
- “Inclusion” values of MXE events as detected by rMATs in shRNA1 (x-axis) and nt-shRNA (y-axis). Darker colors indicate more significant p-values. Both *Mdm2* MXE events indicated are similar events, defined as separate events by rMATs due to slight differences in the upstream exon.
- “Inclusion” values of MXE events as detected by rMATs in shRNA2 (x-axis) and nt-shRNA (y-axis). Darker colors indicate more significant p-values. Both *Mdm2* MXE events indicated are similar events, defined as separate events by rMATs due to slight differences in the upstream exon.

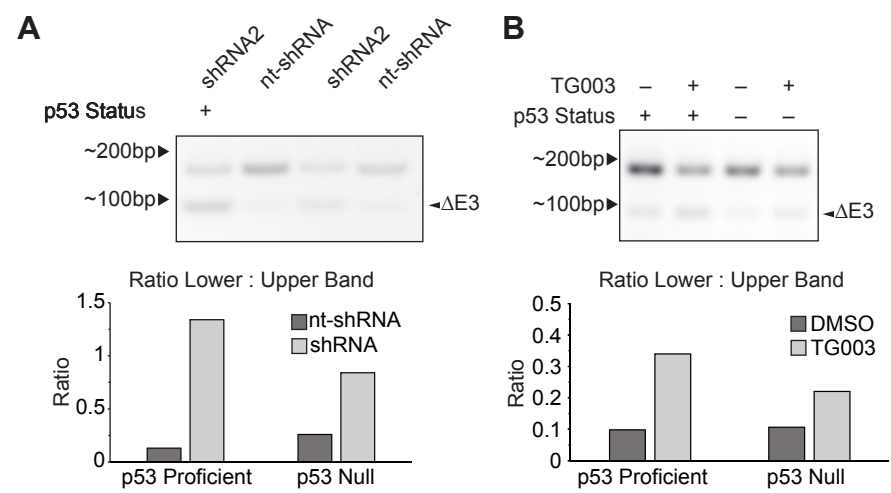

**Fig. S3. *Mdm2* alternative splicing in p53-null cells**

- A. Semi-quantitative Reverse Transcription PCR (sqRT-PCR) of *Mdm2* under *Eftud2* shRNA KD in both p53-proficient and p53-null backgrounds. Quantification of band intensity shown below.
- B. sqRT-PCR of *Mdm2* under 24h 100µM TG003 treatment in both p53-proficient and p53-null backgrounds. Quantification of band intensity shown below.

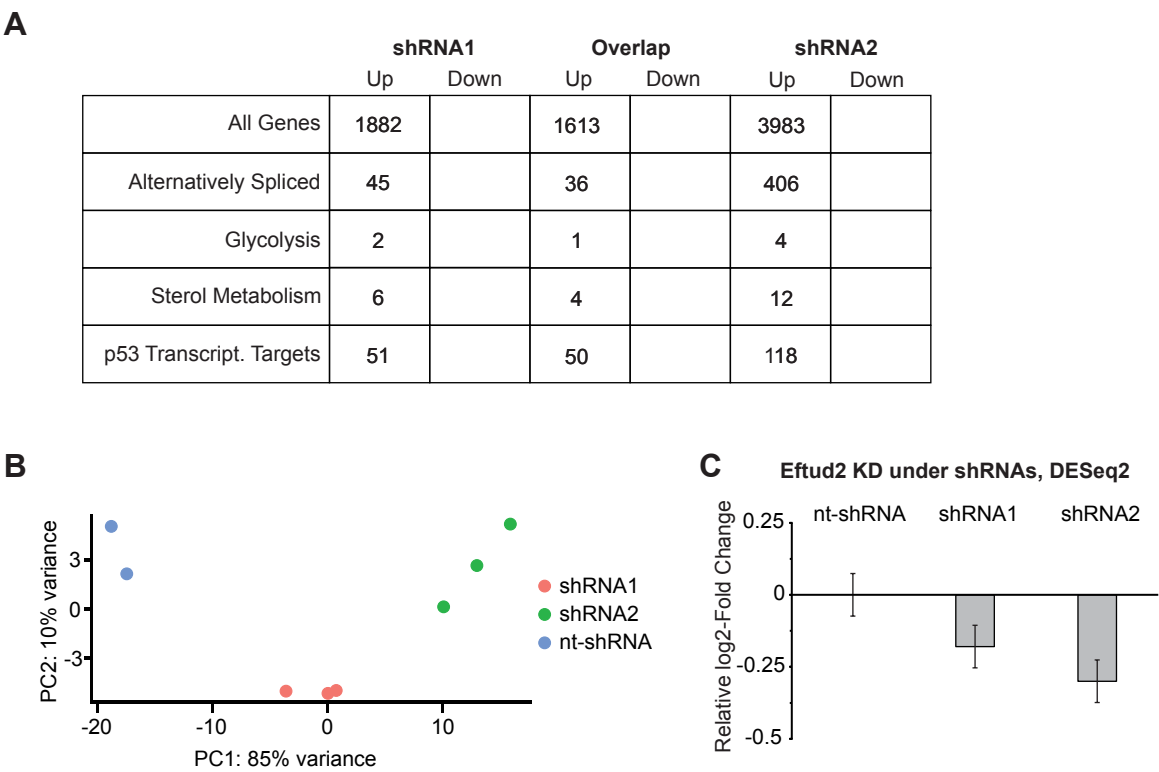

**Fig. S4. *Eftud2* KD RNA-Seq summary data**

- A. Summary of significantly differentially expressed genes ( $p_{adj} < 0.05$ ) under *Eftud2*-targeting shRNAs.
- B. Principal Component Analysis of DESeq2 output of *Eftud2* KD and nt-shRNA RNA-Seq
- C. Knockdown levels of *Eftud2* as assayed by DESeq2

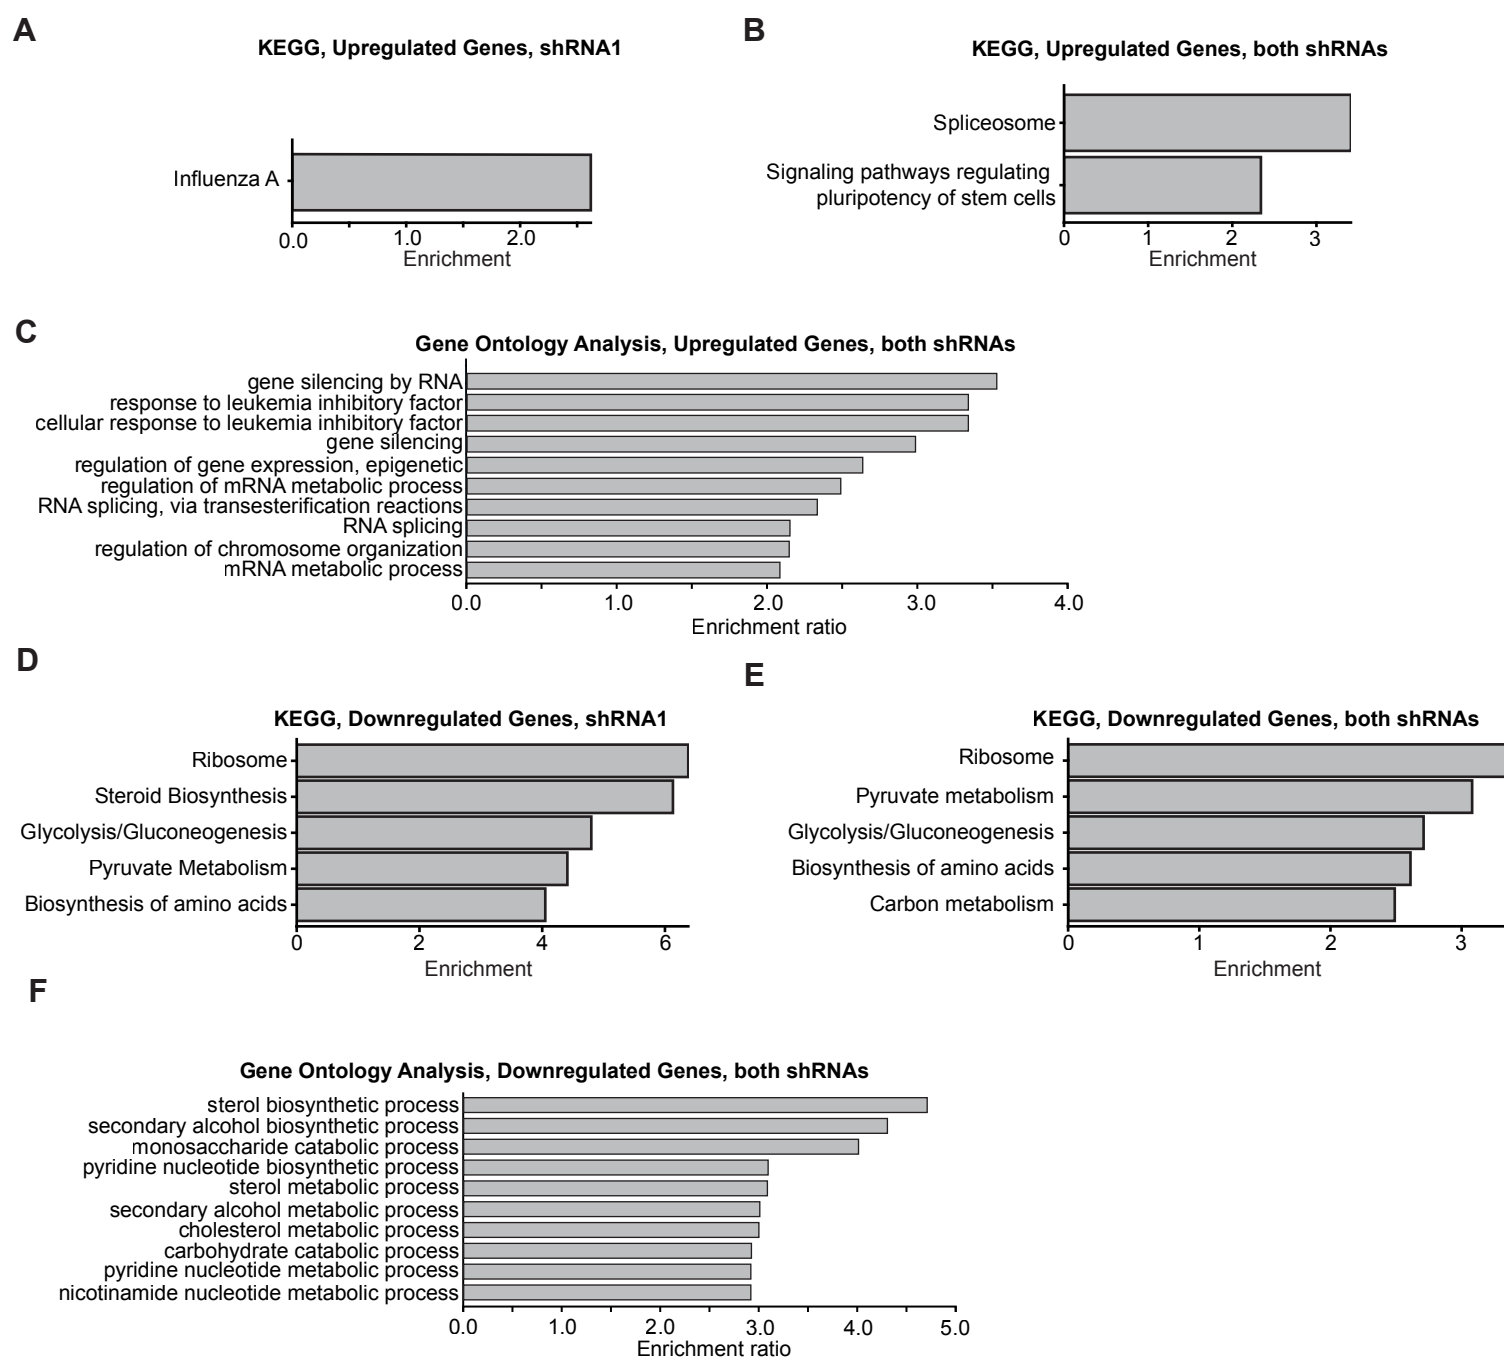

**Fig. S5. Additional Gene Ontology and KEGG Over-representation Analysis of *Eftud2* KD RNA-Seq**

- KEGG Pathway over-representation analysis of top 1000 genes most significantly upregulated under shRNA1 compared to nt-shRNA.
- KEGG Pathway over-representation analysis of all genes commonly significantly upregulated under both *Eftud2*-targeting shRNAs as compared to nt-shRNA
- Gene Ontology Biological Process over-representation analysis of all commonly significantly upregulated genes under both shRNAs when compared to nt-shRNA.
- KEGG Pathway analysis of top 1000 genes most significantly downregulated under shRNA1 compared to nt-shRNA.
- KEGG Pathway analysis of all genes commonly significantly downregulated under both *Eftud2*-targeting shRNAs as compared to nt-shRNA
- Gene Ontology Biological Process over-representation analysis of all genes commonly significantly downregulated under both shRNAs when compared to nt-shRNA.

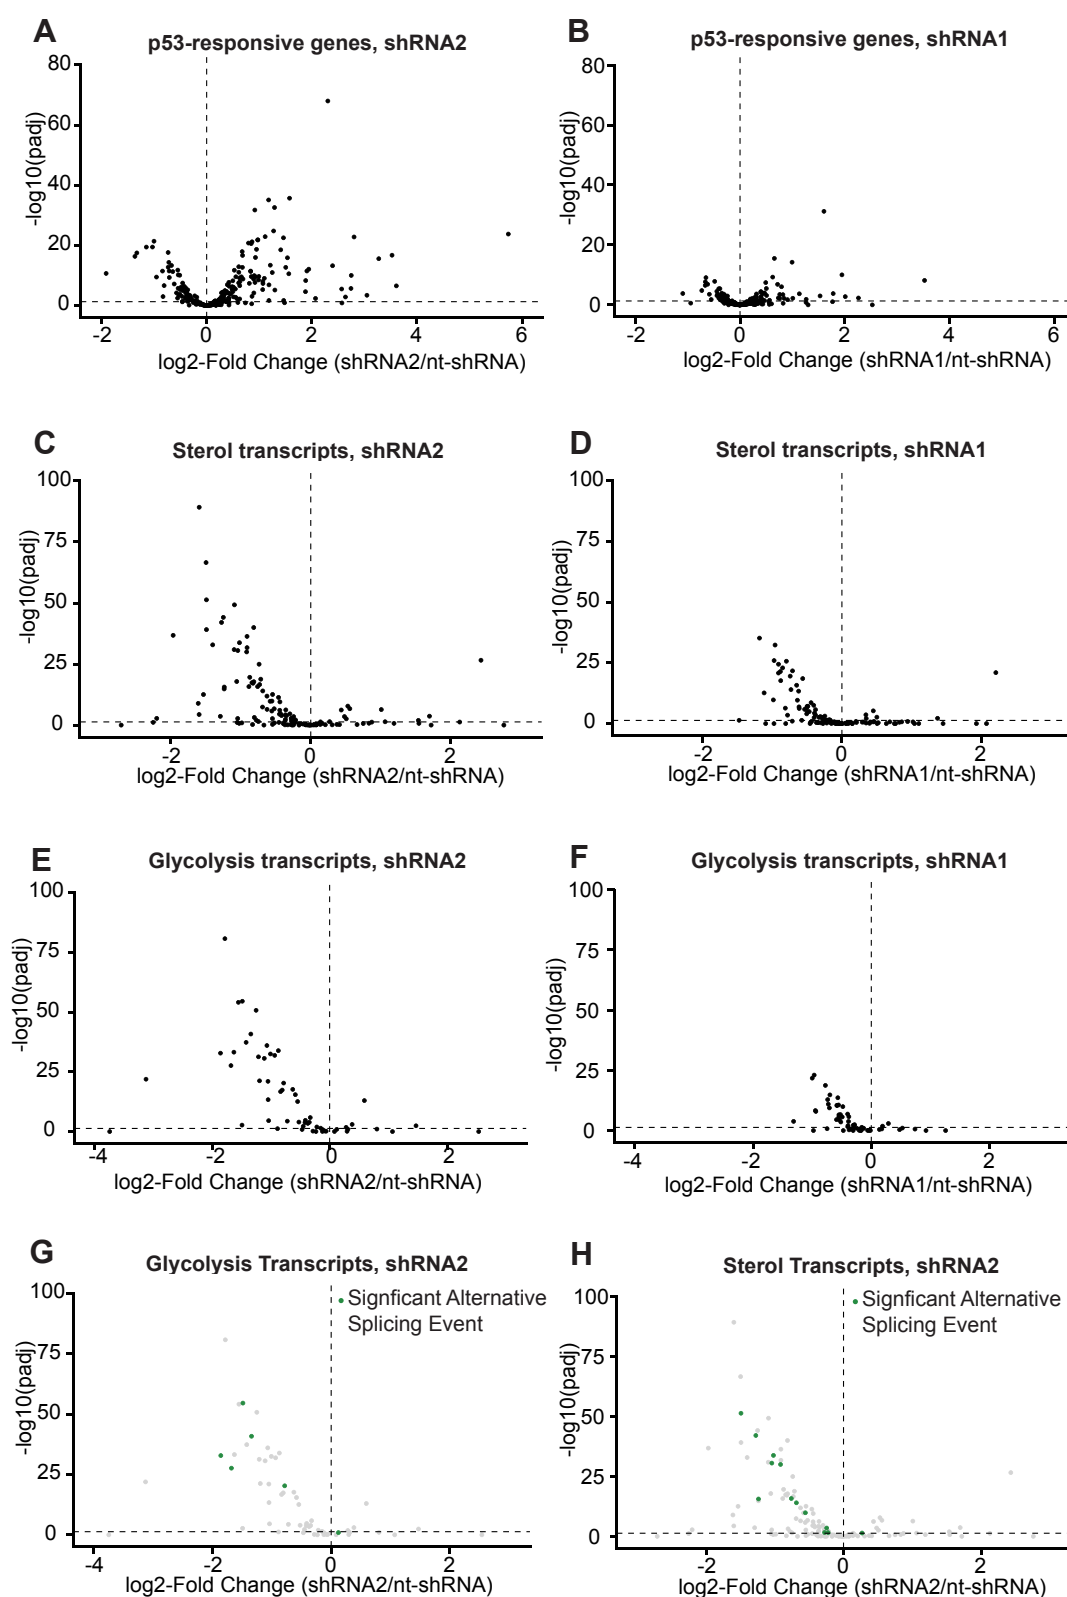

**Fig. S6. Volcano plots highlighting gene subsets of *Eftud2* KD DESeq2**

- Differential expression of p53-responsive transcripts in shRNA2, as shown in Fig. 3B
- Differential expression of p53-responsive transcripts in shRNA1, as shown in Fig. 3C
- Differential expression of sterol transcripts in shRNA2, as shown in Fig. 3B
- Differential expression of sterol transcripts in shRNA1, as shown in Fig. 3C
- Differential expression of glycolysis transcripts in shRNA2, as shown in Fig. 3B
- Differential expression of glycolysis transcripts in shRNA1, as shown in Fig. 3C
- Differential expression of glycolysis transcripts under shRNA2 KD, genes with significant alternative splicing events are highlighted in green. There are no glycolytic transcripts significantly alternatively spliced under shRNA1 KD.
- Differential expression of sterol transcripts under shRNA2 KD, transcripts with significant alternative splicing events are highlighted in green.

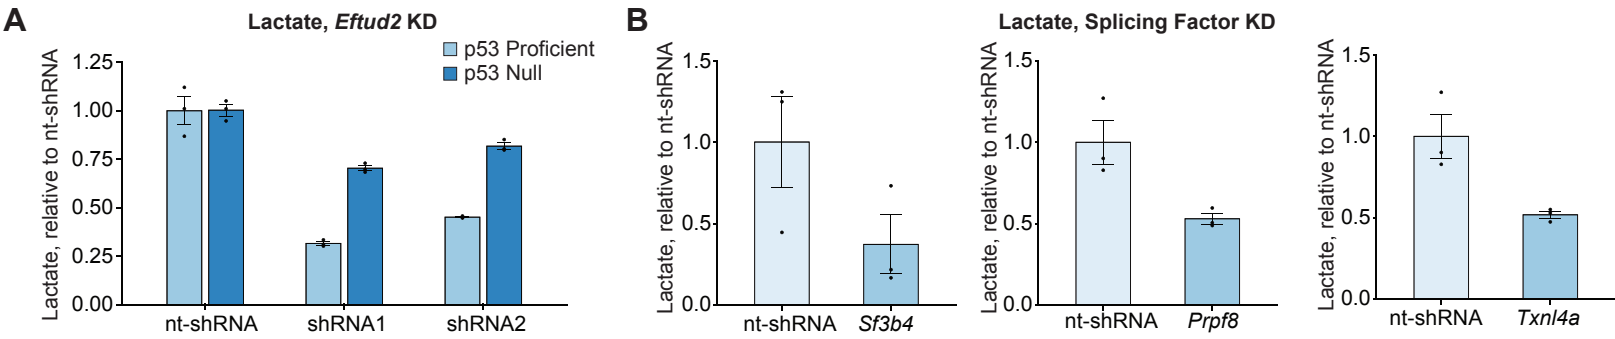

**Fig. S7. Lactate Measurements under shRNA knockdown**

- A. Lactate levels in mESCs treated with the indicated *Eftud2*-targeting shRNA, normalized to lactate levels in nt-shRNA treated mESCs. Lactate readings were standardized to total protein levels. Each point represents a technical replicate, error bars represent standard error of technical replicates; relationship is consistent across multiple biological replicates.
- B. Lactate levels in mESCs treated with shRNA targeting the indicated splicing factor, normalized to lactate levels in nt-shRNA treated mESCs. Standardization and error bars as in A).

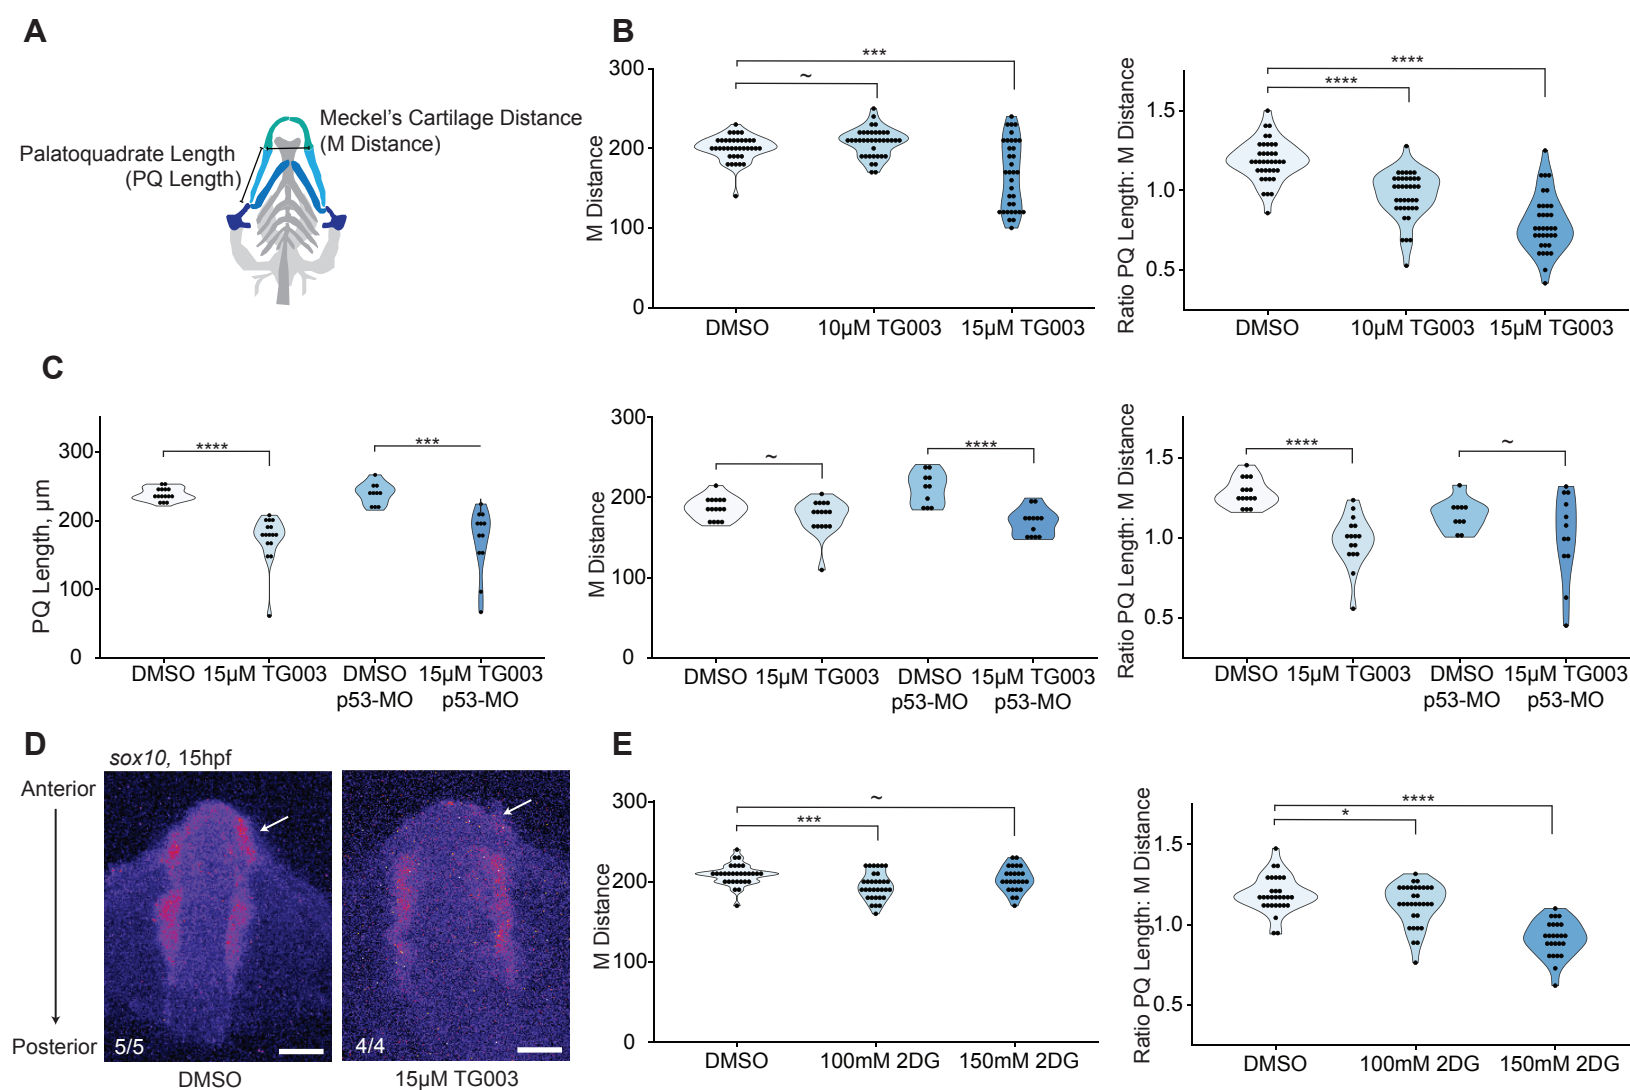

**Fig. S8. Additional Characterization of the craniofacial phenotypes in zebrafish**

- Diagram demonstrating additional measurements taken in the 5 dpf zebrafish ventral skeleton. Meckel's Cartilage Distance is used as a proxy for width of the craniofacial complex.
- Measurements and ratios of cartilage lengths in 5 dpf TG003-treated zebrafish and controls. Significance values determined via two-tailed students' t-test. \*  $p < 0.05$ , \*\*  $p < .01$ , \*\*\*  $p < .001$ , \*\*\*\*  $p < .0001$  ~  $p$  NS.
- Cartilage measurements and ratios in 5 dpf p53-morphant and control embryos, treated with DMSO or 15µM TG003. Significance and p-value designations as in B)
- sox10* expression in 15 hpf embryos treated with DMSO or 15µM TG003, as assayed by HCR. Scale bar represents 100µm. Arrows denote regions of interest in the anterior portion of the embryo.
- Measurements and ratios of cartilage lengths in 5 dpf 2DG-treated zebrafish and controls. Significance and p-value designations as in B).

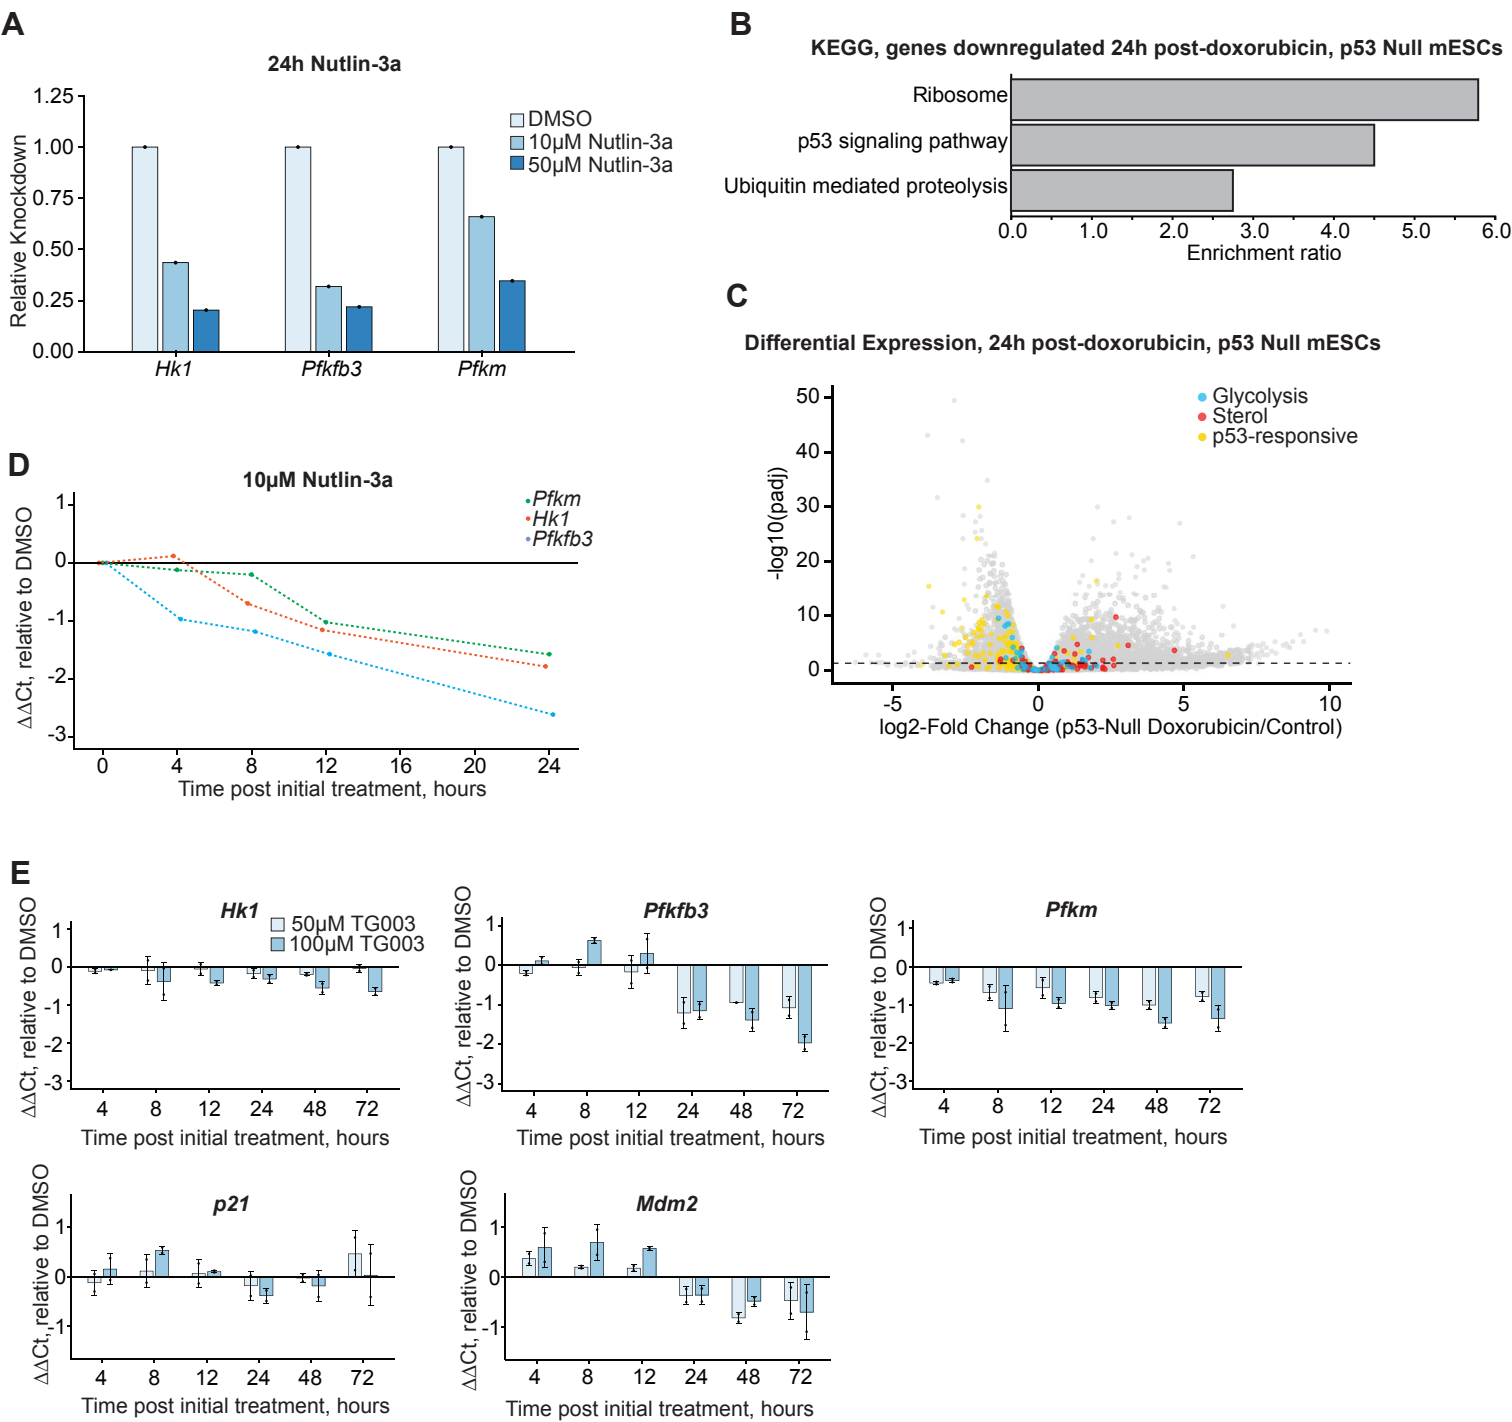

**Fig. S9. Further analysis of glycolysis transcripts under p53 stabilizing treatment**

- A. qPCR of select glycolysis genes in mESCs treated with Nutlin-3a for 24h.  $\Delta\text{Ct}$  values calculated by normalizing raw values to mitochondrial rRNA levels. Plotted values are  $2^{-\Delta\Delta\text{Ct}}$ , representing knockdown relative to control DMSO treatment. 1 biological replicate per condition; biological replicate is the average of 3 technical replicates.
- B. KEGG Pathway over-representation analysis among genes downregulated under Doxorubicin-treated p53-Null mESCs compared to control-treated mESCs (Grow et al., 2021)
- C. Differential expression of all genes comparing Doxorubicin-treated p53 Null mESCs to control-treated mESCs (Grow et al., 2021) as assayed by DESeq2. Glycolysis genes, sterol genes, and p53 transcriptional targets highlighted as in Fig. 3C.
- D. qPCR of indicated genes of samples taken at the indicated timepoints. Cells were treated with 10µM Nutlin-3a at 0h.  $\Delta\Delta\text{Ct}$  values plotted are log2-fold KD compared to control DMSO treatment.  $\Delta\text{Ct}$  values calculated by normalizing raw values to mitochondrial rRNA levels. One biological replicate per condition.
- E. qPCR of indicated genes of samples taken at the indicated timepoints. Cells were treated with 50µM or 100µM TG003 at 0h, at 24h (after 24h sample was already collected), and 48h (after 48h sample was already collected).  $\Delta\Delta\text{Ct}$  values plotted are log2-fold KD compared to control DMSO treatment.  $\Delta\text{Ct}$  values calculated by normalizing raw values to mitochondrial rRNA levels. Two biological replicates per condition, each biological replicate is the average of three technical replicates. Error bars represent standard deviation of the biological replicates.

Table S1. Primers Used

| Primer Target      | Purpose  | Organism | Forward Primer (5-->3)    | Reverse Primer (5-->3)    |
|--------------------|----------|----------|---------------------------|---------------------------|
| mt 16s rRNA ref    | qPCR     | Mm       | CCGCAAGGGAAAGATGAAAGAC    | TCGTTTGGTTTCGGGGTTTC      |
| Hk1                | qPCR     | Mm       | ACTGGATCTCGGCGGGTCTTCC    | GCGACGTGATCAAAAAGCTGGC    |
| Pfkfb3             | qPCR     | Mm       | GTGGGCCGAAGCTGACCAACTC    | GGGCAGCTAAGGCACACTGTTTT   |
| Pfkm               | qPCR     | Mm       | TCCATGAGGGTTACCAAGGCCTGG  | TGATCCCCCGCTTCACCAGGTT    |
| p21                | qPCR     | Mm       | CCTGGTGATGTCCGACCTGTTT    | CCATGAGCGCATCGCAATCACG    |
| Mdm2               | qPCR     | Mm       | CCAACCATCGACTTCCAGCAGCATT | GATTGGCTGTCTGCACACTGGG    |
| Mdm2 Exons 2-4     | sqRT-PCR | Mm       | GATCACCGCGCTTCTCCTGC      | TGTCGTTTTGCGCTCCAACGGA    |
| p53                | sgRNA    | Mm       | CACCGCCTCGAGCTCCCTCTGAGCC | AAACGGCTCAGAGGGAGCTCGAGGC |
| mtRNA ND3-ND4L ref | qPCR     | Dr       | CCTACGAATGAGCCCAAGG       | CGGTGAAATGTAAGTCCTGCT     |
| Gapdh              | qPCR     | Dr       | GTGGAGTCTACTGGTGTCTTC     | GTGCAGGAGGCATTGCTTACA     |
| Pfklb              | qPCR     | Dr       | CGACAGGAACCTTCGGCACTA     | CCAATCACACATGCCGTATC      |
| Hk1                | qPCR     | Dr       | CTGCAATTGAGAAGAGCAAGGA    | GTTCTTGTTGTCCTTCAGACGT    |
| Eno1a              | qPCR     | Dr       | GTTATCAACGGCGGCTCTCATG    | GCTCCAGAGCTTCTTTGTTCTCA   |
| Mdm2 Exons 2-5     | sqRT-PCR | Dr       | CAGTTCTCAGATCAGCAAGG      | GTTGATCAATGCAAAGAGGGC     |

**Table S2. qPCR data**

ΔCt values of qPCR data, normalized to mitochondrial rRNA unless otherwise stated Unless otherwise stated, 3 technical replicates, SE =  $\sqrt{((SD_{\text{mito}}/\sqrt{3}))^2 + (SD_{\text{target}}/\sqrt{3}))^2}$

**Fig. 1A: Eftud2 KD under shRNA treatment**

|            | Eftud2 Prime SE |            | Eftud2 Prime SE |            |
|------------|-----------------|------------|-----------------|------------|
| shRNA1-A   | -10.718333      | 0.01043055 | -12.035         | 0.01736056 |
| shRNA1-B   | -11.106667      | 0.06842135 | -12.463333      | 0.05818234 |
| shRNA1-C   | -10.656667      | 0.05682983 | -12.383333      | 0.29995061 |
| shRNA2-A   | -11.476667      | 0.02018434 | -13.053333      | 0.21173009 |
| shRNA2-B   | -11.27          | 0.07845735 | -12.67          | 0.0294392  |
| shRNA2-C   | -11.016667      | 0.00981307 | -12.493333      | 0.03079201 |
| nt-shRNA-A | -9.556667       | 0.00860663 | -10.766667      | 0.01186342 |
| nt-shRNA-B | -9.55           | 0.01677741 | -10.843333      | 0.04286067 |
| nt-shRNA-C | -9.383333       | 0.0261052  | -10.62          | 0.03220306 |

**Fig. 3F. Eftud2 shRNA, p53 proficient & null**

|               | Eftud2 avg | Eftud2 SE  | Hk1 avg    | Hk1 SE     | Pfkfb3 avg | Pfkfb3 SE  | Pfkm avg   | Pfkm SE    |
|---------------|------------|------------|------------|------------|------------|------------|------------|------------|
| shRNA1-A      | -9.676667  | 0.04136558 | -10.723333 | 0.04876246 | -13.91     | 0.05715476 | -12.22     | 0.0391578  |
| shRNA1-B      | -9.993333  | 0.06863753 | -10.873333 | 0.01763834 | -14.096667 | 0.04666667 | -12.38     | 0.02708013 |
| shRNA1-C      | -11.11     | 0.01885618 | -12.256667 | 0.01333333 | -14.1      | 0.01699673 | -14.316667 | 0.03887301 |
| shRNA2-A      | -8.48      | 0.03366502 | -10.503333 | 0.01763834 | -12.936667 | 0.05333333 | -11.88     | 0.02309401 |
| shRNA2-C      | -10.723333 | 0.07063207 | -11.946667 | 0.08628119 | -13.673333 | 0.06699917 | -14.176667 | 0.07241854 |
| NTC-A         | -6.68      | 0.06497863 | -7.763333  | 0.06236096 | -11.11     | 0.06798693 | -9.97      | 0.06289321 |
| NTC-B         | -6.943333  | 0.04055175 | -7.813333  | 0.07007932 | -11.236667 | 0.03711843 | -10.096667 | 0.04876246 |
| NTC-C         | -8.836667  | 0.02538591 | -8.763333  | 0.03231787 | -10.63     | 0.03511885 | -11.853333 | 0.03382964 |
| p53 Null shRN | -9.713333  | 0.04521553 | -10.066667 | 0.01855921 | -12.666667 | 0.07102425 | -12.106667 | 0.01855921 |
| p53 Null shRN | -9.98      | 0.08768631 | -10.463333 | 0.04371626 | -12.773333 | 0.08472177 | -12.456667 | 0.06749486 |
| p53 Null shRN | -11.113333 | 0.03248931 | -12.263333 | 0.03036811 | -13.526667 | 0.03179797 | -14.636667 | 0.04944132 |
| p53 NullshRN  | -9.696667  | 0.03844188 | -10.236667 | 0.02905933 | -12.313333 | 0.03197221 | -12.216667 | 0.07731609 |
| p53 NullshRN  | -9.91      | 0.04714045 | -10.473333 | 0.07264832 | -12.663333 | 0.0421637  | -12.573333 | 0.04737557 |
| p53 NullshRN  | -11.126667 | 0.02788867 | -12.4      | 0.02581989 | -13.36     | 0.05228129 | -14.59     | 0.04281744 |
| p53 Null NTC  | -7.136667  | 0.03382964 | -9.196667  | 0.01763834 | -11.25     | 0.02211083 | -11.166667 | 0.01763834 |
| p53 Null NTC  | -7.043333  | 0.04594683 | -8.83      | 0.03349959 | -11.076667 | 0.03349959 | -10.843333 | 0.03431877 |
| p53 Null NTC  | -8.72      | 0.02426703 | -10.82     | 0.02134375 | -12.63     | 0.02867442 | -12.953333 | 0.01795055 |

**Fig. 4A. Prpf8 shRNA**

|           | Prpf8 avg  | Prpf8 SE   | Hk1 avg    | Hk1 SE     | Pfkfb3 avg | Pfkfb3 SE  | Pfkm avg   | Pfkm SE    |
|-----------|------------|------------|------------|------------|------------|------------|------------|------------|
| shRNA - A | -8.273333  | 0.02905933 | -10.283333 | 0.01563472 | -13.836667 | 0.01333333 | -12.483333 | 0.00881917 |
| shRNA - B | -8.206667  | 0.00333333 | -10.21     | 0.01       | -13.77     | 0.01       | -12.47     | 0.03785939 |
| shRNA - C | -16.636667 | 0.27944389 | -9.53      | 0.04268749 | -13.333333 | 0.02027588 | -12.123333 | 0.42333333 |
| shRNA - D | -16.37     | 0.16489054 | -9.166667  | 0.01333333 | -13.286667 | 0.04558265 | -11.983333 | 0.49486249 |
| NTC - A   |            |            | -8.956667  | 0.01333333 | -11.086667 | 0.02260777 | -11.336667 | 0.02472066 |
| NTC - B   | -7.956667  | 0.01763834 | -8.923333  | 0.02333333 | -11.963333 | 0.02027588 | -11.443333 | 0.02403701 |
| NTC - C   | -14.873333 | 0.25766041 | -7.763333  | 0.06236096 | -11.11     | 0.06798693 | -9.97      | 0.06289321 |
| NTC - D   | -15.24     | 0.25197002 | -7.813333  | 0.07007932 | -11.236667 | 0.03711843 | -10.096667 | 0.04876246 |

**Fig. 4A. Txnl4a shRNA**

|           | Txnl4a avg | Txnl4a SE  | Hk1 avg    | Hk1 SE     | Pfkfb3 avg | Pfkfb3 SE  | Pfkm avg   | Pfkm SE    |
|-----------|------------|------------|------------|------------|------------|------------|------------|------------|
| shRNA - A | -16.416667 | 0.14586904 | -10.276667 | 0.00881917 | -14.04     | 0.0765216  | -12.7      | 0.02285218 |
| shRNA - B | -15.97     | 0.1785746  | -10.01     | 0.02054805 | -13.686667 | 0.06896054 | -12.353333 | 0.02185813 |
| shRNA - C | -13.563333 | 0.20113566 | -8.996667  | 0.02905933 | -12.003333 | 0.04268749 | -11.74     | 0.2038518  |
| shRNA - D | -14.273333 | 0.08724168 | -8.96      | 0.07866949 | -12.316667 | 0.06699917 | -12.033333 | 0.39838563 |
| NTC - A   | -14.28     | 0.01290994 | -8.956667  | 0.01333333 | -11.086667 | 0.02260777 | -11.336667 | 0.02472066 |
| NTC - B   |            |            | -8.923333  | 0.02333333 | -11.963333 | 0.02027588 | -11.443333 | 0.02403701 |
| NTC - C   | -11.303333 | 0.08730534 | -7.763333  | 0.06236096 | -11.11     | 0.06798693 | -9.97      | 0.06289321 |
| NTC - D   | -11.74     | 0.01490712 | -7.813333  | 0.07007932 | -11.236667 | 0.03711843 | -10.096667 | 0.04876246 |

**Fig 4A,B. Sf3b4 shRNA**

|         | Sf3b4 avg | Sf3b4 SE   | Hk1 avg    | Hk1 SE     | Pfkfb3 avg | Pfkfb3 SE  | Pfkm avg   | Pfkm SE    |
|---------|-----------|------------|------------|------------|------------|------------|------------|------------|
| shRNA-A | -7.773333 | 0.03073181 | -10.243333 | 0.02108185 | -12.916667 | 0.01943651 | -11.936667 | 0.02108185 |

|                |            |            |            |            |            |            |            |            |
|----------------|------------|------------|------------|------------|------------|------------|------------|------------|
| shRNA-B        | -8.83      | 0.03299832 | -10.546667 | 0.03496029 | -13.81     | 0.10561986 | -12.43     | 0.07039571 |
| shRNA-C        | -11.663333 | 0.02472066 | -10.046667 | 0.02134375 | -12.956667 | 0.01972027 | -12.96     | 0.03349959 |
| shRNA-D        | -11.273333 | 0.02981424 | -10.606667 | 0.03844188 | -13.486667 | 0.03382964 | -13.18     | 0.0314466  |
| NTC-A          | -6.326667  | 0.06280481 | -7.763333  | 0.06236096 | -11.11     | 0.06798693 | -9.97      | 0.06289321 |
| NTC-B          | -6.65      | 0.03651484 | -7.813333  | 0.07007932 | -11.236667 | 0.03711843 | -10.096667 | 0.04876246 |
| NTC-C          | -10.11     | 0.01972027 | -9.15      | 0.02924988 | -11.28     | 0.02134375 | -11.59     | 0.01374369 |
| NTC-D          |            |            | -8.956667  | 0.01333333 | -11.086667 | 0.02260777 | -11.336667 | 0.02472066 |
| p53 Null shRNA | -8.983333  | 0.04977728 | -9.736667  | 0.04136558 | -12.606667 | 0.06936217 | -12.126667 | 0.02848001 |
| p53 Null shRNA | -9.156667  | 0.03333333 | -9.963333  | 0.02788867 | -12.666667 | 0.03527668 | -12.363333 | 0.05011099 |
| p53 Null shRNA | -11.233333 | 0.04176655 | -9.6       | 0.04203173 | -12.553333 | 0.04333333 | -12.666667 | 0.04807402 |
| p53 Null NTC   | -7.116667  | 0.0617342  | -9.196667  | 0.01763834 | -11.25     | 0.02211083 | -11.166667 | 0.01763834 |
| p53 Null NTC   | -7.113333  | 0.03480102 | -8.83      | 0.03349959 | -11.076667 | 0.03349959 | -10.843333 | 0.03431877 |
| p53 Null NTC   | -9.763333  | 0.00666667 | -9.603333  | 0.00666667 | -12.923333 | 0.00333333 | -12.136667 | 0.01795055 |

Fig 4C,D: 100µM TG003

|               |            |            |            |            |            |            |
|---------------|------------|------------|------------|------------|------------|------------|
|               | Hk1 avg    | Hk1 SE     | Pfkfb3 avg | Pfkfb3 SE  | Pfkm avg   | Pfkm SE    |
| DMSO - A      | -11.04     | 0.04384315 | -12.4      | 0.04749269 | -13.01     | 0.04533824 |
| DMSO - B      | -10.95     | 0.02211083 | -11.96     | 0.02867442 | -12.883333 | 0.02624669 |
| TG - A        | -12.943333 | 0.03711843 | -14.946667 | 0.03496029 | -14.653333 | 0.03431877 |
| TG - B        | -12.89     | 0.03771236 | -14.543333 | 0.01490712 | -14.443333 | 0.03091206 |
| p53 Null DMS  | -10.996667 | 0.02403701 | -12.11     | 0.02516611 | -12.96     | 0.0728011  |
| p53 Null DMS  | -11.003333 | 0.01054093 | -12.053333 | 0.01763834 | -12.943333 | 0.02027588 |
| p53 Null TG - | -11.453333 | 0.03929942 | -13.97     | 0.03651484 | -13.45     | 0.03651484 |
| p53 Null TG - | -11.403333 | 0.03126944 | -13.89     | 0.02624669 | -13.416667 | 0.02981424 |

Fig 5D: 24h bulk zebrafish extracts, normalized to mtRNA ND3-ND4L

|             |           |            |           |            |            |            |            |            |
|-------------|-----------|------------|-----------|------------|------------|------------|------------|------------|
|             | Gapdh     | Gapdh SE   | Hk1       | Hk1 SE     | Pfkl       | Pfkl SE    | Eno1a      | Eno1a SE   |
| DMSO        | 1.74      | 0.09955456 | -3.926667 | 0.11411495 | 2.01333333 | 0.08339997 | 0.91333333 | 0.08975275 |
| 10µM TG003  | -0.726667 | 0.08956686 | -5.72     | 0.09786612 | -0.5433333 | 0.07542472 | -1.826667  | 0.1076517  |
| 15µM TG003  | -1.416667 | 0.12644718 | -5.843333 | 0.12306277 | -0.35      | 0.10044346 | -1.876667  | 0.11657139 |
| p53-MO DMS  | 0.0866667 | 0.08844333 | -5.733333 | 0.08825468 | -0.6133333 | 0.08673075 | -1.876667  | 0.1180866  |
| p53-MO 10µM | -1.703333 | 0.06218253 | -5.56     | 0.05783117 | 1.04333333 | 0.04702245 | -0.8233333 | 0.06608076 |
| p53-MO 15µM | -1.943333 | 0.16182981 | -5.986667 | 0.21944374 | -0.49      | 0.07401201 | -2.576667  | 0.1117537  |

Fig 6A: Doxorubicin Concentration Gradient

|            |            |            |            |            |            |            |
|------------|------------|------------|------------|------------|------------|------------|
|            | Hk1        | Hk1 SE     | Pfkfb3     | Pfkfb3 SE  | Pfkm       | Pfkm SE    |
| DMSO       | -9.043333  | 0.06306963 | -11.206667 | 0.05962848 | -11.36     | 0.05374838 |
| 50nM Doxo  | -10.456667 | 0.0664162  | -13.79     | 0.02236068 | -11.963333 | 0.03073181 |
| 200nM Doxo | -11.37     | 0.03741657 | -14.72     | 0.06271629 | -12.806667 | 0.03231787 |
| 1µM Doxo   | -13.256667 | 0.05487359 | -15.526667 | 0.08130874 | -14.73     | 0.1132843  |

Fig 6B: 200nM Doxorubicin - p53 proficient & null

|               |            |            |            |            |            |            |
|---------------|------------|------------|------------|------------|------------|------------|
|               | Hk1 avg    | Hk1 SE     | Pfkfb3 avg | Pfkfb3 SE  | Pfkm avg   | Pfkm SE    |
| DMSO - A      | -10.09     | 0.0305505  | -13.87     | 0.02828427 | -12.403333 | 0.09333333 |
| DMSO - B      | -10.043333 | 0.01105542 | -13.89     | 0.01885618 | -12.436667 | 0.13678856 |
| DMSO - C      | -10.67     | 0.00745356 | -12.946667 | 0.02426703 | -12.926667 | 0.00942809 |
| Doxo - A      | -11.913333 | 0.03179797 | -15.18     | 0.03958114 | -14.12     | 0.10939226 |
| Doxo - B      | -12.19     | 0.03162278 | -15.656667 | 0.05577734 | -14.356667 | 0.0421637  |
| Doxo - C      | -12.936667 | 0.00942809 | -15.453333 | 0.0120185  | -14.263333 | 0.02666667 |
| p53 Null DMS  | -10.043333 | 0.01943651 | -13.126667 | 0.01490712 | -12.526667 | 0.05497474 |
| p53 Null DMS  | -9.62      | 0.06209312 | -12.646667 | 0.06749486 | -12.06     | 0.0837987  |
| p53 Null DMS  | -14.316667 | 0.07688375 | -9.983333  | 0.02494438 | -13.086667 | 0.34031032 |
| p53 Null Doxo | -10.546667 | 0.01054093 | -12.453333 | 0.00942809 | -12.31     | 0.03944053 |
| p53 Null Doxo | -10.436667 | 0.05109903 | -12.413333 | 0.05426274 | -12.273333 | 0.06666667 |
| p53 Null Doxo | -15.23     | 0.04678556 | -10.733333 | 0.01563472 | -12.92     | 0.02054805 |

Fig 6E: Doxorubicin timecourse

|           |            |            |        |            |            |            |            |            |           |            |
|-----------|------------|------------|--------|------------|------------|------------|------------|------------|-----------|------------|
|           | Hk1        | Hk1 SE     | Pfkfb3 | Pfkfb3 SE  | Pfkm       | Pfkm SE    | p21        | p21 SE     | Mdm2      | Mdm2 SE    |
| 4h DMSO A | -9.556667  | 0.02       | -13.36 | 0.04281744 | -11.833333 | 0.02309401 | -10.933333 | 0.04055175 | -7.946667 | 0.04521553 |
| 4h DMSO B | -10.366667 | 0.02108185 | -14.2  | 0.06608076 | -12.103333 | 0.03711843 | -11.73     | 0.19407902 | -8.47     | 0.02624669 |

### Table S3. DESeq2 output

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050356#supplementary-data>

### Table S4. rMATS filtered output

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050356#supplementary-data>

### Supplementary References

- Bowen, M.E., McClendon, J., Long, H.K., Sorayya, A., Van Nostrand, J.L., Wysocka, J., Attardi, L.D., 2019. The Spatiotemporal Pattern and Intensity of p53 Activation Dictates Phenotypic Diversity in p53-Driven Developmental Syndromes. *Dev. Cell* 50, 212–228.e6. <https://doi.org/10.1016/j.devcel.2019.05.015>
- Dingerkus, G., Uhler, L.D., 1977. Enzyme clearing of alcian blue stained whole small vertebrates for demonstration of cartilage. *Stain Technol.* 52, 229–232. <https://doi.org/10.3109/10520297709116780>
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., Gingeras, T.R., 2013. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21. <https://doi.org/10.1093/bioinformatics/bts635>
- Grow, E.J., Weaver, B.D., Smith, C.M., Guo, J., Stein, P., Shadle, S.C., Hendrickson, P.G., Johnson, N.E., Butterfield, R.J., Menafrá, R., Kloet, S.L., van der Maarel, S.M., Williams, C.J., Cairns, B.R., 2021. p53 convergently activates Dux/DUX4 in embryonic stem cells and in facioscapulohumeral muscular dystrophy cell models. *Nat. Genet.* 53, 1207–1220. <https://doi.org/10.1038/s41588-021-00893-0>
- Lee, K.-H., Li, M., Michalowski, A.M., Zhang, X., Liao, H., Chen, L., Xu, Y., Wu, X., Huang, J., 2010. A genomewide study identifies the Wnt signaling pathway as a major target of p53 in murine embryonic stem cells. *Proc. Natl. Acad. Sci. U. S. A.* 107, 69–74. <https://doi.org/10.1073/pnas.0909734107>
- Li, M., He, Y., Dubois, W., Wu, X., Shi, J., Huang, J., 2012. Distinct regulatory mechanisms and functions of p53-activated and p53-repressed DNA damage response genes in embryonic stem cells. *Mol. Cell* 46, 30–42. <https://doi.org/10.1016/j.molcel.2012.01.020>
- Liao, Y., Smyth, G.K., Shi, W., 2014. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923–930. <https://doi.org/10.1093/bioinformatics/btt656>
- Liao, Y., Wang, J., Jaehnig, E.J., Shi, Z., Zhang, B., 2019. WebGestalt 2019: gene set analysis toolkit with revamped UIs and APIs. *Nucleic Acids Res.* 47, W199–W205. <https://doi.org/10.1093/nar/gkz401>
- Love, M.I., Huber, W., Anders, S., 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 15, 550. <https://doi.org/10.1186/s13059-014-0550-8>
- Sakata-Haga, H., Uchishiba, M., Shimada, H., Tsukada, T., Mitani, M., Arikawa, T., Shoji, H., Hatta, T., 2018. A rapid and nondestructive protocol for whole-mount bone staining of small fish and *Xenopus*. *Sci. Rep.* 8, 7453. <https://doi.org/10.1038/s41598-018-25836-4>
- Shen, S., Park, J.W., Lu, Z., Lin, L., Henry, M.D., Wu, Y.N., Zhou, Q., Xing, Y., 2014. rMATS: Robust and flexible detection of differential alternative splicing from replicate RNA-Seq data. *Proc. Natl. Acad. Sci.* 111, E5593–E5601. <https://doi.org/10.1073/pnas.1419161111>
- Thomson, M., Liu, S.J., Zou, L.-N., Smith, Z., Meissner, A., Ramanathan, S., 2011. Pluripotency Factors in Embryonic Stem Cells Regulate Differentiation into Germ Layers. *Cell* 145, 875–889. <https://doi.org/10.1016/j.cell.2011.05.017>
- Ying, Q.-L., Smith, A.G., 2003. Defined Conditions for Neural Commitment and Differentiation, in: *Methods in Enzymology, Differentiation of Embryonic Stem Cells*. Academic Press, pp. 327–341. [https://doi.org/10.1016/S0076-6879\(03\)65023-8](https://doi.org/10.1016/S0076-6879(03)65023-8)
- Ying, Q.-L., Wray, J., Nichols, J., Batlle-Morera, L., Doble, B., Woodgett, J., Cohen, P., Smith, A., 2008. The ground state of embryonic stem cell self-renewal. *Nature* 453, 519–523. <https://doi.org/10.1038/nature06968>

How the deposited data were processed for this re-analysis (not part of the article)

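The RNA-seq experiment measured gene expression in R1 mESCs infected with shRNA1 (3 libraries), shRNA2 (3 libraries) or nt-shRNA (2 libraries). The authors aligned paired reads with STAR, counted fragments on exons with featureCounts 1.6.2 and deposited the raw counts per gene for 55385 genes of GENCODE M24 (GRCm38). The counting used no strand and left out fragments with several alignments or shared between genes, so near-identical copies, overlapping genes and antisense genes are uncertain. The deposited gene length was used only in a check of length trends. Names were matched by Ensembl identifier to GENCODE M21 for 55144 genes. No per-sample column was left out. Samples were mapped by the column names, which match the sample titles.

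Counts of all 8 libraries were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes passing filterByExpr (17445, minimum count 10) were normalized by TMM, and each comparison was tested with glmQLFit and glmQLFTest in a fit with a coefficient per group and no block. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The standard error of a log2 fold change was taken from the F statistic. Gene lists were tested with limma's camera (inter-gene correlation 0.01), with the p-values of the 36 tests (each list in each of 3 comparisons) adjusted together, and, among the 1000 most significant genes in a direction, with Fisher's exact test. Shares of list genes carry Wilson 95% intervals over genes, which are not replicates. The lists were written by hand from general knowledge before the counts were examined, but after 73 genes of the paper's Table S3 had been read, and lists that hold such genes were also tested without them. Values per library are TMM-normalized CPM. Principal components used 500 genes and a prior count of 2, and the SD used for the share of variance was taken over the fits that each left out 1 library. The paper's Tables S3 and S4 were read with pandas 2.3.3 (Python 3.11.15), as far as they were given. Figures were drawn with matplotlib 3.10.9.

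Depth ran from 19569525 to 29871048 counts per library, and 3 counts correspond to between 0.1004 and 0.1533 CPM. Chi-square statistics per gene between libraries of the same group were between 3.12 and 12.17, so no library repeats another within sampling noise. Simulated counts with 200 changed genes were analysed with the same code before the comparisons of the real counts. Their average levels, library sizes and spread came from a fit to the real counts. The simulated changes were larger than that of *Eftud2* and affected a small share of the genes. The simulation therefore does not test small shifts, or normalization where many genes change. Of the 17103 genes tested there, 200 changed genes were called in the right direction, 5.0% of calls were false, a shifted list of 30 genes had a camera p of 1.7e-42 and an unchanged list 0.965. The edgeR fit on the real counts had a biological coefficient of variation of 0.064.

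The same-numbered replicates were treated as possible pairs, since the labels number the libraries of each group from 1. A fit with the replicate number as a block is given beside the numbers of genes called, the list results and most of the genes described in detail, and wherever it changed the call of a gene beside a claim. The authors' own test was DESeq2. Alternatives set in advance were DESeq2 1.42.0 with its Wald test, its size factors in edgeR, library size alone, no filter, at least 10 counts in every library, only the groups compared, the replicate block, gene length offsets, these with the replicate block, rank-based camera for the glycolysis, sterol and p53 target lists, the 500 most significant genes, other settings of the principal component analysis, and each library left out. Alternatives added after the data were seen were GC content offsets, these with the replicate block, counts thinned to the smallest library, list genes not seen in Table S3, and rank-based camera for the other lists. The genes named in the text are those the paper names, the 3 genes of each list with the smallest adjusted p-value under shRNA2 and the gene furthest against the list, the 3 higher and 3 lower genes with the smallest adjusted p-value in each comparison, and the 3 genes with the smallest ranks among those called in opposite directions. Some genes chosen by this rule are not named in the text. Splicing events, blots, qPCR and the zebrafish and doxorubicin experiments were not analysed here, apart from the join to the event table.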

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

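The length, GC content and depth tests of the HIF-1, SREBP and naive pluripotency lists, the length tests of the 2-cell-stage and ribosomal protein lists, the test of the mitochondrially encoded protein genes, and the counts of other splits for every list other than glycolysis, sterol biosynthesis and p53 target were chosen only after the result was seen. Adjusted p-values of lists come from limma's camera over 36 tests. Ranges of medians over other settings do not include the fits that left out 1 library. The lists were written after 73 genes of the paper's Table S3 had been read, so a list that holds some of these genes was partly chosen for the pattern it shows, and its median without them is given. Thinning counts to the smallest library leaves expected fold changes in place, so the shares kept under it were largely fixed in advance, and by that test alone the list patterns cannot be told apart from an effect of library depth. The totals of the libraries, compared only after the result was seen, leave less room for it. With 27501491 counts shRNA1 replicate 3 was close to the controls (28548237 and 29871048), and relative to them its medians were -0.411 for glycolysis, -0.602 for sterol biosynthesis, 1.776 for 2-cell-stage, -0.314 for ribosomal protein, -0.352 for HIF-1, -0.563 for SREBP and 0.088 for naive pluripotency genes. Those of glycolysis, 2-cell-stage, ribosomal protein, HIF-1 and naive pluripotency genes were the smallest in size among the 3 shRNA1 libraries, and a single library does not exclude a partial effect. The median without the seen genes is not an independent check either, because related genes were written down with the same rows in view.

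Genes of the 2-cell stage, which the paper does not discuss, were higher with both shRNAs. The 21 tested genes had a median log2 fold change of 1.89 with shRNA1 (adjusted p = 3.6e-43) and 1.41 with shRNA2 (adjusted p = 2.7e-11), and the median of the list was above both control libraries in 3 of 3 libraries of each shRNA. With shRNA1 21 genes were called higher and with shRNA2 19, with the same counts when the adjustment was made over the list alone. With the replicate block the medians were 1.90 and 1.45. Without the 5 genes seen in Table S3 they were 1.85 and 1.39. Over the other settings, each scaling included, they lay between 1.85 and 2.00 with shRNA1 and between 1.38 and 1.5 with shRNA2. *Gm5662* (2.24 and 2.34) and *Sp110* (2.16 and 3.18) rose with both, whereas *Duxf3* was higher with shRNA1 (1.07) and not with shRNA2 (-0.37, adjusted p = 0.389, edgeR). *Duxf3* had few counts, between 0.36 and 1.43 CPM per library, and its rise with shRNA1 did not pass in 1 of the other settings.

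Of this rise, 102.3% was kept under gene length offsets, 98.0% under GC content offsets and 101.8% with counts thinned to the smallest library, in each case for the shRNA that kept less. The summed counts of 9 *Zscan4* family genes, which are near-identical copies, were 16.19 and 14.18 CPM in the controls and between 49.11 and 95.66 CPM in the KD libraries, a log2 fold change of 2.52 with shRNA1 and 1.89 with shRNA2. A shift of reads from one copy to another would leave the sum in place, but fragments that aligned to several copies were not counted, so the level of the family remains uncertain. A candidate explanation is that more cells enter a 2-cell-like state upon KD, or that the genes rise in all cells. Counts of whole cultures do not separate these, and the pattern was seen in Table S3 before it was tested, so it remains a hypothesis.

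Ribosomal protein genes were lower with both shRNAs. The paper's Fig. S5D,E lists the ribosome among the terms of downregulated genes, and its text does not discuss it. The 79 genes had a median of -0.42 with shRNA1 (adjusted p = 2.0e-32) and -0.35 with shRNA2 (adjusted p = 2.9e-10), with the median lower in 3 of 3 libraries of each. With shRNA1 74 were called lower, and with shRNA2 68 lower and 2 higher. Over the list alone the lower genes were 76 with shRNA1 and 70 with shRNA2, where 4 were higher. The replicate block gave -0.43 and -0.38, and the other settings lay between -0.43 and -0.30 and between -0.38 and -0.26, so that the direction held under each scaling. *Rps10* rose with shRNA2 (0.67, adjusted p = 1.4e-04, edgeR). Gene length offsets kept 91.7% of the median, GC content offsets 97.7% and thinned counts 97%. If reads had moved from the genes to their pseudogenes, the pseudogenes would have risen, but the median of the 63 tested was -0.21 with shRNA1 and -0.24 with shRNA2. Reads that align to both were not counted, and how many there were was not tested, so the decrease cannot be told apart from a change in such reads. A candidate biological explanation is a lower output of ribosomal protein transcripts upon KD, which remains a hypothesis, since ribosomes were not measured.

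HIF-1 targets outside glycolysis and SREBP targets outside sterol synthesis, which the paper does not discuss, were lower with both shRNAs. The 23 HIF-1 targets had medians of -0.39 (adjusted p = 1.1e-07) and -0.82 (adjusted p = 7.1e-12), and the 19 SREBP targets of -0.60 (adjusted p = 2.2e-17) and -0.90 (adjusted p = 4.2e-15), lower in 3 of 3 libraries of each shRNA. In the fit with the replicate block they were -0.43 and -0.85, and -0.61 and -0.93. Over the other settings the HIF-1 medians lay between -0.46 and -0.28 and between -0.90 and -0.67, and the SREBP medians between -0.69 and -0.48 and between -1.03 and -0.80. Among HIF-1 targets 13 were called lower and 2 higher with shRNA1 and 18 and 3 with shRNA2, and over the list alone 15 and 3 with shRNA1 and again 18 and 3 with shRNA2. Among SREBP targets 15 were lower with shRNA1 and, over the list alone, 17. With shRNA2 15 were lower and 1 higher, *Lpin1* (0.26, adjusted p = 0.0117, edgeR), with the same counts over the list alone. The rise of *Lpin1* did not pass in 1 of the other settings (adjusted p up to 0.0532). It lay between 0.16 and 0.36 when 1 library was left out. *Ndrg1* (-1.34 and -2.70) and *Insig1* (-0.91 and -1.49) were among the lower genes, and *Kdm3a* rose with shRNA2 (0.83). For the HIF-1 list, 98.0% of the median was kept under gene length offsets, 103.2% under GC content offsets and 97.1% with thinned counts. For the SREBP list the shares were 98.6%, 107.2% and 94.9%. Neither the length nor the GC content offsets reduced these medians by much.

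Genes of naive pluripotency were higher by a smaller amount, with a median of 0.17 with shRNA1 (adjusted p = 0.0035) and 0.33 with shRNA2 (adjusted p = 1.6e-04). These were 0.17 and 0.34 with the replicate block, and the median was above both controls in 3 of 3 libraries of each shRNA. Of the 12 genes 6 were called higher and 1 lower with shRNA1 (6 and 2 over the list alone) and 9 and 1 with shRNA2, in both counts. Without *Klf4*, seen in Table S3, the medians were 0.14 and 0.28. *Klf4* (0.65 and 1.32), *Tbx3* (0.42 and 0.91) and *Nanog* (0.55 and 0.76) rose, whereas *Pou5f1* fell (-0.35 and -0.29). The fall of *Pou5f1* with shRNA2 was as small as -0.12 and did not pass in 1 of the other settings (adjusted p up to 0.0877). Gene length offsets kept 100.3% of the median, GC content offsets 88.2% and thinned counts 96.3%. Over the other settings the medians lay between 0.14 and 0.28 with shRNA1 and between 0.28 and 0.42 with shRNA2. With either control library left out the shRNA2 median moved to 0.38 or 0.40. Without nt-shRNA replicate 2 the shRNA1 median moved to 0.26.

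The mitochondrial rRNAs were lower in the libraries of both shRNAs. *mt-Rnr1* had log2 fold changes of -1.47 with shRNA1 (adjusted p = 2.2e-06, edgeR) and -1.47 with shRNA2 (adjusted p = 3.7e-07), and *mt-Rnr2* of -0.98 (adjusted p = 2.4e-04) and -0.63 (adjusted p = 0.00397). The replicate block gave -1.36 and -1.35, and -0.85 and -0.48. For *mt-Rnr2* with shRNA2 the adjusted p-values of the other settings ran from 3.8e-25 to 0.0869. The control libraries differed from each other, with 632.3 and 319.1 CPM of *mt-Rnr1* and 1036 and 522.3 CPM of *mt-Rnr2*. Every KD library was below both controls for *mt-Rnr1*, and for *mt-Rnr2* the 546.8 CPM of shRNA2 replicate 2 lay above nt-shRNA replicate 2. When 1 library was left out, the *mt-Rnr1* values lay between -1.88 and -0.90 with shRNA1 and between -1.88 and -0.89 with shRNA2, and those of *mt-Rnr2* between -1.39 and -0.41 and between -1.04 and -0.06. If carry-over of RNA without poly(A) tails were lower in the KD libraries, the 116 tested small RNA genes would fall too. Their median was 0.27 with shRNA2 and -0.27 with shRNA1. Without strand information, counts on small RNA genes can include fragments of transcripts around them, so a higher median does not exclude less carry-over. The decreases with either shRNA therefore cannot be told apart from less carry-over by this test. The 7 tested mitochondrially encoded protein genes had medians of 0.22 and 0.06, so mitochondrial transcripts were not lower throughout. Poly(A)-selected libraries measure rRNA poorly. The decrease of *mt-Rnr2* with shRNA2 cannot be told apart from variation between the 2 control libraries. With shRNA1 its 3 libraries (431.1, 424.1 and 327.7 CPM) were below both controls, and the decrease passed in every setting that gave an adjusted p-value (from 5.7e-57 to 0.00882). So did that of *mt-Rnr1*, the highest being 7.2e-05 with shRNA1 and 2.6e-05 with shRNA2. The size of each decrease depends on which control library is used.

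The direct comparison of the shRNAs called 2941 genes higher and 3263 lower with shRNA2 than with shRNA1, and 3116 and 3402 with the replicate block. The 3 other splits of the 6 libraries that part all same-numbered pairs called 0 genes. At an unadjusted p-value under 0.05 they gave 419, 83 and 171 higher and 314, 93 and 65 lower genes, against 3803 and 4017 for the real split. The real split was thus 1 of 4 with as many higher genes and 1 of 4 with as many lower genes. The remaining splits part 1 pair and also called 0 genes, with between 59 and 421 higher and between 45 and 444 lower genes at the unadjusted threshold. With 4 splits the share is never under 0.05, so this count could not have ruled out a chance arrangement of the libraries, whatever it showed.

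In that comparison the medians were -0.45 for glycolysis (adjusted p = 1.0e-11), -0.17 for sterol biosynthesis (adjusted p = 0.0107), 0.36 for p53 targets (adjusted p = 7.4e-10), 0.13 for p53 apoptosis (adjusted p = 0.00499), -0.56 for 2-cell-stage (adjusted p = 4.1e-04), -0.40 for HIF-1 targets (adjusted p = 5.1e-10), -0.30 for SREBP targets (adjusted p = 1.5e-05), 0.21 for spliceosome (adjusted p = 8.9e-12), 0.19 for splicing regulators (adjusted p = 4.0e-04) and 0.19 for naive pluripotency genes (adjusted p = 5.3e-04). The replicate block gave -0.44, -0.17, 0.36, 0.13, -0.56, -0.39, -0.30, 0.21, 0.19 and 0.19 in the same order. The ribosomal protein (0.05, adjusted p = 0.0633) and mitochondrially encoded lists (0.01, adjusted p = 0.952) did not pass. Among the 4 splits a median as far from 0 was found in 1 (the real one) for each list named here except p53 apoptosis, with 2, ribosomal protein, with 3, and mitochondrially encoded, with 2. The level of *Eftud2* itself differed by -0.11 between the shRNAs and did not pass (adjusted p = 0.164, edgeR). Not all of these are larger changes with shRNA2, since the rise of the 2-cell-stage list was smaller with it (1.41 against 1.89), with 14 genes lower and 2 higher than with shRNA1. The differences may follow a stronger KD or a further effect of either hairpin, and the 2 hairpins of different sequence do not separate these.

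Among the genes called with both shRNAs, 7 changed in opposite directions: *Lin28a*, *Lpin1*, *Slc7a3*, *Pnma5*, *Rabggtb*, *Myo6* and *9330102E08Rik*. Apart from *Lin28a*, *Lpin1* and *9330102E08Rik* they were named after their values were seen. *Lin28a* had 61.29 and 56.23 CPM in the controls, between 36.53 and 40.32 CPM with shRNA1 and between 60.31 and 91.63 CPM with shRNA2, so that its rise with shRNA2 overlapped the controls. The replicate block gave log2 fold changes of -0.52 and 0.42, and the adjusted p-value of the rise ran from 7.7e-05 to 0.0641 over the other settings. With shRNA2, *Lpin1* and *9330102E08Rik* each did not pass in 1 of the other settings (adjusted p up to 0.0532 and 0.0577). No explanation was tested for the 7 genes.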

How the results depend on the processing

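The main settings and the alternatives were chosen before the data were examined, except GC content offsets alone or with the replicate block, thinned counts, lists without the genes seen in Table S3, and rank-based camera for lists other than glycolysis, sterol biosynthesis and p53 target, which were added after the data were seen. List p-values here are camera's, not adjusted across lists, against 0.05. The cause was not tested for any change in this part.

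The medians of the glycolysis, sterol biosynthesis, 2-cell-stage, HIF-1, SREBP, ribosomal protein and naive pluripotency lists kept their direction and stayed past the threshold against nt-shRNA with both shRNAs under every setting that gave a p-value. So did the p53 target list with shRNA2, between 0.35 and 0.52, with p from 2.1e-09 to 2.0e-04. The numbers of genes called with shRNA2 stayed between 3957 and 5850 higher and between 4077 and 5323 lower, and *Tigar* kept its direction.

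Under scaling by library size alone the median log2 fold change of all genes was 0.107 with shRNA1 and 0.093 with shRNA2, against -0.007 and 0.004 with TMM. It gave 4101 higher and 1713 lower genes with shRNA1 and 3376 and 1576 with both shRNAs, so that 70.5% of calls were higher with shRNA1 (44.7% with TMM) and 58.9% with shRNA2 (48.7%). Under it the p53 target list passed with shRNA1, at a median of 0.13 and an odds ratio of 4.51. Values that changed sign were the p53 apoptosis median with shRNA1 (0.04), the mitochondrially encoded medians with shRNA2 (0.07) and between the shRNAs (-0.02), *Cdkn1a* (0.05 and 0.04), *Casp9* (0.07 and 0.02), *Pmaip1* (0.03) and *Rps10* (0.08) with shRNA1, and *Mdm4* with shRNA2 (0.07). Most of these are smaller in size than the median of all genes under that scaling.

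With DESeq2, *Eftud2* passed with shRNA1 (-0.18) and so did the ribosomal protein median between the shRNAs (0.04). DESeq2's size factors in edgeR brought the latter past the threshold (0.05), as did rank-based camera (0.05) and the list without its gene seen in Table S3 (0.05). Without such genes the splicing regulator median with shRNA2 (0.18) and the sterol median between the shRNAs (-0.17) no longer passed.

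With no filter on low counts, the p53 odds ratio with shRNA1 was 11.19 and passed, *Eftud2* with shRNA1 passed (-0.18), and the mitochondrially encoded median between the shRNAs was -0.00. With at least 10 counts in every library the p53 odds ratio with shRNA1 passed (3.05), and the mitochondrially encoded median (0.00) and *Mdm4* (0.00) with shRNA2 changed sign. With only the 2 groups compared in the fit, the p53 median (0.03), the p53 odds ratio (5.55) and *Eftud2* (-0.16) passed with shRNA1, and the mitochondrially encoded median between the shRNAs was -0.00.

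With the replicate block, the p53 median (0.04), the p53 odds ratio (4.51) and *Eftud2* (-0.21) passed with shRNA1, and the mitochondrially encoded median with shRNA2 (0.01) and *Rps10* with shRNA1 (0.04) changed sign. Gene length offsets took the p53 odds ratio (3.59) and *Eftud2* (-0.23) past the threshold with shRNA1 and changed the sign of the mitochondrially encoded medians with shRNA2 (0.01) and between the shRNAs (-0.02). The replicate block with gene length offsets took the p53 median (0.06), the p53 odds ratio (5.51), the mitochondrially encoded median (0.17) and *Eftud2* (-0.27) past it with shRNA1, and the sign changed for the mitochondrially encoded medians with shRNA2 (0.06) and between the shRNAs (-0.01) and for *Rps10* with shRNA1 (0.07).

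GC content offsets changed the sign of the mitochondrially encoded medians with shRNA1 (-0.03) and between the shRNAs (-0.05), of *Cdkn1a* (0.01 and 0.05), of *Casp9* (0.02 and 0.01) and of *Rps10* with shRNA1 (0.10). They took the splicing regulator median with shRNA2 out of the calls (0.17) and the ribosomal protein median between the shRNAs into them (0.06). With the replicate block added, the p53 median (0.10) and odds ratio (5.51) with shRNA1, the p53 apoptosis median with shRNA2 (0.04) and the ribosomal protein median between the shRNAs (0.06) passed, and the splicing regulator median with shRNA2 (0.17) did not. The sign changed for the p53 apoptosis median (0.00), the mitochondrially encoded median (-0.07), *Casp9* (0.00) and *Rps10* (0.21) with shRNA1, for *Cdkn1a* (0.02 and 0.06), and for the mitochondrially encoded median between the shRNAs (-0.05). With thinned counts, *Eftud2* with shRNA1 passed (-0.20) and the mitochondrially encoded median between the shRNAs was -0.00.

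The share of variance on the first component was 61.6% with all tested genes, 84.1% with DESeq2's variance-stabilized counts and 72.2% with a prior count of 0.5, against 77.0%. Leaving out 1 library at a time gave 70.1% to 81.4%.

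Across the fits that each left out 1 library, the shRNA1 results ranged from 0.01 to 0.05 for the p53 median, from 2.72 to 5.50 for the p53 odds ratio, from 0.05 to 0.07 for the spliceosome median, from 0.06 to 0.12 for the splicing regulator median, from 0.13 to 0.26 for the naive pluripotency median and from -0.20 to -0.16 for *Eftud2*. The shRNA2 results ranged from -0.84 to -0.74 for the sterol median, from 1.29 to 1.6 for the 2-cell-stage median, from -0.89 to -0.75 for the HIF-1 median, from 0.18 to 0.26 for the splicing regulator median, from 0.32 to 0.40 for the naive pluripotency median, from 0.04 to 0.09 for the p53 apoptosis median, from -0.09 to 0.03 for the mitochondrially encoded median and from -0.08 to 0.03 for *Mdm4*. Between the shRNAs the ribosomal protein median ranged from -0.00 to 0.10, the mitochondrially encoded median from -0.09 to 0.04 and the glycolysis ratio from 1.69 to 2.10. Calls changed in some of these fits. The p53 odds ratio with shRNA1 passed without shRNA1 replicate 1 (3.58), shRNA2 replicate 2 (5.44) or shRNA2 replicate 3 (5.50), *Eftud2* with shRNA1 passed without shRNA2 replicate 2 or 3, the p53 apoptosis median with shRNA2 passed without shRNA2 replicate 3 (0.09), and the spliceosome median with shRNA1 no longer passed without shRNA1 replicate 3 (0.05). The ribosomal protein median between the shRNAs passed without shRNA1 replicate 3 (0.10), shRNA2 replicate 1 (0.07) or shRNA2 replicate 3 (0.07), and changed sign without shRNA2 replicate 2. Where a control library was left out, a single control remained, and no p-value or call was made for the comparisons with nt-shRNA. For the 69 genes named by the rule, 2508 of 2678 values under other settings kept their direction and side of the threshold, or moved by less than the SD where no test was made. Of the others 49 newly passed the threshold, 26 no longer passed, 75 moved by more and 20 changed sign.

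The 2 control libraries limit every comparison with nt-shRNA. Genes with few counts in the controls, such as *Fas* (0.490 CPM) and *Eno4* (0.528 CPM), have fold changes that rest on little depth.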

Differences from the paper's values

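The paper's KD efficiency of *Eftud2*, measured by qPCR (Fig. 1A), is 55 to 68% for shRNA1 and 64 to 79% for shRNA2. The paper also reports less EFTUD2 protein with either shRNA by western blotting (Fig. 1B), which counts do not measure. The paper's qPCR for Fig. 3F measured *Eftud2* as well, and those values are not set beside the counts here. In the RNA-seq counts the transcript decreased by 11.7% (SD 1.3 between replicates) with shRNA1 and by 18.3% (SD 7.8) with shRNA2. Among the alternatives set before the data were examined, the decrease lay between 4.4% (library size alone) and 16.9% (replicate block with gene length offsets) with shRNA1 and between 13.0% and 22.9% with shRNA2, and none closed the gap to either end of the paper's ranges. The paper's own RNA-seq values in Fig. S4C, read by eye, are log2 fold changes of about -0.18 and about -0.30.

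A legend of the paper's Fig. S6 states that glycolytic genes had no alternative splicing event with shRNA1. In the join to the paper's Table S4, *Ldhb*, which was on the glycolysis list written here, had a listed skipped exon event with shRNA1 (log2 fold change -0.77). The paper's own glycolysis list was not used here.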

Other observations

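The tests of the HIF-1 and SREBP hypotheses were chosen only after the result was seen, and the full lists had been tested before the genes seen in Table S3 were left out. The tests of gene length, GC content and depth for the glycolysis and sterol lists and of the qPCR reference were chosen before their results were seen.

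For the shRNA that kept less, gene length offsets kept 98.0% of the median of the glycolysis list and GC content offsets 86.5%. The shares for the sterol list were 95.9% and 101.8%. With counts thinned to the smallest library 100.8% and 100.6% were kept, but thinning leaves expected fold changes in place, so by that test alone the decreases cannot be told apart from an effect of library depth. Both lists were lower in shRNA1 replicate 3 (-0.411 and -0.602), whose 27501491 counts were close to those of the controls, a comparison made only after the result was seen.

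A candidate explanation for the lower glycolysis genes is reduced activity of HIF-1, a transcription factor that drives many of them. If so, its targets outside glycolysis would be lower too. Without the 3 genes seen in Table S3, the median of the remaining 20 was -0.35 with shRNA1 and -0.67 with shRNA2, and 17 of the 20 were lower with each. Likewise, reduced SREBP activity may lie behind the lower sterol genes. Without the 2 genes seen in Table S3, the median of the remaining 17 SREBP targets was -0.50 with shRNA1 and -0.80 with shRNA2, with 16 of 17 lower with each. Both results are in line with the hypotheses. They do not tell reduced activity of these factors from another change that lowers the same genes, such as a common regulator or slower growth, and neither protein was measured in these data. Both remain hypotheses found and tested on the same libraries.

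The decrease of *Eftud2* was smaller in the RNA-seq counts than by the paper's qPCR, which used mitochondrial 16S rRNA as its reference. If that reference had risen upon KD, qPCR would have overstated the decrease. In the RNA-seq counts *mt-Rnr2*, which encodes it, was lower instead, by log2 fold changes of -0.98 and -0.63, so that the ratio of *Eftud2* to *mt-Rnr2* rose by 0.80 and 0.34 on the log2 scale. With shRNA1 this goes against a rise of the reference as the source, although poly(A)-selected libraries measure rRNA poorly and the control libraries differ in it. With shRNA2 the decrease of *mt-Rnr2* cannot be told apart from variation between the control libraries. In the paper's qPCR with the same reference (Fig. 3F), *Hk1*, *Pfkfb3* and *Pfkm* also fell further than in the RNA-seq counts with both shRNAs. A rise of the reference would give such a shared offset, so the reference remains a possible source. Other sources were not tested.

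Spliceosome genes had a median log2 fold change of 0.05 with shRNA1 (adjusted p = 0.0479, limma's camera) and 0.25 with shRNA2 (adjusted p = 2.1e-07), and 0.08 and 0.26 with the replicate block. Over the other settings these medians lay between 0.05 and 0.17 with shRNA1 and between 0.23 and 0.34 with shRNA2. Of the 53 genes, 14 were called higher and 3 lower with shRNA1, and 36 and 3 with shRNA2. *Prpf8*, *Sf3b4* and *Txnl4a* had log2 fold changes of 0.64, 0.57 and 0.52 with shRNA2. Splicing regulators had medians of 0.08 (adjusted p = 0.494) and 0.22 (adjusted p = 0.0144), and 0.08 and 0.23 with the replicate block, with *Son* higher (0.84 and 1.28) and *Clk3* lower (-0.50 and -0.95). Mitochondrially encoded genes had medians of 0.13 (adjusted p = 0.414) and -0.02 (adjusted p = 0.595). These medians hide changes in both directions. Of the 9 genes tested, 4 were called higher and 2 lower with shRNA1, and 3 and 4 with shRNA2. *mt-Cytb* (0.90 and 1.28) and *mt-Nd1* (0.35 and 0.70) rose, whereas *mt-Rnr1* fell (-1.47 and -1.47).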
